# Transcriptional Diversity in Response to Aging Across Skeletal Muscles

**DOI:** 10.1111/acel.70164

**Published:** 2025-07-09

**Authors:** Can Liu, Dongbin Zheng, Rui Zhang, Hong Li, Xingyan Tong, Yujie Wu, Geng Zhang, Siyuan Wang, Hongyu Chen, Zhinong Ren, Ying Sun, Chengdong Wang, Desheng Li, Xuewei Li, Mingzhou Li, Long Jin

**Keywords:** aging, EGF/EGFR, myonuclei, skeletal muscles, transcriptional diversity

## Abstract

Aging leads to a gradual decline in muscle function, yet the mechanisms by which different skeletal muscles respond to aging remain unclear. Here, we constructed transcriptional maps of 11 skeletal muscles with extensive transcriptional diversity from young and old mice. Age‐related changes in gene expression displayed distinct tissue‐specific patterns, involving muscle diseases and metabolic processes. Notably, the mitochondrial‐enriched soleus muscle exhibited superior resistance to aging compared to other skeletal muscles. Further, we generated a single‐nuclei transcriptomic atlas on representative skeletal muscles, analyzing 73,170 nuclei. We found the age‐related changes in the cellular composition of different skeletal muscles and the emergence of new cell states in aged mice. Among different types of myonuclei, type II myonuclei showed particular sensitivity to aging, with reduced metabolic activity of IIb myonuclei with age. We also found cell‐specific changes occurring across nonmuscle nuclei populations, including adipocytes, fibro‐adipogenic progenitors, and immune cells, accelerating muscle aging and associated pathologies. Intercellular communication analysis revealed more intensive intercellular interactions in aged skeletal muscles, particularly between myonuclei and other cell types. Specifically, we validated the regulatory role of the EGF/EGFR axis in age‐related inflammatory processes. These findings provide insight into muscle biology and aging and highlight potential therapeutic targets for age‐associated muscle disorders.

## 1 Introduction

Skeletal muscle is a major component of the animal body, accounting for approximately 40% of body weight (Florin et al. 2020; Frontera and Ochala 2014). Along with the heart, skeletal muscle contributes nearly 30% of resting energy expenditure and nearly 100% of the increased energy demand during exercise (Baskin et al. 2015; Gallagher et al. 1998). With aging, muscle mass begins to decline around middle age (approximately 1% per year) and in severe cases, up to 50% loss of muscle mass can be lost by the age of 80–90 (Wilkinson et al. 2018). This decline reduces muscle strength and physical function, a condition known as sarcopenia (Cruz‐Jentoft and Sayer 2019). Beyond impairing mobility, sarcopenia is also closely associated with metabolic dysfunction, increased inflammatory responses, and increased risk of chronic diseases (Kedlian et al. 2024).

Although transcriptomic studies have extensively examined skeletal muscle in mice, most focus on single muscles, such as the tibialis anterior (TA) and quadriceps (Bobadilla Muñoz et al. 2023; Cai et al. 2023; Kimmel et al. 2020; Kurland et al. 2023; Lin et al. 2018; Schaum et al. 2020; Zhang et al. 2022). In fact, different skeletal muscles exhibit distinct structural, functional, and developmental diversity (Terry et al. 2018). For instance, the diaphragm originates from connective tissue fibroblasts and contracts radially to drive inspiration, whereas the tibialis anterior, as a limb muscle derived from presomitic cranial mesoderm, has parallel fibers primarily responsible for lower leg movement (Merrell et al. 2015; Schiaffino and Reggiani 2011).

Aging is not uniform across muscle tissues (Gilad et al. 2024). In rats, only 2% of age‐related genes are shared across the diaphragm and hindlimb muscles (gastrocnemius, tibialis anterior, and soleus) (Shavlakadze et al. 2023). Furthermore, findings from one muscle may not apply to another (Almanzar et al. 2020; Cohen et al. 2020; Frankel et al. 2007; Schaum et al. 2020; Zhang et al. 2021). For example, aging‐induced downregulation of metabolic and mitochondrial function pathways occurs only in rat limb muscles, while extracellular matrix (ECM) pathway downregulation is primarily observed in the diaphragm (Shavlakadze et al. 2023).

In addition to structural and functional differences, skeletal muscle varies at the molecular level, with distinct fiber types displaying different aging responses (Schiaffino et al. 2024). Fast‐twitch muscle fibers, particularly type IIB, undergo significant atrophy and mitochondrial decline with aging, whereas slow‐twitch muscle fibers exhibit greater resistance to aging (Crupi et al. 2018). Thus, analyzing aging in skeletal muscle requires a tissue‐specific approach.

Skeletal muscle is a highly heterogeneous tissue composed of myofibers and diverse functionally distinct cell types, including fibroadipogenic progenitors (FAPs), adipocytes, endothelial cells, muscle stem cells (MuSCs), and various immune cells (Rodriguez et al. 2024). Prior research has identified transcriptional changes associated with aging‐related dysfunction, such as loss of myofibers and MuSCs, excessive adipocyte accumulation, adipogenic differentiation of FAPs, immune cell dysfunction, and altered intercellular communication (Giuliani et al. 2021; Jing et al. 2022; Kedlian et al. 2024; Leote et al. 2024; Li et al. 2023; Petrany et al. 2020; Wang, Zhou, et al. 2024). However, the functional decline of multinucleated muscle cells and the role of the cellular microenvironment in coordinating myofiber degradation during aging remain largely unknown.

In this study, we constructed transcriptional aging atlases across 11 anatomically distinct skeletal muscles using bulk RNA sequencing (RNA‐seq) to investigate key biological pathways involved and shared adaptive mechanisms of aging. Additionally, we employed single‐nucleus RNA sequencing (snRNA‐seq) to generate cell‐type‐resolved transcriptomic data, revealing dynamic cellular changes and potential regulatory mechanisms underlying skeletal muscle aging. Our findings highlight the critical role of the cellular microenvironment and intracellular communication in aging, including the discovery that EGF (epidermal growth factor)/EGFR ligand‐receptor‐mediated interactions between myonuclei and other cells promote inflammatory factor secretion, further driving aging. These findings provide new insights into the mechanisms of skeletal muscle functional decline and offer potential targets for future therapeutic interventions.

## 2 Results

### 2.1 Characterization of Histological Modifications in Muscle Tissues of Aging Mice

To elucidate the phenotypic and molecular characteristics of muscle aging, muscle tissues from young (3 months) and old (24 months) female mice (Figure 1a). A significant increase in body weight was observed in aged mice, consistent with previous studies indicating weight gain in female C57BL/6J mice during normal aging (Figure 1b) (Smith et al. 2024). A decline in the relative weight of skeletal muscle was noted, accompanied by a decrease in hanging time, indicating a gradual reduction in muscle mass and function with age, a hallmark of skeletal muscle aging (Figure 1c,d) (Börsch et al. 2021). Additionally, a significant increase in the relative weight of the heart was detected, indicating age‐related cardiac hypertrophy (Figure 1d) (Mehdizadeh et al. 2021).

**FIGURE 1:**
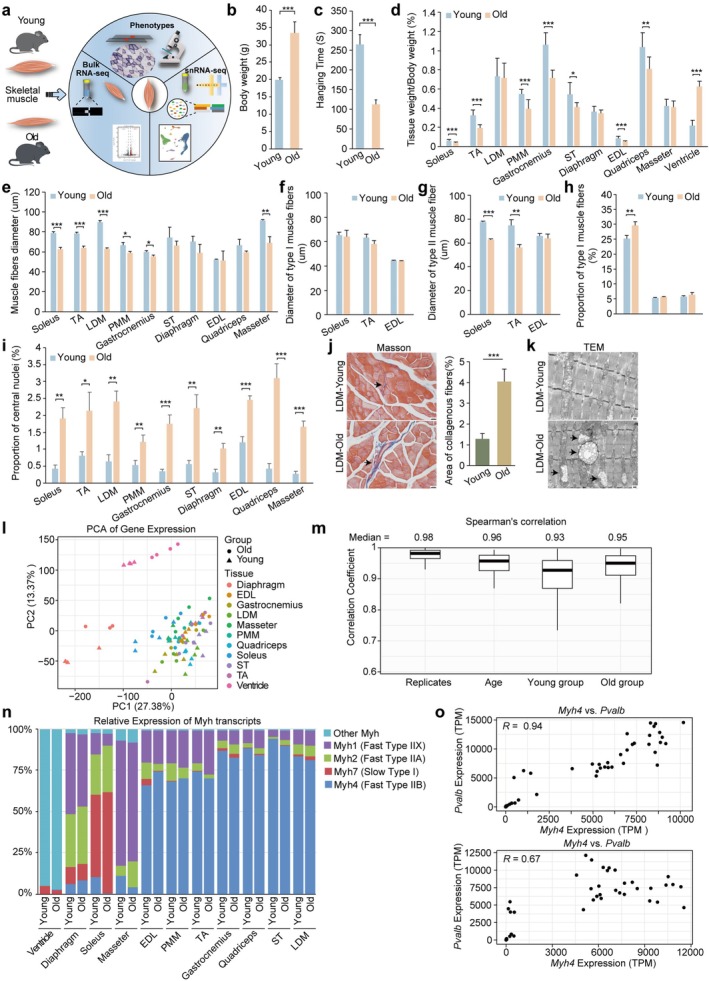
Aging‐related phenotypes and gene expression in mouse skeletal muscles. (a) Schematic representation of phenotypic analysis (*n* = 3 replicates), bulk RNA‐seq (*n* = 3 replicates), and snRNA‐seq (*n* = 2 replicates) of young and old mouse skeletal muscles. (b) Body weight of young and old mice, presented as mean ± SD. ***p < 0.001. (c) Inverted hanging time (s), presented as mean ± SD. ***p < 0.001. (d) Tissue weight‐to‐body weight ratio (%) for 11 different tissues in young and old mice, presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. (e) Muscle fiber diameter, presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. (f, g) Diameter of type I (f) and type II (g) muscle fiber, presented as mean ± SD. **p < 0.01, ***p < 0.001. (h) Proportion of type I muscle fibers, presented as mean ± SD. **p < 0.01. (i) Percentage of myofibers with central nucleus, presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. (j) Collagen area percentage in young and old mice was assessed by MASSON staining (LDM as representative). Collagen deposition indicated by arrows. Data are presented as mean ± SD. ***p < 0.001. (k) Mitochondrial morphology in young and old mice was observed by TEM (LDM as representative). Mitochondrial swelling is indicated by arrows. (l) Principal Component Analysis (PCA) of mRNA expression across 11 different tissues in young and old mice. (m) Violin plot of Spearman correlation coefficients across replicates, age groups, and within young and old mice. (n) Relative expression of Myosin heavy chain (Myh) transcripts across 11 skeletal muscle tissues in young and old mice, presented as a bar graph. The *y*‐axis represents the relative expression of Myh transcripts as a percentage of total Myh expression. (o) Expression of *Myh4* versus *Pvalb* TPM expression in young and old groups. Each dot represents one biological replicate from a tissue sample.

SDH staining revealed a significant reduction in muscle fiber diameter in over half of the examined tissues, aligning with age‐related fiber type atrophy (Figure 1e, Figure S1a). Notably, with aging, the reduction observed in soleus (slow‐twitch) and EDL, TA (fast‐twitch) muscles decreased similarly (Figure 1d,e). Further analysis showed that the diameter of type II muscle fibers decreased significantly in soleus (*p* < 0.001) and TA (*p* < 0.01), while the diameter of type I muscle fibers decreased more in TA compared with soleus, although not significantly (Figure 1f,g). In EDL, both type I and type II muscle fibers showed a decrease, but not significantly (Figure 1f,g). Additionally, the proportion of type I muscle fibers in soleus significantly increased in the old group (*p* < 0.01) (Figure 1h). Furthermore, hallmark signs of muscle aging and degeneration were evident in all aged muscles, including an increased percentage of central nuclei observed in HE staining, muscle fat infiltration, and a significant upregulation of inflammatory and aging marker genes (Figure 1i, Figure S1b–e). Masson staining demonstrated significant collagen deposition, and electron microscopy (represented by LDM) revealed mitochondrial swelling (Figure 1j,k).

Overall, histological analysis identified multiple age‐related injury phenotypes in aging muscles, reflecting a certain degree of degeneration across all examined tissues.

### 2.2 Transcriptome Profiling Reveals Age‐Related Gene Expression in Muscles

To investigate transcriptomic alterations underlying age‐associated changes, RNA sequencing was performed on muscle tissues from young (*n* = 4) and old (*n* = 4) mice. 

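The deposited data covered 86 samples, from 11 tissues of young (3 months) and old (24 months) female mice. The tissues were soleus, quadriceps, extensor digitorum longus (EDL), tibialis anterior (TA), semitendinosus (ST), gastrocnemius, psoas major muscle (PMM), longissimus dorsi muscle (LDM), diaphragm, masseter, and ventricle. There were 4 samples per tissue and age, except for 3 in old diaphragm and 3 in young masseter. The authors sequenced polyA libraries, quantified transcripts with Kallisto, and deposited TPM for each gene, the abundance of its transcripts relative to all transcripts of the library. The table holds 16436 genes, each above 0.5 TPM in at least 1 sample, and 16275 of them are protein-coding in the annotation of GRCm39. Because other genes were left out of the table, the values of a sample do not add up to the full scale of TPM, and their totals were from 846961 to 960875 TPM in young mice and from 924639 to 967697 TPM in old mice. The median share outside the table was 7.36% in young and 4.55% in old samples. Mitochondrially encoded mRNAs took a median of 38.9% of the total in young and 42.5% in old samples. The table gives no read counts, so the depth behind a single value is unknown and precision rests on the replicates alone. Young and old samples of each tissue were compared on log2(TPM + 1) with limma, and p-values were adjusted with the Benjamini-Hochberg method over all genes of the table. A gene was called as a DEG at an adjusted p below 0.05 and an absolute log2 fold change above 1. Exact permutation tests were two-sided, and 0.0286 is the smallest p that 4 samples against 4, or 4 against 3, allow here. Samples of different tissues may come from the same mice, in which case they are not independent of each other.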

Principal component analysis (PCA) revealed a clear distinction between the ventricle, as a cardiac muscle, and skeletal muscles (Figure 1l). 

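The analysis covered log2(TPM + 1) of the genes of the table in the 86 samples, with each gene centred and scaled. The first component held 26.8% of the variance and the second 14.9%. Differences between tissues made up 79% of the variance along the first component, and differences between ages within a tissue made up 7.25%. With genes centred but not scaled, the components held 32.5% and 19.6%. The centre of the ventricle samples lay 183 units from the centres of the skeletal muscles on average, measured over all genes, and its samples lay 83.8 units from their own centre. For all 8 ventricle samples the nearest other sample was of their own tissue.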

Within skeletal muscles, the diaphragm, soleus, and masseter exhibited significant differences compared to other tissues, forming distinct clusters (Figure 1l, Figure S2a). 

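By the same distances, the diaphragm centre lay 204 units from the centres of the other skeletal muscles on average, the soleus centre 127, and the masseter centre 113. TA came next with 104, and quadriceps lay closest with 91.2. Samples scattered around their own centre by 108 units in diaphragm and 94.9 in masseter. The nearest other sample was of the same tissue for all 8 soleus and all 7 diaphragm samples, against 5 of 7 masseter samples. Several diaphragm samples also held liver mRNAs, and several masseter samples held salivary gland mRNAs.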

Consistently, the analysis of expression level similarities (Spearman correlation coefficients) demonstrated clear differences between muscle types, confirming high consistency among biological replicates (*R* = 0.98), ensuring data reliability (Figure 1m, Figure S2a).

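Spearman correlation across genes was computed for each pair of samples, and genes are not independent replicates. Among replicates of one tissue and age, 126 pairs had a median of 0.982, from 0.936 to 0.993. Young and old samples of the same tissue gave a median of 0.973 over 168 pairs. Pairs from different tissues had a median of 0.961 in the young group and 0.957 in the old group, each over 840 pairs. With genes of at least 1 TPM in every sample, the median between ages was 0.958.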

Skeletal muscle is composed of myofibers, which in mice are classified into four types based on *Myh* expression. It was hypothesized that the observed tissue specificity arises from differences in muscle fiber composition. To test this, the relative abundance of different fiber types was quantified by analyzing myosin heavy chain isoform expression levels (Figure 1n). Clustering analysis supported the global gene expression results, reinforcing the distinction between the ventricle and other skeletal muscle (Figure S2b). 

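Each myosin heavy chain gene was expressed as a percent of the summed TPM of the Myh genes of a sample. Myh6 (ENSMUSG00000040752, chromosome 14 from 55179367 to 55205887 on GRCm39) took 93.9% ± 0.771 (SD, n = 4) of this sum in young ventricle and 96% ± 1.21 (SD, n = 4) in old ventricle. The difference between ages gave p = 0.0571 (exact permutation test). Myh7 (ENSMUSG00000053093, chromosome 14 from 55208141 to 55232084) took 4.73% ± 0.685 in young and 2.42% ± 1.05 in old ventricle (SD, n = 4 each, exact permutation p = 0.0286).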

The ventricle exhibited high *Myh6* expression, which is crucial in myocardial contraction and thick filament formation in cardiac muscle (Razmara and Garshasbi 2018). 

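Myh4 lies on chromosome 11 from 67128336 to 67151274 (ENSMUSG00000057003). Its share of the summed Myh TPM in young mice was 94.3% ± 0.254 in ST, 88.5% ± 1.87 in quadriceps, 87.1% ± 1.47 in gastrocnemius, and 83.5% ± 3.15 in LDM (SD, n = 4 each). TA had 74.6% ± 4.92, PMM 68% ± 3.3, and EDL 66.3% ± 9.04. The share was 10.9% ± 5.07 in masseter (SD, n = 3), 10.3% ± 11.8 in soleus, 6.25% ± 2.28 in diaphragm, and 0.111% ± 0.167 in ventricle. The 4 young soleus samples ranged up to 25.3%. In old mice the share was 90% ± 1.41 in ST, 84.7% ± 2.42 in quadriceps, and 4.26% ± 1.53 in masseter (SD, n = 4 each). In these muscles every old sample lay below every young sample (exact permutation p = 0.0286, adjusted 0.112). The share was higher in old than in young EDL (74.4%), PMM (70.1%), and diaphragm (8.47%), with exact permutation p of 0.2, 0.4, and 0.171. It was lower in the remaining tissues.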

Skeletal muscles with high *Myh4* expression (Type IIB myofibers) clustered together.

To further investigate these findings, marker genes for type I and type IIB myofibers were analyzed (Sadaki et al. 2023). *Pvalb*, previously identified as a type IIB myofiber‐specific marker, was found to be highly expressed in fast‐twitch skeletal muscles (Figure S2c) (Sadaki et al. 2023). 

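Pvalb (ENSMUSG00000005716, chromosome 15 from 78075314 to 78091149) had 14320 ± 291 TPM (SD, n = 4) in young quadriceps, 11940 ± 815 in gastrocnemius, 11040 ± 1408 in ST, and 9527 ± 1797 in LDM. EDL had 7677 ± 1446, TA 6814 ± 1057, and PMM 6740 ± 526 TPM. Young masseter, with a low Myh4 share, had 5704 ± 599.9 TPM (SD, n = 3). The lowest values were 931 ± 932 TPM in soleus, 597 ± 100.5 in diaphragm, and 11.7 ± 14.6 in ventricle. In old mice Pvalb was 9486 ± 2229 TPM in quadriceps, 8614 ± 1793 in gastrocnemius, and 8007 ± 753 in ST, below every young sample of these muscles (exact permutation p = 0.0286, n = 4). Old EDL had 9163 ± 1682 TPM, without a difference beyond the spread of the replicates (exact permutation p = 0.229, n = 4).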

Given the hypothesis that fiber type composition drives gene expression patterns, a strong correlation between *Pvalb* and *Myh4* was expected. As anticipated, a robust correlation was observed in the young group (*R* = 0.94), but this correlation significantly decreased in the old group (*R* = 0.67), suggesting that aging may affect gene regulation and fiber type composition (Figure 1o). Additionally, 24 classic type IIB myofiber markers exhibited strong correlations with Myh4 in the young group (*R* > 0.8), including Casq1 (*R* = 0.95), *Ldha* (*R* = 0.95), and *Eno3* (*R* = 0.95). However, in aged mice, 92% (22 of 24) showed reduced correlations (Figure S2d). Similarly, for slow muscle fibers, eight marker genes, such as *Myl3* (*R* = 0.95), *Atp2a2* (*R* = 0.94), and *Myoz2* (*R* = 0.92), displayed strong correlations in young mice, but seven of these showed weakened correlations in the old group (Figure S2e).

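Over the 43 young samples, Spearman's rho between Pvalb and Myh4 was 0.938 and Pearson's r on log2(TPM + 1) was 0.977. Each had a permutation p of 1e-05, the smallest that 100000 permutations can give. In the 43 old samples, rho was 0.669 (permutation p = 2e-05) and r was 0.934 (permutation p = 1e-05). Without the 2 samples farthest from the median of Myh4, r was 0.963 in young and 0.906 in old mice. The samples formed separate clusters of high and low type IIB content, so the relation was also computed within them, giving 12 relations in all, counting other subsets. In the 7 muscles of high type IIB content, young rho was 0.789 and r 0.809, with adjusted permutation p of 2.4e-05 and 1.33e-05. In old mice these muscles gave a rho of -0.137 (permutation p = 0.483, adjusted 0.483) and an r of -0.206 (p = 0.291, adjusted 0.291). In the 4 tissues of low type IIB content, rho was 0.95 in young and 0.846 in old mice, and r was 0.964 and 0.927. The difference in rho between ages over all tissues was -0.269 (permutation of ages within tissues, p = 6e-05). The difference in r was -0.0429 (permutation p = 0.0143). These permutations, and those for the markers below, treat all samples as independent. If tissues come from the same mice, the p-values may be too small. From the lower coefficient in the old group, the paper proposes that aging may affect gene regulation and the composition of fiber types.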

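The 24 markers were taken from the paper's figure, which shows only genes with a coefficient above 0.8. All 24 were above 0.8 in young mice here. That choice can by itself make the coefficients lower in old mice, and permuting ages does not correct for it. Of these markers, 21 had a lower Spearman correlation with Myh4 in old than in young mice. The median over the markers was 0.928 in young and 0.875 in old mice, and the median of the differences was -0.0427 (permutation of ages within tissues, p = 0.0294). Casq1 went from 0.954 to 0.773, Ldha from 0.95 to 0.897, and Eno3 from 0.946 to 0.891. By Pearson's r on log2(TPM + 1), 13 markers were lower in old mice (permutation p = 0.928). With the mean of each tissue in place of its samples, 12 were lower (permutation p = 0.85). Without the ventricle, 22 were lower, by a median of -0.0557 (permutation p = 0.0353). In the 7 muscles of high type IIB content, a subset chosen after seeing the data, 22 were lower, by a median of -0.184 (permutation p = 0.00594).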

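Of the 8 slow markers, 7 had a lower Spearman correlation with Myh7 in old mice, with a median difference of -0.0498 (permutation p = 0.00476). These 8 were also shown by the paper for coefficients above 0.8, so the same limit applies. The coefficient went from 0.948 to 0.894 for Myl3, from 0.943 to 0.883 for Atp2a2, and from 0.921 to 0.839 for Myoz2. Without the ventricle, 8 were lower, by a median of -0.0166 (permutation p = 0.0969).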

Additionally, the correlation of all expressed genes with *Myh4* and *Myh7* was calculated, identifying a representative set of fast‐ and slow‐twitch muscle fiber marker genes (Table S1). Genes strongly correlated with *Myh4* (*R* > 0.8) were primarily enriched in carbohydrate catabolic processes, whereas those correlated with *Myh7* (*R* > 0.8) were mainly enriched in muscle contraction regulation and fast‐to‐slow fiber transition (Figure S2f,g).

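Among all genes of the table, 369 had a Spearman correlation above 0.8 with Myh4 over the young samples and 104 with Myh7. Lists of metabolic and structural genes were fixed before the values were seen, and 14 overlaps were tested against all genes of the table other than the myosin itself. Glycolysis genes were enriched among those correlated with Myh4 (18 of 28 genes, 0.629 expected, Fisher's exact test, p = 1.49e-23, adjusted 2.08e-22), and so were sarcomere genes (11 of 35 genes, 0.786 expected, Fisher's exact test, p = 1.62e-10, adjusted 1.13e-09). For Myh7, sarcomere genes were enriched (6 of 35 genes, 0.222 expected, Fisher's exact test, p = 7.76e-08, adjusted 3.62e-07) and glycolysis genes were not (1 of 28 genes, 0.177 expected, Fisher's exact test, p = 0.163, adjusted 0.326).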

These findings indicate that fiber type composition plays a crucial role in maintaining gene expression patterns. However, aging significantly weakens these correlations, highlighting its impact on the regulation of fiber type‐specific gene expression.

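The 369 genes chosen in young mice by their correlation with Myh4 had a median of 0.865 there and 0.81 in old mice. Chosen in old mice instead, 384 genes had a median of 0.846 in old and 0.805 in young mice, and 202 genes were in both sets. With Myh7, the 104 genes chosen in young mice went from 0.835 to 0.668. The 36 chosen in old mice had 0.838 in old and 0.815 in young mice, with 21 genes in both sets.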

### 2.3 Tissue‐Specific and Shared Pathways in Aging Muscle Gene Expression

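In each tissue, 16436 genes were tested. The fits called 307 in soleus (155 higher and 152 lower in old mice), 268 in diaphragm (129 higher and 139 lower in old mice), 264 in ventricle (50 higher and 214 lower in old mice), and 241 in quadriceps, of which 78 were lower. There were 143 in ST (114 higher and 29 lower in old mice), 119 in TA (99 higher and 20 lower in old mice), 106 in EDL (39 higher and 67 lower in old mice), and 72 in gastrocnemius (38 higher and 34 lower in old mice). The fewest were 70 in PMM (44 higher and 26 lower in old mice), 37 in LDM (34 higher and 3 lower in old mice), and 11 in masseter (3 higher and 8 lower in old mice), where 3298 genes had an unadjusted p below 0.05. In total 1050 genes were called in at least 1 tissue, 554 of them higher and 513 lower, with 17 in both sets. With a pseudocount of 0.1 in place of 1, the total was 2338. The median log2 fold change of all genes was -0.19 in diaphragm, -0.21 in ventricle, -0.14 in masseter, and 0.11 in TA, and less than 0.1 from 0 elsewhere. The split between higher and lower genes moved with the scaling. After rescaling by the median ratio to the geometric mean sample, 61.5% of the DEGs in ventricle were higher in old mice, against 18.9% before it, and 87.8% in diaphragm, against 48.1%. Called genes without overlap between ages and with the largest decrease included Sftpc (log2 fold change -4.68) and Sftpb (-2.94) in diaphragm, which are lung surfactant genes. In gastrocnemius they included Actc1 (-2.24) and Pfkfb3 (-2.11), and among the increased genes Rrad (2.68) and Atf3 (2.12).

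**Figure D1:**
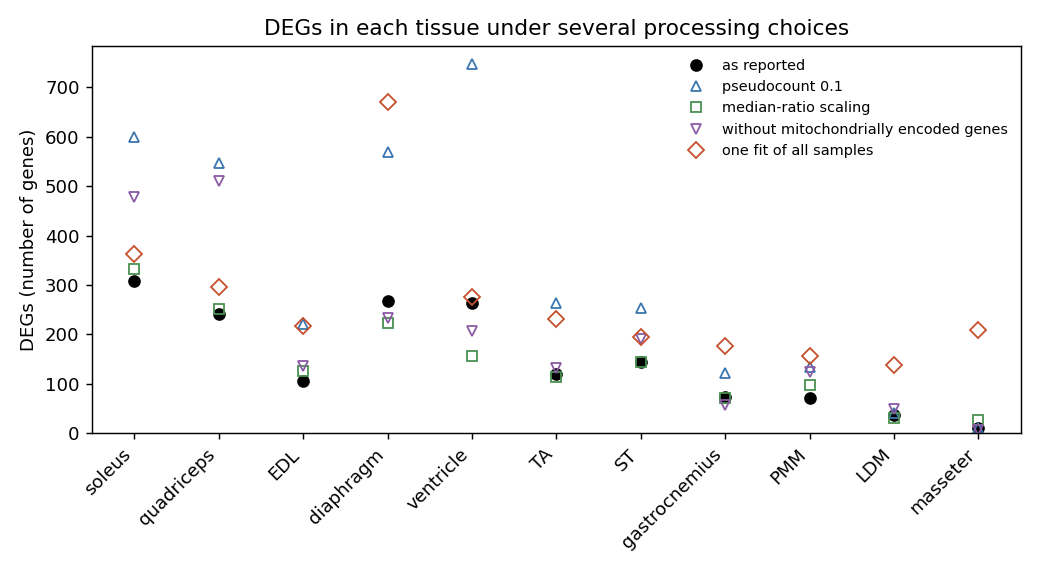
Number of DEGs (vertical axis) in each tissue (horizontal axis) as reported (filled circles) and under 4 other processing choices (open symbols). In soleus the reported number is 307, and with a pseudocount of 0.1 it is 600.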

A total of 3615 differentially expressed genes (DEGs) were identified when comparing the young and old groups (FDR < 0.05 and |log_2_fold change| > 1) (Figure 2a). Notably, the number of DEGs varied depending on anatomical location rather than muscle fiber type, with hindlimb muscles appearing to be more affected by aging.

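The 6 hindlimb muscles had a mean of 165 DEGs and the other 5 tissues a mean of 130, a difference of 34.7. Over the 462 ways to choose 6 of the 11 tissues, a difference this large in either direction had an exact permutation p of 0.587. Over the other processing choices and the replicates left out, the difference ranged from -43.8 with all samples in a single fit (exact permutation p = 0.809) to 127 without mitochondrially encoded genes (exact permutation p = 0.251), and no exact permutation p was below 0.251.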

**FIGURE 2:**
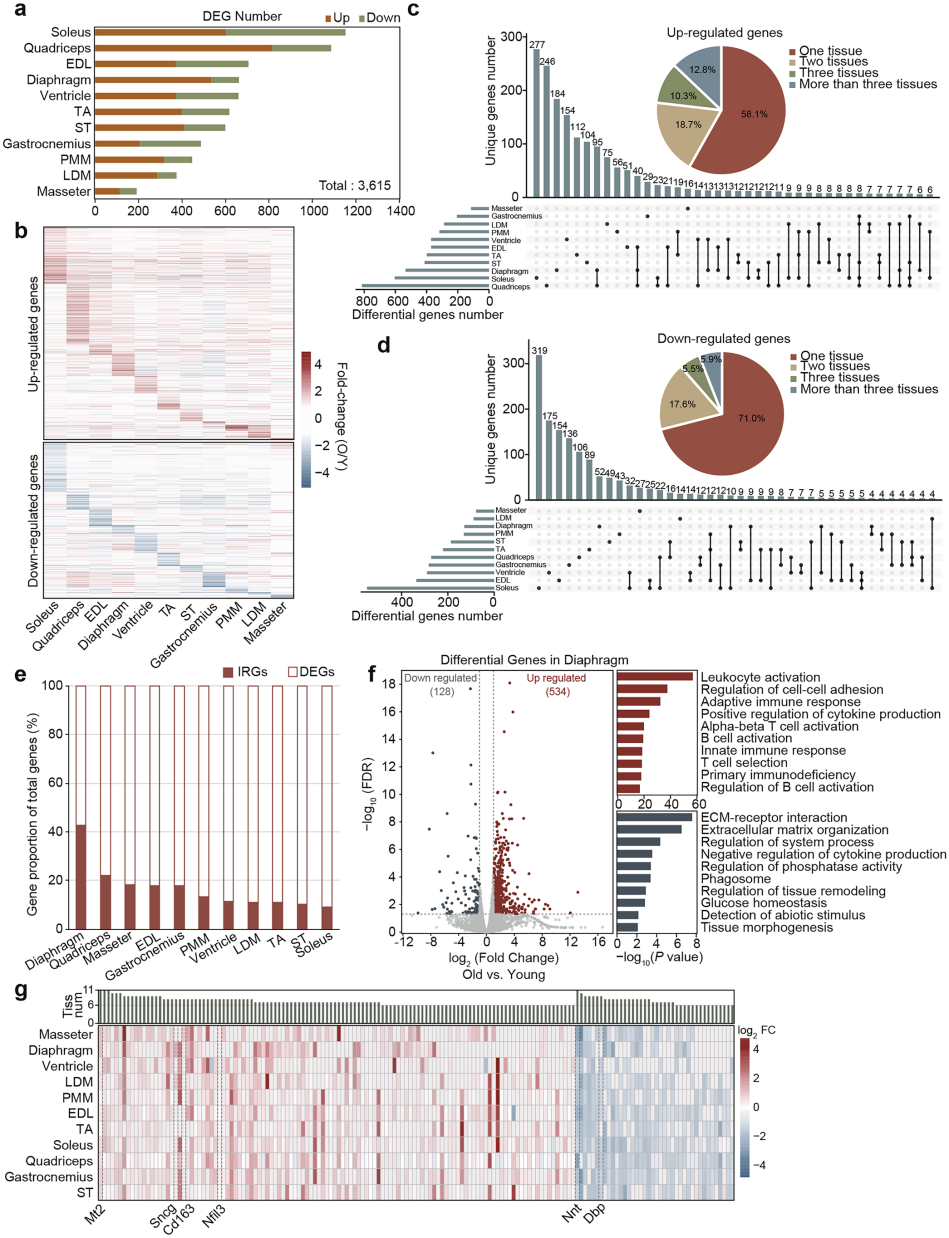
Response characterization of multiple tissues during aging. (a) Bar graph displaying the number of differentially expressed genes (DEGs) across various tissues, totaling 3615 DEGs. (b) Heatmap visualizing fold‐change values of DEGs across multiple tissues. The top panel shows upregulated genes, and the bottom panel shows downregulated genes. Each column represents a distinct tissue, with the color bar on the right representing fold‐change values (Y/O). (c, d) Percentage and upset analysis of the upregulated genes (c) and downregulated genes (d) identified in one, two, three, and more than three tissues. (e) Bar chart displaying the percentage distribution of inflammation response genes (IRGs) among differentially expressed genes (DEGs) across all tissues. (f) Left: Volcano plot showing the relative expression levels of DEGs between old and young (O/Y) mice in diaphragm. The transverse and vertical dotted lines indicate the cut‐off value for differential expression (*p* < 0.05 and abs |log_2_ fold changes| > 1). Right: Representative GO terms and KEGG pathways of upregulated and downregulated genes in diaphragm. (g) Heatmap displaying the fold change (Log_2_FC) in gene expression across different tissues. The histogram indicates the number of tissues exhibiting similar gene expression patterns.

The heatmap of fold‐change (O‐Y) for DEGs across various tissues indicates that most were identified in a tissue‐specific manner (Figure 2b). 

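Of the genes higher in old mice, 396 of 554 (71.5%, 95% exact interval 67.5 to 75.2) were called in a single tissue, and of those lower in old mice, 367 of 513 (71.5%, 95% exact interval 67.4 to 75.4). More than 3 tissues shared 41 of 554 (7.4%, 95% exact interval 5.36 to 9.91) of the higher genes and 24 of 513 (4.68%, 95% exact interval 3.02 to 6.88) of the lower genes. The intervals treat genes as independent. At least 3 tissues shared 79 higher genes (14.3%) and 58 lower genes (11.3%). The higher genes called in the most tissues were Amy1 (8), Ppp1r3c (7), Timp4 (7), Ccl6 (6), and Lrrc52 (6). The lower genes were Dynlt1b (9), Nnt (8), Pfkfb3 (7), Mlf1 (7), and ENSMUSG00000116207, which has no name in the annotation (6). Among genes with a mean of at least 1 TPM in the tissue, the share of higher genes called in more than 3 tissues was 14.2%. From shares of this kind the paper concludes that the response to aging is specific to the tissue.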

The upset analysis results demonstrate that only approximately 12.8% of the upregulated genes and 5.9% of the downregulated genes were expressed in at least three tissues, further supporting the tissue‐specific nature of aging (Figure 2c,d). This characteristic was further validated by the functional enrichment analysis of genes uniquely expressed in different skeletal muscle regions, such as oxidative phosphorylation enrichment in soleus, skeletal muscle contraction in TA, and inorganic ion transmembrane transport in ventricle (Figure S3a–k).

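Gene lists were tested in each tissue with fry, a rotation test of limma, and adjusted over all lists and tissues. In soleus, 61 of 77 nuclear oxidative phosphorylation genes were higher in old mice (median log2 fold change 0.22, adjusted p = 0.169). In TA, sarcomere genes had a median log2 fold change -0.04, adjusted p = 0.935, with 16 of 36 genes higher. Sarcomere genes in TA had a median of -0.29 after rescaling by the median ratio (adjusted p = 0.0192, and 0.00367 to 0.969 over the alternatives), and without old replicate 1 the median was 0.02. The competitive test camera, with a preset correlation of 0.01 between genes, gave an adjusted p of 1.61e-08 for the list in soleus and 0.00367 for that in TA. Neither call held under fry on TPM as deposited. Camera with an estimated correlation called no list in any tissue, so it cannot decide about these lists.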

However, functional enrichment analysis revealed that most upregulated genes were enriched in inflammation and immunity pathways across multiple tissues. 

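A list of 87 inflammatory mediators was higher in old mice by fry in 4 of the 11 tissues, quadriceps, diaphragm, TA, and LDM, and its median log2 fold change was above 0 in 10. The largest median was 0.31 in quadriceps, where 78 genes were higher, and the lowest was -0.07 in gastrocnemius, where some young samples held lymphoid mRNAs. Old quadriceps replicate 2 also stood out for B-cell genes, with a mean log2(TPM + 1) of 2.64 against 0.414 to 0.787 in the other old samples. For the inflammatory mediators those other old samples, from 1.39 to 1.44, still lay above the young samples, which reached 1.11. Rescaling by the median ratio gave a higher list in 7 tissues. Camera with the preset correlation gave 8 and with the estimated correlation 0, as it did for every list. Macrophage genes were higher in 8 tissues by fry, with medians from 0.23 to 1.16.

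**Figure D2:**
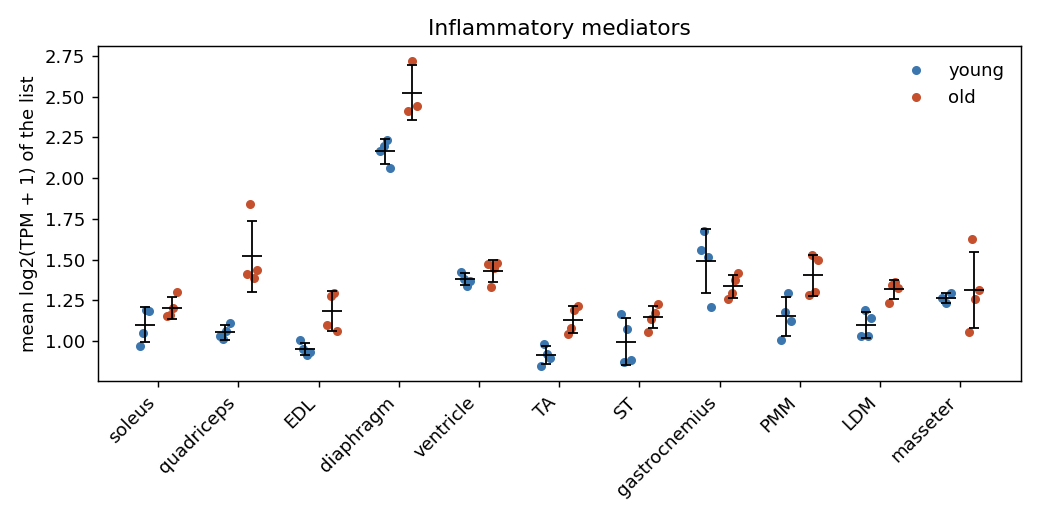
Mean log2(TPM + 1) of 87 inflammatory mediators (vertical axis) in each sample of each tissue (horizontal axis), young in blue and old in orange, with the mean and SD in black. Old quadriceps has a highest sample of 1.84.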

Notably, 10 pathways were consistently enriched in at least six tissues, including inflammatory response, cytokine‐cytokine receptor interaction, and regulation of cell–cell adhesion (Figure S4a). These findings align with previous quantitative results of the inflammatory marker *Il‐1b*, with all tissues exhibiting varying degrees of inflammatory damage. 

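In diaphragm, 7 of the 268 DEGs were in the list of inflammatory mediators (2.61%), against 4 of 106 in EDL (3.77%), 8 of 241 in quadriceps (3.32%), 2 of 70 in PMM (2.86%), and 1 of 37 in LDM (2.7%). The remaining tissues had lower shares, at most 1.515% in ventricle. This list may differ from the inflammation response genes that the paper counted. Of the genes of the list, 8.05% were called higher in diaphragm, 9.2% in quadriceps, and at most 4.6% elsewhere. The mean of the list rose by 0.36 in diaphragm and by 0.16 on average in the other tissues, a difference of 0.20 (permutation p = 0.284). The changes in the other tissues ranged from -0.15 to 0.47, so the rise in diaphragm was not the largest. Ccl3 (ENSMUSG00000000982, chromosome 11 from 83538670 to 83540191) had 0.113 ± 0.143 TPM in young and 0.933 ± 0.197 in old diaphragm (SD, n = 4 and 3), a log2 fold change of 0.80 (SE 0.12, adjusted p = 0.0118). Ccl3 was called with a pseudocount of 0.1 (2.47, adjusted p = 0.021) and mitochondrially encoded genes removed (1.29, adjusted p = 0.0226), and over the other processing choices its adjusted p ranged from 1.57e-10 to 0.124. Tbx21 (ENSMUSG00000001444, chromosome 11 from 96988897 to 97006158) went from 0.284 ± 0.081 to 0.878 ± 0.518 TPM in diaphragm (SD), a log2 fold change of 0.51 with an adjusted p of 0.103. Both genes were expressed near 1 TPM or below, and several diaphragm samples also held liver mRNAs.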

Interestingly, the diaphragm had the highest proportion of inflammation response genes (IRGs), such as *Ccl3* and *Tbx21*, which are associated with respiratory inflammation (Figure 2e). Consistently, immunofluorescence staining showed a significant upregulation of TNF‐α‐positive nuclei in the old diaphragm group (Figure S4b). 

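The list of inflammatory mediators in diaphragm had a median log2 fold change 0.26, adjusted p = 0.0367, with 66 genes higher in old mice. Leaving out one sample, chosen after seeing the data, took the adjusted p above 0.05 in 5 of 7 fits, and without old replicate 2 the median was 0.19. T-cell genes had a median log2 fold change 1.19, adjusted p = 0.00828, and B-cell genes a median log2 fold change 0.98, adjusted p = 0.0492. Ifng (ENSMUSG00000055170, chromosome 10 from 118276951 to 118281797) went from 0.0239 ± 0.0309 to 0.414 ± 0.349 TPM in diaphragm (SD), a log2 fold change of 0.43 with an adjusted p of 0.105. Irf8 (ENSMUSG00000041515, chromosome 8 from 121463096 to 121485659) had 7.5 ± 1.84 TPM in young and 15.2 ± 5.13 in old diaphragm (SD, n = 4 and 3), a log2 fold change of 0.90 (SE 0.27, adjusted p = 0.0626). Irf8 was called with median-ratio rescaling (1.14, adjusted p = 0.0418), and over the other processing choices its adjusted p ranged from 0.00713 to 0.154.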

Pathway enrichment analysis of the diaphragm revealed that the upregulated genes were significantly enriched in immune response‐related pathways, including pro‐inflammatory factors like *Ifng* and *Irf8* (Figure 2f). 

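For 65 genes of Th17 differentiation in diaphragm, 39 were higher in old mice (median log2 fold change 0.08, adjusted p = 0.159). With TPM rescaled by the median ratio the median was 0.35 (adjusted p = 0.00647), and camera with the preset correlation gave an adjusted p of 6.41e-09, which did not hold under fry on TPM as deposited. Over the alternatives the adjusted p ranged from 6.41e-09 to 0.555. Extracellular matrix genes in diaphragm were lower (median log2 fold change -0.48, adjusted p = 0.00464, 63 of 63 genes). With the estimated correlation, a setting that called no list in any tissue, camera gave an adjusted p of 0.496.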

GSEA analysis yielded consistent results, with the Th17 cell differentiation pathway, which primarily secretes pro‐inflammatory cytokines, being significantly upregulated, while the ECM pathway was downregulated in the diaphragm (Figure S4c,d).

In contrast, the enriched pathways of downregulated genes were more tissue‐specific and related to growth and development (Figure S4e). Nonetheless, we observed that ECM organization pathways were significantly downregulated in more than half of the tissues, indicating a widespread decline in tissue regeneration and repair capacity with aging.

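By fry, extracellular matrix genes were lower in 1 tissue, the diaphragm, and their median log2 fold change was below 0 in 8 of 11 tissues, with the highest median of 0.36 in ST. Camera with the preset correlation called the list lower in 6 tissues and higher in 1. With the estimated correlation it called 0, as it did for every list. Rescaling by the median ratio gave 2 tissues lower and 1 higher by fry.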

Consistently, multiple genes exhibited a similar pattern of change across different tissues (Figure 2g). For example, *Nnt*, a crucial mitochondrial redox regulatory protein that promotes chronic inflammation associated with aging and metabolic diseases, was significantly downregulated in all 11 tissues (Figure 2g). Conversely, *Mt2*, which induces various types of skeletal muscle atrophy, was significantly upregulated in the same tissues (Figure 2g). 

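Nnt (ENSMUSG00000025453, chromosome 13 from 119470859 to 119566380) was lower in old mice in 11 of 11 tissues and called in 8, with log2 fold changes from -3.65 in quadriceps to -1.31 in ST. Every old sample was below every young sample in 11 tissues, and the adjusted p ranged from 0.00459 to 0.0808. In quadriceps Nnt had 41.5 ± 12.8 TPM in young and 2.72 ± 2.12 in old mice (SD, n = 4 each). Among genes with a mean of at least 1 TPM in the tissue, or with all samples in a single fit, it was called in 11. An allele of Nnt that differs between the young and the old mice was not excluded.

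**Figure D3:**
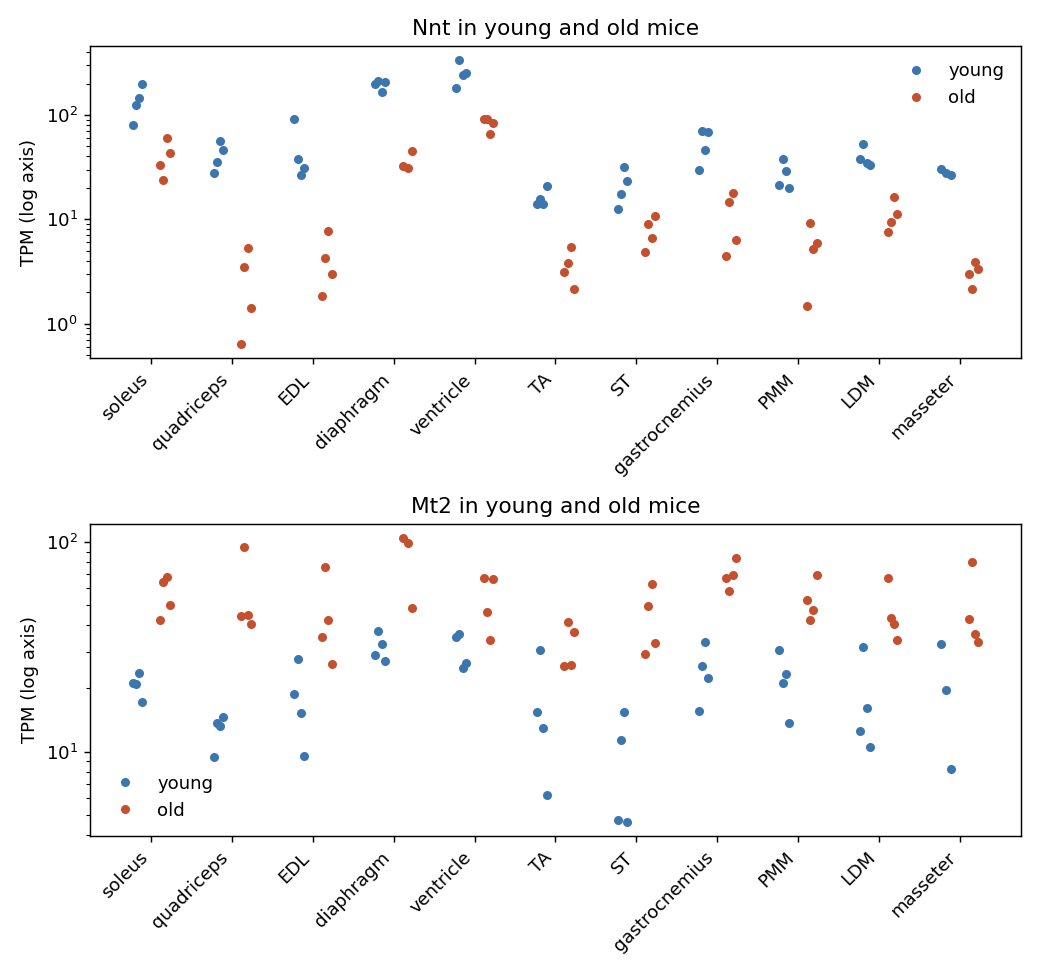
TPM (vertical axis, logarithmic) of Nnt and of Mt2 in each sample of each tissue (horizontal axis), young in blue and old in orange. For Nnt the groups do not overlap in 11 tissues, and for Mt2 in 8.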

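Mt2 (ENSMUSG00000031762, chromosome 8 from 94898819 to 94900207) was higher in old mice in 11 of 11 tissues and called in 5, with log2 fold changes from 0.75 in ventricle to 2.25 in ST and adjusted p from 0.00613 to 0.216. It was called in 10 tissues with all samples in a single fit. Other genes of the stress response were also higher in most tissues.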

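Dbp (ENSMUSG00000059824, chromosome 7 from 45354512 to 45359627) was lower in old mice in 11 of 11 tissues and called in 6, from -1.85 in soleus to -0.70 in TA on the log2 scale, and other clock genes of its phase were lower as well. Cd163 (ENSMUSG00000008845, chromosome 6 from 124281606 to 124307560) was higher in old mice in 11 of 11 tissues and called in 5, with log2 fold changes up to 1.58 in quadriceps. Nfil3 (ENSMUSG00000056749, chromosome 13 from 53121245 to 53137010) was higher in old mice in 11 of 11 tissues and called in 3, with a median log2 fold change of 0.94. Sncg (ENSMUSG00000023064, chromosome 14 from 34092231 to 34100539) was higher in old mice in 11 of 11 tissues and called in 5, with a median log2 fold change of 1.05. With all samples in a single fit, the calls were 9 for Dbp, 7 for Cd163, 4 for Nfil3, and 7 for Sncg.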

Other genes, including *Dbp* (a circadian rhythm factor), *Cd163* (an inflammation marker), *Nfil3* (an immune regulator), and *Sncg* (a muscle atrophy factor), also showed significant changes in the majority of skeletal muscle regions (Figure 2g).

In summary, aging exerts widespread effects across all tissues. Changes in gene expression exhibit significant tissue specificity, with a greater number of differential genes observed in hindlimb muscles exhibiting rather than being predominantly characterized by muscle fiber type. Additionally, certain shared biological pathways, such as inflammatory responses, are activated. Notably, the diaphragm, as the primary respiratory muscle, exhibits a more pronounced inflammatory response.

### 2.4 Tissue‐Specific Alterations of Muscle Disease‐Related Genes During Aging in Different Skeletal Muscles

Most research treats skeletal muscles as a homogenous group, often overlooking the significant differences in gene expression profiles. However, the genetic heterogeneity of these muscle tissues may determine their unique responses to aging and related diseases. Therefore, examining tissue‐specific gene expression changes across skeletal muscles during aging is essential for understanding the onset and progression of skeletal muscle diseases.

Sarcopenia, a common age‐related pathological condition, is characterized by progressive and generalized muscle loss, resulting in a decline in muscle mass and strength (Antuña et al. 2022; Grima‐Terrén et al. 2024). In rodent models, sarcopenia is typically assessed in hindlimb muscles to investigate gene expression changes associated with disease progression (Sayer et al. 2024). However, it remains unclear whether muscles from different anatomical regions are equally affected and whether the underlying mechanisms are consistent. To address this, 659 sarcopenia‐related genes were analyzed across 11 skeletal muscles during aging (Liang et al. 2023; Pannerec et al. 2016). Among these, 189 genes exhibited significant alterations in at least one muscle, with an average of 37 genes per muscle (Table S2). The greatest number of DEGs was observed in the soleus and quadriceps, with 61 and 58 genes, respectively, while the masseter exhibited the fewest, with 12 genes (Figure S5a). These findings align with previous studies indicating that hindlimb muscle mass declines more rapidly with age and that sarcopenia, often associated with neuromuscular dysfunction, initially manifests in the hindlimbs of rats (Pannerec et al. 2016; Sayer et al. 2024).

Notably, only 10 genes exhibited significant alterations in at least 6 tissues, with consistent gene expression patterns of change (upregulation or downregulation) across multiple tissues. For example, *Aplnr*, a potential therapeutic target for age‐related muscle atrophy, was significantly downregulated in the diaphragm, gastrocnemius, longissimus dorsi muscle (LDM), masseter, psoas major muscle (PMM), quadriceps, semitendinosus (ST), and soleus, suggesting a role in muscle atrophy during aging (Vinel et al. 2018).

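Aplnr (ENSMUSG00000044338, chromosome 2 from 84966569 to 84970267) was lower in old mice in 11 of 11 tissues and called in 2, soleus and diaphragm, with log2 fold changes from -1.62 in diaphragm to -0.60 in TA. The adjusted p was below 0.05 in 7 tissues, and old samples lay below all young samples in 11. With a pseudocount of 0.1 it was called in 6.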

More than half of the DEGs (103 of 189, or 54.5%) exhibited tissue specificity, with alterations observed in only one muscle. For instance, neuromuscular junction (NMJ) degeneration during aging leads to denervation, a key mechanism underlying sarcopenia, with fast‐twitch muscles being the most affected (Cedric et al. 2014). *Chrnd*, a gene related to NMJ denervation, was significantly upregulated in the TA, a representative fast‐twitch muscle, in the old group.

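Chrnd (ENSMUSG00000026251, chromosome 1 from 87118306 to 87127795) had 1.23 ± 0.245 TPM in young and 3.38 ± 1.54 in old TA (SD, n = 4 and 4), a log2 fold change of 0.91 (SE 0.26, adjusted p = 0.107). With each sample left out in turn, the log2 fold change stayed between 0.71 and 1.15. A list of 13 denervation genes in TA had a median log2 fold change 0.70, adjusted p = 0.124.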

Myokines play a crucial role in muscle aging by regulating inflammatory responses and intercellular signaling, impacting both local and systemic aging processes (Lightfoot and Cooper 2016). In aged muscle, myokine secretion is frequently altered, contributing to inflammation, muscle atrophy, and metabolic dysregulation (Mancinelli et al. 2021). Of the 578 identified myokines, 141 exhibited significant changes in at least one skeletal muscle (Table S3). Hindlimb muscles displayed the highest number of differentially expressed myokine‐related genes, with 53 in quadriceps and 40 in soleus (Figure S5b). In contrast, trunk muscles exhibited fewer alterations, with 27 in PMM, 20 in LDM, and 19 in masseter (Figure S5b). The findings indicate that hindlimb muscles, which require greater strength and endurance and frequently engage in high‐intensity activity, may be subject to distinct regulatory mechanisms influencing myokine production.

Among these differentially expressed myokines, only 16 genes showed significant changes across at least six tissues, exhibiting consistent differential expression trends. These included several chemokines, such as *Ccl5*, *Ccl6*, *Ccl8*, and *Ccl9*. Conversely, nearly half (70 of 141, or 49.65%) of the differentially expressed myokines were unique to a single muscle. For example, *Hspb1* and *Hspb6*, which are involved in distal myopathies characterized by lower limb muscle weakness, were significantly downregulated in TA (Ranta‐Aho et al. 2024).

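Ccl6 (ENSMUSG00000018927, chromosome 11 from 83478708 to 83483913) was higher in old mice in 11 of 11 tissues and called in 6, with log2 fold changes up to 2.09 in quadriceps. Ccl8 (ENSMUSG00000009185, chromosome 11 from 82006007 to 82007625) was higher in old mice in 9 of 11 tissues and called in 4, and Ccl5 (ENSMUSG00000035042, chromosome 11 from 83416602 to 83425942) was higher in old mice in 10 of 11 tissues and called in 1. The largest increases of both were in diaphragm, with log2 fold changes of 3.12 (adjusted p = 0.00715) and 2.75 (adjusted p = 0.00101). Ccl9 (ENSMUSG00000019122, chromosome 11 from 83463745 to 83473161) was higher in old mice in 11 of 11 tissues and called in 0, with a median log2 fold change of 0.84 and an adjusted p below 0.05 in 1 tissue. In gastrocnemius, where some young samples held lymphoid mRNAs, Ccl5 had a log2 fold change of -1.64 (adjusted p = 0.279).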

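Hspb6 (ENSMUSG00000036854, chromosome 7 from 30251603 to 30256218) had 1748 ± 176 TPM in young and 955 ± 119 in old TA (SD, n = 4 and 4), a log2 fold change of -0.88 (SE 0.13, adjusted p = 0.0248). Every old sample was below every young sample. Hspb6 was called with median-ratio rescaling (-1.12, adjusted p = 0.0102) and mitochondrially encoded genes removed (-1.08, adjusted p = 0.0104), and over the other processing choices its adjusted p ranged from 6.23e-06 to 0.106. Hspb1 (ENSMUSG00000004951, chromosome 5 from 135916760 to 135918417) went from 547 ± 449 to 235 ± 62.3 TPM in TA (SD), a log2 fold change of -0.94 with an adjusted p of 0.317. The SD of young samples was 449 TPM, and with all samples in a single fit the adjusted p was 0.00804, in a range of 0.00804 to 0.392 over the other processing choices.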

To further investigate skeletal muscle gene expression in age‐related muscle diseases, 389 genes associated with abnormal skeletal muscle cell development were analyzed, with 121 linked to dystrophy, 106 to atrophy, 60 to abnormal morphology, 53 to myopathy, and 34 to Inflammation (Qiu et al. 2023; Terry et al. 2018). Among these, 171 genes exhibited significant changes in at least one muscle tissue during aging (Table S4), including 53 genes associated with abnormal skeletal muscle cell development, 37 with dystrophy, 34 with atrophy, 19 with myopathy, and 14 each with inflammation and abnormal morphology.

Hindlimb muscles displayed the highest number of DEGs, with 57 in soleus and 51 in quadriceps, compared to 20 in LDM and 19 in masseter (Figure S5c). 

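Mstn (ENSMUSG00000026100, chromosome 1 from 53100799 to 53107240) had 4.92 ± 5.59 TPM in young and 0.425 ± 0.19 in old soleus (SD, n = 4 and 4), a log2 fold change of -1.52 (SE 0.67, adjusted p = 0.187). With all samples in a single fit, the adjusted p was 3.03e-05. The 4 young soleus samples ranged from 0.61 to 12.6 TPM, and the share of Myh4 also varied widely among them.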

Although soleus exhibited the greatest number of DEGs, nearly half were downregulated, including *Mstn*. Co‐IF staining revealed consistent results, showing that *Mstn* is expressed only in type IIA muscle fibers, and its expression was significantly downregulated in the old group (Figure S5d). This decline in Mstn expression reflects the loss of muscle mass during aging, and our findings suggest that in soleus, this loss is predominantly derived from type IIA muscle fibers (Fan et al. 2017).

Interestingly, 78 of 171 DEGs (45.61%) showed significant changes in a single muscle. For instance, *Myh14* mutations can lead to progressive muscle weakness, predominantly impacting distal limb muscles (Choi et al. 2011). 

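Myh14 (ENSMUSG00000030739, chromosome 7 from 44255096 to 44320307) had 8.36 ± 1.27 TPM in young and 19.5 ± 9.44 in old TA (SD, n = 4 and 4), a log2 fold change of 1.02 (SE 0.33, adjusted p = 0.131). With all samples in a single fit, the adjusted p was 0.00184, and with each sample left out in turn the log2 fold change lay between 0.75 and 1.32.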

In our analysis, *Myh14* was significantly upregulated in TA. Trunk muscles also displayed distinct gene expression profiles; for example, *Hpgds*, a gene implicated in DMD and associated with immune‐mediated skeletal muscle damage, was significantly downregulated in PMM (Hamamura et al. 2024; Okinaga et al. 2002).

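Hpgds (ENSMUSG00000029919, chromosome 6 from 65094001 to 65121983) had 0.247 ± 0.103 TPM in young and 0.952 ± 0.521 in old PMM (SD, n = 4 and 4), a log2 fold change of 0.61 (SE 0.18, adjusted p = 0.13). Every old sample was above every young sample (exact permutation p = 0.0286, n = 4 against 4). The log2 fold change stayed between 0.46 and 0.73 with each sample left out in turn.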

In summary, skeletal muscles exhibit unique gene expression changes during aging, leading to varying susceptibilities to muscle diseases. These findings underscore the necessity of developing muscle‐specific treatment strategies rather than applying generalized therapeutic approaches.

### 2.5 Distinct Metabolic Features During Aging in Different Muscle Tissues

Energy metabolism is crucial for muscle function, with different muscle fiber types exhibiting distinct metabolic characteristics based on their functional demands. Slow‐twitch muscle fibers primarily generate ATP through oxidative phosphorylation, whereas fast‐twitch muscle fibers rely predominantly on glycolysis (Schiaffino et al. 2024).

To further investigate metabolic differences across muscle tissues during aging, the expression of genes involved in key metabolic pathways was analyzed. These included glycolysis (45 genes), oxidative phosphorylation (109 genes), fatty acid oxidation (78 genes), the tricarboxylic acid (TCA) cycle (31 genes), and insulin response (189 genes). 

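The metabolic lists used here were written from general knowledge and are smaller than the paper's. They held 28 genes of glycolysis, 77 nuclear genes of oxidative phosphorylation, 23 of fatty acid oxidation, and 24 of the TCA cycle. Mean log2(TPM + 1) of each of these lists was averaged per tissue. It was compared between diaphragm, ventricle, soleus, and masseter and the 7 muscles of high type IIB content. There are 330 ways to choose 4 of the 11 tissues, and 8 comparisons were adjusted together. In young mice, TCA cycle genes had 8.02 ± 0.25 against 7.47 ± 0.11 (exact permutation p = 0.00303, adjusted 0.00606), SD over tissues, and fatty acid oxidation genes 7.66 ± 0.67 against 6.60 ± 0.21 (exact permutation p = 0.00909, adjusted 0.0146). Glycolysis genes had 6.72 ± 0.31 against 7.46 ± 0.20 (exact permutation p = 0.00303, adjusted 0.00606), and oxidative phosphorylation genes 8.88 ± 0.24 against 8.52 ± 0.26 (exact permutation p = 0.0515, adjusted 0.0515). In old mice the values were 7.68 ± 0.16 against 7.37 ± 0.04 (exact permutation p = 0.00303, adjusted 0.00606) for the TCA cycle, 7.29 ± 0.56 against 6.59 ± 0.09 (exact permutation p = 0.0242, adjusted 0.0277) for fatty acid oxidation, 6.51 ± 0.28 against 7.44 ± 0.14 (exact permutation p = 0.00303, adjusted 0.00606) for glycolysis, and 8.72 ± 0.10 against 8.47 ± 0.11 (exact permutation p = 0.0152, adjusted 0.0202) for oxidative phosphorylation.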

Significant differences in gene expression patterns were observed between muscles with a high proportion of type IIB muscle fibers and those with a low proportion of type IIB muscle fibers, such as diaphragm, ventricle, soleus, and masseter (Figure S5e–i).

Aging was found to significantly alter the expression of 12 glycolysis‐related genes, 20 oxidative phosphorylation genes, 9 fatty acid oxidation genes, 1 TCA cycle gene, and 28 insulin response‐related genes in at least one skeletal muscle tissue (Table S5). 

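Pfkfb3 (ENSMUSG00000026773, chromosome 2 from 11476244 to 11558888) was lower in old mice in 11 of 11 tissues and called in 7, with a median log2 fold change of -1.95. Lep (ENSMUSG00000059201, chromosome 6 from 29060216 to 29073877) was higher in old mice in 11 of 11 tissues and called in 6, with a median of 1.38. Prkcz (ENSMUSG00000029053, chromosome 4 from 155344575 to 155445909) was higher in old mice in 11 of 11 tissues and called in 2, with an adjusted p below 0.05 in 5. Inhbb (ENSMUSG00000037035, chromosome 1 from 119343193 to 119350021) was higher in old mice in 11 of 11 tissues and called in 0, with a median of 0.51 and an adjusted p below 0.05 in 6. mt-Nd3 (ENSMUSG00000064360, chromosome M from 9459 to 9806) was higher in old mice in 11 of 11 tissues and called in 0, or 4 with all samples in a single fit.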

Notably, only a few genes were significantly altered across multiple tissues (≥ 6), including glycolysis‐related genes (*Pfkfb3*, *Gck*), oxidative phosphorylation genes (*mt‐Nd3*, *Snca*), fatty acid oxidation genes (*Lep*), and insulin response‐related genes (*Inhbb*, *Prkcz*). The majority of changes (40 out of 70, or 57.1%) were specific to a single muscle.

For example, *Ucp2*, a key glycolysis‐related gene, has been associated with reduced ATP production in skeletal muscle, leading to muscle fatigue and decreased exercise capacity (Yin et al. 2021). 

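Ucp2 (ENSMUSG00000033685, chromosome 7 from 100142055 to 100151227) had 11.9 ± 1.29 TPM in young and 28.9 ± 5.47 in old quadriceps (SD, n = 4 and 4), a log2 fold change of 1.21 (SE 0.14, adjusted p = 0.00512). Every old sample was above every young sample (exact permutation p = 0.0286, n = 4 against 4), and the log2 fold change stayed between 1.10 and 1.28 with each sample left out in turn.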

Upregulation of *Ucp2* was observed in quadriceps, a muscle‐rich type IIB muscle fiber, suggesting its potential role in age‐related metabolic alterations affecting muscle mass.

In contrast, genes associated with oxidative phosphorylation were significantly upregulated in the soleus, a slow‐twitch muscle (Figure S5j). These included *Cox8a*, *Cox5b*, *Cox5a1*, *Ndufb3*, *Cox5a2*, *Uqcr11*, and *Ndufa1*. 

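The mean of the nuclear oxidative phosphorylation genes rose by 0.30 on the log2 scale in old soleus, with an exact permutation p of 0.0286. In the other tissues the differences ranged from -0.40 to 0.19. The difference between soleus and the mean of the others was 0.42 (permutation of ages within tissues, p = 0.00083). Such permutations treat tissues as independent, so p may be too small if tissues come from the same mice. TPM without mitochondrially encoded genes, rescaled to equal totals, gave a difference of 0.24 (permutation p = 0.0219), and the exact permutation p within soleus was 0.0571. Rescaling by the median ratio gave a difference of 0.46 (permutation p = 0.033), and an exact permutation p of 0.0857 within soleus.

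**Figure D4:**
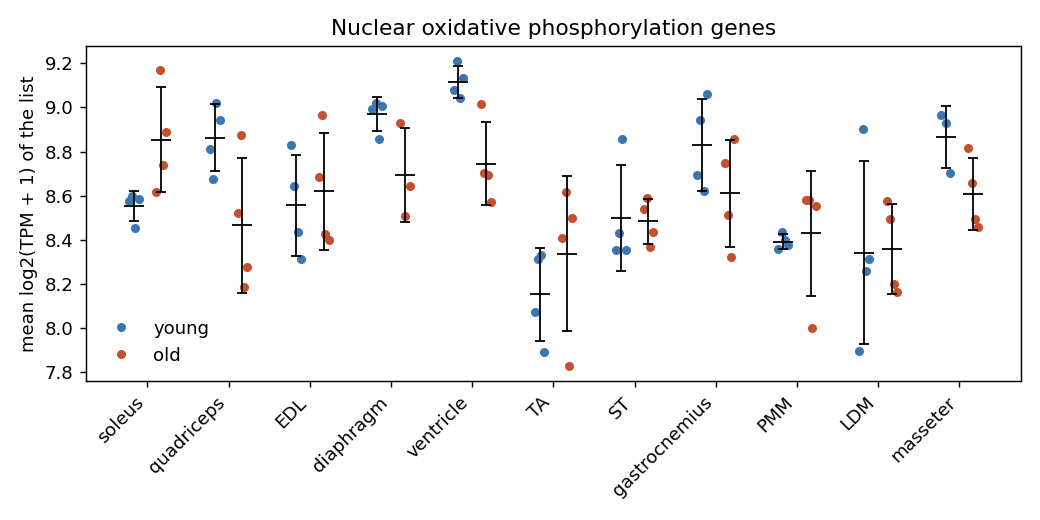
Mean log2(TPM + 1) of the nuclear oxidative phosphorylation genes (vertical axis) in each sample of each tissue (horizontal axis), young in blue and old in orange, with the mean and SD in black. The difference between old and young is 0.30 in soleus and at most 0.19 elsewhere.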

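Cox5b (ENSMUSG00000061518, chromosome 1 from 36730530 to 36734495) had 295 ± 19.9 TPM in young and 675 ± 99.3 in old soleus (SD, n = 4 and 4), a log2 fold change of 1.18 (SE 0.11, adjusted p = 0.00299). Ndufb3 (ENSMUSG00000026032, chromosome 1 from 58625541 to 58636536) went from 108 ± 8.04 to 218 ± 57.6 TPM in soleus (SD), a log2 fold change of 0.97 with an adjusted p of 0.0247. Ndufb3 was called with median-ratio rescaling (1.08, adjusted p = 0.0199), and over the other processing choices its adjusted p ranged from 0.00294 to 0.0344. Cox8a (ENSMUSG00000035885, chromosome 19 from 7192515 to 7194997) went from 74.5 ± 18.9 to 129 ± 25 TPM in soleus (SD), a log2 fold change of 0.79 with an adjusted p of 0.0546. Uqcr11 (ENSMUSG00000020163, chromosome 10 from 80236542 to 80242676) went from 313 ± 61.2 to 558 ± 160.3 TPM in soleus (SD), a log2 fold change of 0.81 with an adjusted p of 0.0713. Ndufa1 (ENSMUSG00000016427, chromosome X from 36451241 to 36454849) went from 195 ± 25.5 to 316 ± 90 TPM in soleus (SD), a log2 fold change of 0.66 with an adjusted p of 0.0878. The annotation has a single gene named Cox5a. Cox5a (ENSMUSG00000000088, chromosome 9 from 57428456 to 57440678) went from 917 ± 24.2 to 975 ± 218 TPM in soleus (SD), a log2 fold change of 0.06 with an adjusted p of 0.819. Without old replicate 2, Cox5a had a log2 fold change of -0.08.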

The distinct upregulation of these genes in the soleus was confirmed through pathway enrichment analysis (Figure S5k). Previous studies have demonstrated that oxidative fiber‐enriched muscles, such as the soleus, exhibit superior mitochondrial homeostasis and greater resistance to mitochondrial aging compared to glycolytic fiber‐rich muscles, such as the TA (Crupi et al. 2018; Elmansi and Miller 2024).

Compared to other skeletal muscles, the soleus displayed the most pronounced changes in mitochondrial homeostasis‐related genes, with a greater number of DEGs and a substantial upregulation pattern (Figure S5l). These alterations were accompanied by a significant increase in slow‐twitch muscle fibers and a corresponding decrease in fast‐twitch muscle fibers (Figure S5m). Additionally, several muscle disease‐associated genes, including *Pdp1* and *Bub1b*, were significantly downregulated in the soleus compared to other skeletal muscles.

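Pdp1 (ENSMUSG00000049225, chromosome 4 from 11957712 to 11966468) had 38.1 ± 7.97 TPM in young and 13.6 ± 3.32 in old soleus (SD, n = 4 and 4), a log2 fold change of -1.43 (SE 0.22, adjusted p = 0.0121). With each sample left out in turn, the log2 fold change stayed between -1.56 and -1.25. Bub1b (ENSMUSG00000040084, chromosome 2 from 118428684 to 118472076) went from 0.581 ± 0.149 to 0.244 ± 0.123 TPM in soleus (SD), a log2 fold change of -0.35 with an adjusted p of 0.0493. Every old sample was below every young sample for both genes, and Bub1b was below 1 TPM in both groups.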

These findings underscore the distinct metabolic features of muscle tissues with varying fiber compositions, highlighting the superior mitochondrial stability and resistance to aging observed in oxidative fiber‐rich muscles, such as the soleus.

### 2.6 SnRNA‐Seq Identifies Age‐Related Changes in Cell Types and Gene Expression in Skeletal Muscle

To compare cell populations in young and old skeletal muscle, single‐nucleus RNA sequencing (snRNA‐seq) was performed on LDM and PMM. After quality control and filtering, 73,170 high‐quality single‐nucleus transcriptomes were retained from eight individual libraries (Figure S6a,b). Using uniform manifold approximation and projection (UMAP) analysis, several major populations were identified, each exhibiting distinct transcriptome signatures. The cellular origin of the nuclei was determined based on marker gene expression, classifying them as myonuclei, FAPs, immune cells, adipocytes, blood vascular endothelial cells (BECs), MuSCs, smooth muscle cells (SMCs), Schwann cells, lymphatic endothelial cells (LECs), and unidentified nuclei (Figure 3a, Figure S6c). The top 15 signature genes for each cell type are provided in Figure S6d.

**FIGURE 3:**
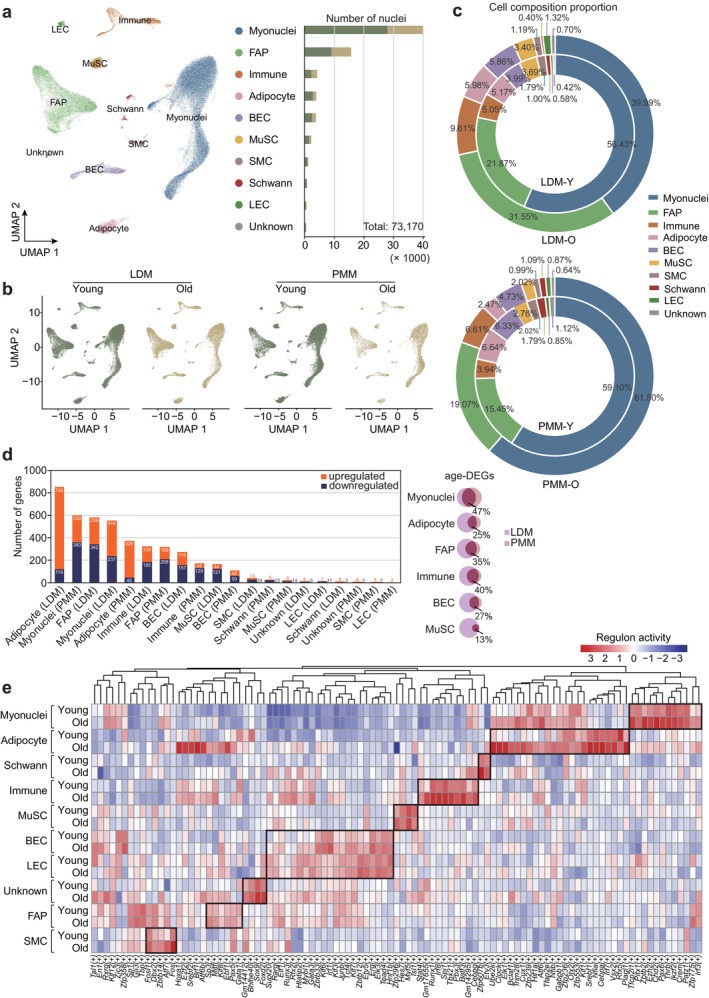
Single‐nucleus transcriptomic atlas of mouse skeletal muscle aging. (a) Uniform Manifold Approximation and Projection (UMAP) diagram of young and old skeletal muscle (left). Cell types include myonuclei, fibro‐adipogenic progenitors (FAPs) immune cells, adipocytes, blood vascular endothelial cells (BECs), MuSCs, smooth muscle cells (SMCs), Schwann cells (Schwann), lymphatic endothelial cells (LECs), and unknown nuclei (unknown). The number of nuclei for each cell type is shown (right). (b) UMAP diagram displaying nuclear clusters across different tissues in young and old groups. (c) Pie charts showing the proportional composition of nuclear clusters in LDM (left) and PMM (right) for young and old groups. (d) The number of upregulated and downregulated DEGs across all cell clusters in LDM and PMM. Cell types are ranked by the total number of DEGs (left). Venn diagrams indicate the percentage of common DEGs among specific cell types from different tissues. Circle size is proportional to the number of DEGs (right). (e) Heatmap of transcription factor (TF) activity predicted by SCENIC analysis for all cell types for young and old groups.

Cellular composition alterations between young and old groups in LDM and PMM were subsequently analyzed. Myonuclei were identified as the predominant cell type, with non‐muscle populations, including FAPs, immune cells, and adipocytes also constituting a significant proportion of the total cell population (Figure 3b,c, Figure S6e). Despite aging, the fundamental cell type composition in LDM and PMM remains largely unchanged.

To clarify aging‐associated gene expression changes at the cellular level, DEGs were identified across all major cell types. Aging had the most pronounced effects on adipocytes (LDM = 854, PMM = 371), myonuclei (LDM = 553, PMM = 599), FAPs (LDM = 581, PMM = 318), and immune cells (LDM = 323, PMM = 173) (Figure 3d, left). A comparative analysis of DEGs across the same cell types in different tissues revealed a shared DEG proportion ranging from 13% to 47%, suggesting that age‐related transcriptional alterations in the same cell types followed similar biological pathways (Figure 3d, right). Functional enrichment analyses identified pathways such as muscle cell differentiation (myonuclei), regulation of cold‐induced thermogenesis (adipocytes), ECM organization (FAPs), and leukocyte activation (immune cells) (Figure S6f,g). However, the muscle system process pathway was consistently downregulated across all cell types.

Single‐cell regulatory network inference and clustering (SCENIC) analysis was conducted to assess transcription factor activity across cell types. A total of 101 active regulons were identified in both young and old groups (Figure 3e). Based on regulon activity scores, nuclei were classified into their expected types, and cell type‐specific transcription factors were identified. For instance, *Pitx1*, which is involved in myogenic differentiation, was enriched in myonuclei; *Cebpa*, associated with lipid synthesis, was enriched in adipocytes; and *Tbx21*, involved in immune response, was enriched in immune cells (Fatemi Langroudi et al. 2023; Knopp et al. 2013; Lau et al. 2023; Sara et al. 2019).

These results indicate that aging significantly impacts gene expression in adipocytes, myonuclei, and FAPs, affecting distinct biological pathways and transcription regulatory networks.

### 2.7 Heterogeneity of Myonuclei in Response to Aging

Among all total clusters, myonuclei constituted the majority. To explore their heterogeneity, we further reclustered them and identified eight distinct subclusters: type I myonuclei (expressing *Myh7*), type IIa (*Myh2*), type IIx (*Myh1*), myotendinous junction (MTJ, *Col22a1*), and NMJ (*Ache*) (Figure 4a,b, Figure S7a). Notably, type IIb was further divided into three subclusters: IIb‐1 (*Myh4*), IIb‐2 (*Abca8a*), and IIb‐3 (*Tnnc2*) (Figure 4b). Functional enrichment analysis of marker genes showed that IIb‐1 was related to skeletal muscle development, IIb‐2 was significantly enriched in phosphatidylinositol‐mediated signaling, and IIb‐3 was enriched in oxidative phosphorylation (Figure S7b–d).

**FIGURE 4:**
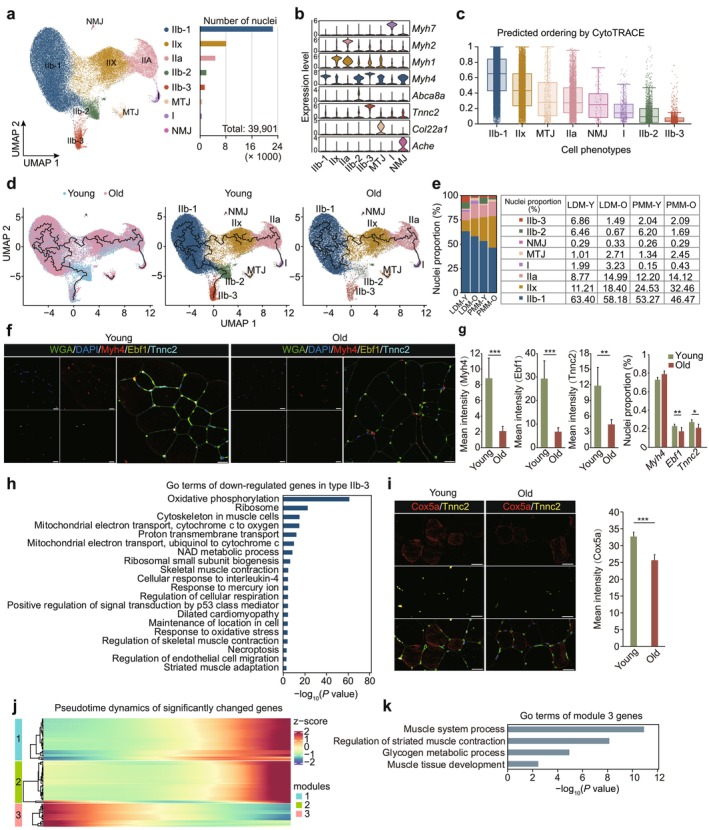
Reclustering and pseudotemporal trajectories identify transcriptional dynamics of myonuclei. (a) Uniform Manifold Approximation and Projection (UMPA) diagram of myonuclei subclusters in young and old skeletal muscle (left). Subclusters include IIb‐1, type IIb‐1 myonuclei; IIx, type IIx myonuclei; IIa, type IIa myonuclei; IIb‐2, type IIb‐2 myonuclei; IIb‐3, type IIb‐3 myonuclei; MTJ, myotendinous junction myonuclei; I, type I myonuclei; NMJ, neuromuscular junction nuclei. The number of nuclei in each subcluster is shown (right). (b) Violin plots showing the expression of marker genes across different clusters. (c) Box plots illustrate the differentiation potential score of each cell type (range: 0–1), where higher scores indicate greater differentiation potential and a less differentiated state. (d) UMAP visualization of myonuclear trajectory in young and old groups (left). Myonuclei are color‐coded by subtype (middle and right). (e) Proportion of each myonuclei subcluster in young and old groups. (f) Representative immunostaining images of marker genes for type IIb‐1 (Myh4), IIb‐2 (Ebf1), and IIb‐3 (Tnnc2) in young and old groups. Scale bar = 20 μm. (g) Quantification of marker gene immunofluorescence intensities and nuclei proportion presented as mean ± SD (right). *p < 0.05, **p < 0.01, ***p < 0.001. (h) Gene ontology (GO) terms and KEGG pathways of downregulated genes in type IIb‐3 myonuclei. (i) Representative immunostaining images of Cox5a and Tnnc2 in the young and old groups are shown on the left. Scale bar = 20 μm. Gene immunofluorescence intensities were quantified and presented as mean ± SD on the right. ***p < 0.001. (j) Pseudotemporal heatmap of gene expression dynamics for significantly altered marker genes. (k) GO terms and KEGG pathways of genes in module 3.

To examine the trajectory changes of different myonuclei subtypes with aging, we performed pseudotime trajectory analysis using Monocle 3. Cytotrace analysis revealed a continuous trajectory beginning with type IIb, progressing through type IIx and type IIa, and concluding with type I (Figure 4c, Figure S7e). Interestingly, type IIb subclusters followed a dynamic trajectory from IIb‐1 to IIb‐2 and then to IIb‐3 (Figure 4d). However, in the old group, this trajectory was disrupted, with the transition from IIb‐1 to IIb‐3 absent. This disruption was accompanied by a significant reduction in type IIb‐2 and IIb‐3 myonuclei, suggesting that aging impairs the dynamic trajectory of type IIb‐1 into type IIb3 (Figure 4d,e, Figure S7f). Immunostaining of marker genes in young and old muscles confirmed their expression in myofibers. The proportion of type IIb‐1 myonuclei remained unchanged, whereas the type IIb‐2 and IIb‐3 myonuclei were significantly downregulated, with significantly reduced mean fluorescence intensity in the old group (Figure 4f,g).

To further investigate the mechanisms underlying myonuclei subtype responses to aging, we analyzed DEGs in each cluster. Compared to type I myonuclei, type II myonuclei exhibited a higher number of DEGs, suggesting a susceptibility to aging (Figure S7g). Muscle atrophy markers *Fbxo32* and *Trim63* were notably upregulated in type II fibers (Sartori et al. 2021). Notably, all myonuclei subtypes displayed significant enrichment in RNA splicing pathways, indicating that dysregulated RNA splicing may drive muscle fiber aging (Figure S7h–m).

Previous studies have linked high oxidative phosphorylation activity to mitochondrial homeostasis and protection against skeletal muscle decline (Crupi et al. 2018). However, we observed a significant downregulation of oxidative phosphorylation pathways in type IIb‐3 myonuclei, including key genes such as *Chchd10*, *Park7*, and *Cox5a*, which are essential for maintaining mitochondrial structure and function (Figure 4h). Mutations in these genes have been linked to various neuromuscular disorders (Skou et al. 2024; Xiao et al. 2020). Co‐immunofluorescence staining of Tnnc2 with Cox5a confirmed this finding, with the mean intensity of Cox5a (a subunit of mitochondrial complex IV) significantly reduced in the old group (Figure 4i). Consistent with these findings, pseudotime dynamics of significantly altered genes revealed that downregulated module 3 was associated with muscle system processes, suggesting that oxidative phosphorylation downregulation contributes to muscle function decline, particularly in type IIb‐3 fibers during aging (Figure 4j,k).

Taken, our findings demonstrate that myonuclear subtypes undergo substantial changes during aging. Type II myonuclei are more susceptible to aging, with inhibited transition of IIb‐1 myonuclei into IIb‐3 and concurrent downregulation of oxidative phosphorylation pathways in IIb‐3 myonuclei.

### 2.8 Transcriptional Changes in Nonmuscle Nuclei During Aging

Multiple non‐myonuclear cell populations contribute to the skeletal muscle microenvironment. To explore the role of nonmuscle nuclei in the aging muscle microenvironment, the major cell types, including adipocytes, FAPs, immune cells, and MuSC, were classified into distinct subtypes.

Adipocytes were subdivided into three distinct subpopulations: adipocyte 1, associated with lipid homeostasis (*Fasn*‐positive); adipocyte 2, related to cell adhesion (*Bcl2*‐positive); and adipocyte 3, involved in energy metabolism and thermogenesis (*Ucp1*‐positive) (Figure 5a, Figure S8a–d). Trajectory analysis indicated high plasticity among adipocytes, with adipocyte 1 serving as the dynamic trajectory starting point, branching into adipocyte 2 and adipocyte 3 (Figure 5b). Immunofluorescence staining confirmed changes in nuclear ratios, revealing significant downregulation of Abca8 in the old group, while Bcl2 and Ucp1 were significantly upregulated (Figure S8e,f). GSEA analysis demonstrated consistent results, with aging inducing upregulation of adherens junction and autophagy pathways in adipocyte 2, while fatty acid metabolism and PPAR signaling pathways were enriched in adipocyte 3 (Figure S8g,h). Based on pseudotime dynamic expression patterns, downregulated module 2 was associated with muscle system processes, whereas module 3 was linked to cell adhesion, apoptosis, and lipid accumulation (Figure S8i,j). Transcription factor activity scoring classified all adipocytes into the expected subtypes (Figure 5c). Distinct transcription factors exhibited high activity within each subtype. In adipocyte 1, the activity of transcription factors related to adipocyte development (*Nr4a1*) and muscle fiber maturation (*Bhlhe41*, *Maf*, *Myf6*) was enhanced in the old group. In adipocyte 2, transcription factors associated with neurodegenerative diseases, type 2 diabetes, and cancer (*Ctcfl*, *Etv3*, *Atf4*, *Zmiz1*, *Sp3*) showed reduced activity in the old group (Figure 5c). In adipocyte 3, transcription factors associated with brown fat formation (*Gata6*, *Deaf1*) exhibited increased activity in the old group (Figure 5c). These findings indicate that adipocytes exhibit substantial plasticity. With aging, lipid synthesis and metabolism‐associated adipocyte 1 transitions into adipocyte 2, which is characterized by enhanced cell adhesion pathways and upregulation of transcription factors linked to neurodegenerative diseases.

**FIGURE 5:**
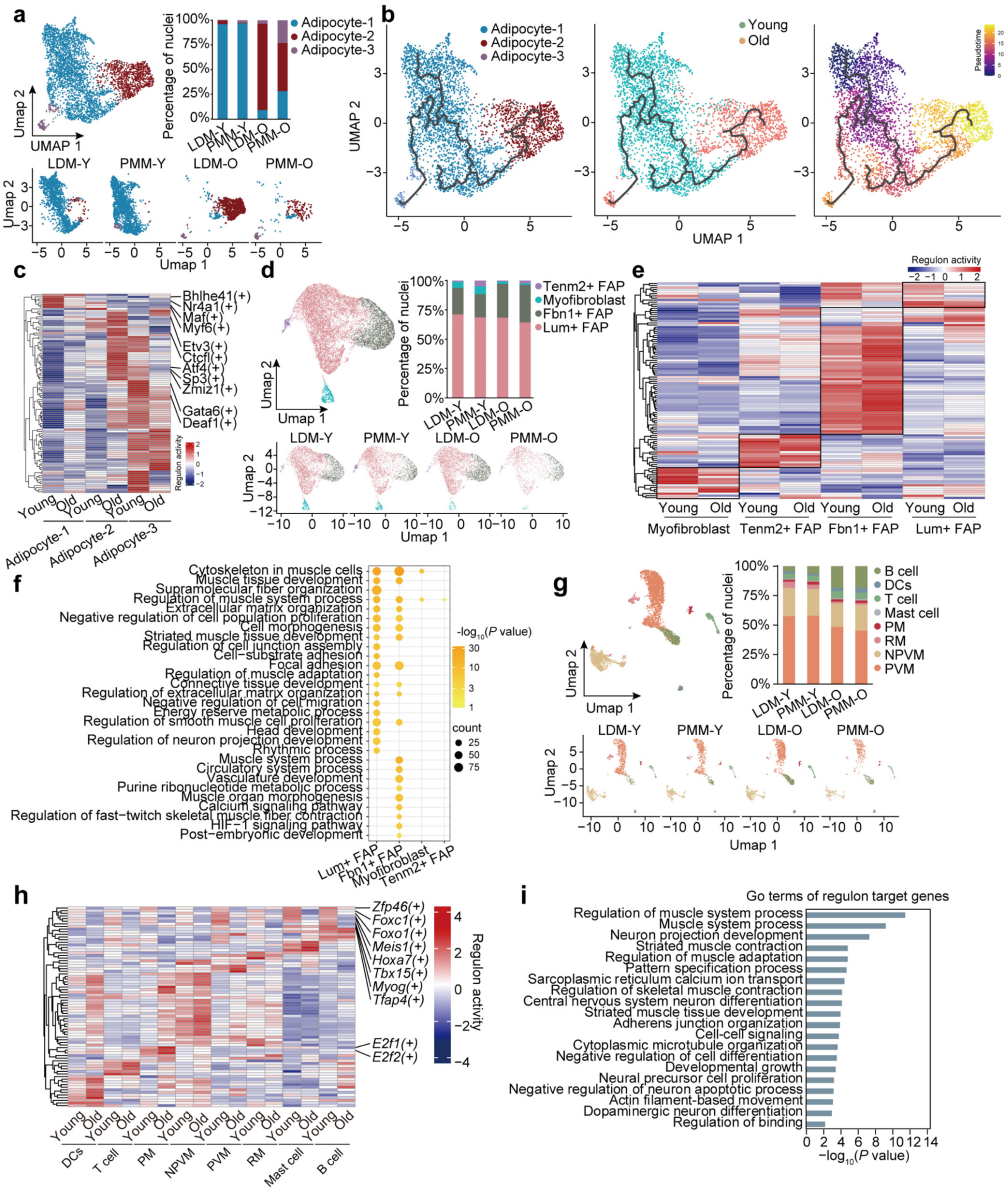
Reclustering reveals transcriptional dynamics of nonmuscle nuclei. (a) Umap diagram of adipocyte subclusters from young and old skeletal muscle (top left). The proportion of each adipocyte subcluster in different groups (top right). The UMAP diagram visualizes nuclear clusters of different tissues in the young and old groups (bottom). (b) UMAP showing the trajectory of adipocyte subclusters obtained from young and old groups (left). The nuclei are colored according to groups (middle) and pseudotime (right). (c) Heatmap of gene activity of transcription factors (TFs) predicted by SCENIC analysis of adipocyte subclusters in young and old groups. (d) UMAP diagram of FAP subclusters from young and old skeletal muscle (top left). The proportion of each FAP subcluster in different groups is shown (top right). UMAP diagram visualizes nuclear clusters of different tissues in the young and old groups (bottom). (e) Heatmap of gene activity of TFs predicted by SCENIC analysis of the FAP subcluster for young and old groups. (f) Dot plot of GO terms and KEGG pathways enriched among DEGs in the FAP subcluster. (g) UMAP diagram of immune cell subclusters from young and old skeletal muscle (top left). The proportion of each immune cell subcluster in different groups is shown (top right). The UMAP diagram visualizes nuclear clusters of different tissues in the young and old groups (bottom). (h) Heatmap of gene activity of TFs predicted by SCENIC analysis of immune cell subclusters for young and old groups. (i) GO terms and KEGG pathways of selected TF target genes in the immune cell subcluster.

FAPs, mesenchymal progenitor cells located in the interstitial region of skeletal muscle, play a critical role in muscle maintenance, regeneration, and growth (Giuliani et al. 2021). The most abundant subtypes, *Lum +* FAP and *Fbn1+* FAPs, were identified, consistent with previous findings in the quadriceps and diaphragm of mice (Rubenstein et al. 2020). Based on marker gene expression, FAPs were classified into four subtypes: *Tenm2+* FAP, myofibroblasts, *Fbn1+* FAP, and *Lum +* FAP (Figure 5d and S9a). The trajectory analysis revealed that in normal muscle, a continuous trajectory extends from *Fbn1*+ FAP to *Lum* + FAP, with two branches forming at the distal end, which differentiate into *Tenm2+* FAP and myofibroblasts, respectively (Figure S9b). No significant changes in nuclear proportions were observed during aging (Figure 5d). Transcription factor activity profiles aligned with clustering results, confirming these classifications (Figure 5e). Immunofluorescence staining of marker genes remained largely unchanged, except for Fbn1, which was significantly upregulated in the old group (Figure S9c,d). However, functional enrichment analysis of DEGs revealed alterations in pathways such as muscle tissue development, ECM organization, and cell morphogenesis, predominantly enriched in *Lum +* FAP and *Fbn1+* FAP (Figure 5f). These findings suggest that *Lum +* and *Fbn1+* FAPs, as key components in maintaining muscle structure and function, undergo more pronounced changes during aging. Excessive ECM accumulation‐induced fibrosis leads to muscle failure and tissue dysfunction, ultimately leading to mortality (Borthwick et al. 2013; Henderson et al. 2020; Pakshir and Hinz 2018; Smith and Barton 2018). Therefore, *Lum +* and *Fbn1*+ FAP may play a potential role in age‐related muscle pathology.

Re‐clustering of immune cells identified eight distinct subpopulations, including four macrophage subtypes: perivascular‐like macrophages (PVMs), non‐perivascular‐like macrophages (NPVMs), proliferative macrophages (PMs), and regulatory macrophages (RMs) (Figure 5g, Figure S9e). The remaining four subpopulations were annotated as B cells, T cells, dendritic cells (DCs), and mast cells (Figure 5g, Figure S9e). Macrophages, the predominant immune cells in skeletal muscle, exhibited a decline in NPVMs, PVMs, and RMs (Figure 5g). Despite these shifts, the immunofluorescence staining intensity of marker genes remained largely unchanged (Figure S9f,g). Notably, DEG analysis of PVMs and NPVMs revealed significant enrichment in immune response activation pathways (Figure S9h). Transcription factor activity analysis supported the classification, with distinct transcription factors identified within each cluster. *E2f1* and *E2f2*, key regulators of the cell cycle, exhibited unique activation in PMs (Figure 5h). Interestingly, several transcription factors—including *Zfp46*, *Foxc1*, *Foxo1*, *Meis1*, *Hoxa7*, *Tbx15*, *Myog*, and *Tfap4—*were suppressed across all cell types in the old group (Figure 5h). Functional enrichment analysis revealed that target genes were significantly enriched in the muscle system process, suggesting that transcriptional changes in immune cells during aging may affect skeletal muscle function and maintenance (Figure 5i).

In addition, the re‐clustering of MuSCs highlighted the heterogeneity of MuSCs and identified two subpopulations: MuSC quiescent (*Pax7*‐positive) and MuSC activated (*Acta1*‐positive) (Figure S9i,j). The proportion of these subpopulations did not show significant changes (Figure S9i). Functional enrichment analysis revealed that the downregulated genes in MuSC activated were significantly enriched in pathways related to mitochondrial homeostasis, suggesting that with aging, MuSC activated may undergo a mitochondrial aging process (Figure S9k).

In conclusion, non‐muscle cell populations undergo significant transcriptional changes during aging, contributing to altered interstitial microenvironment in aged muscle. These changes may accelerate muscle aging and associated pathologies.

### 2.9 EGF/EGFR Signaling Pathway Mediates Inflammation During Cellular Aging

Skeletal muscle, as an endocrine organ, is capable of producing and secreting various cytokines. To investigate how the intercellular crosstalk in the skeletal muscle niche is affected by aging, intercellular communication patterns mediated by ligand‐receptor interactions were analyzed using CellChat (Jin et al. 2021). Overall, ligand‐receptor interactions predominantly involved mononucleated cells rather than myofibers (Figure 6a, Figure S10a). For example, the secretion of the Igf1 ligand by adipocytes and its interaction with the Igf1r receptor on other cell types were enhanced in the old group, an interaction previously linked to the induction of adipocyte differentiation (Figure S10b) (D'Esposito et al. 2012; Han et al. 2017; Xu and Liao 2004).

**FIGURE 6:**
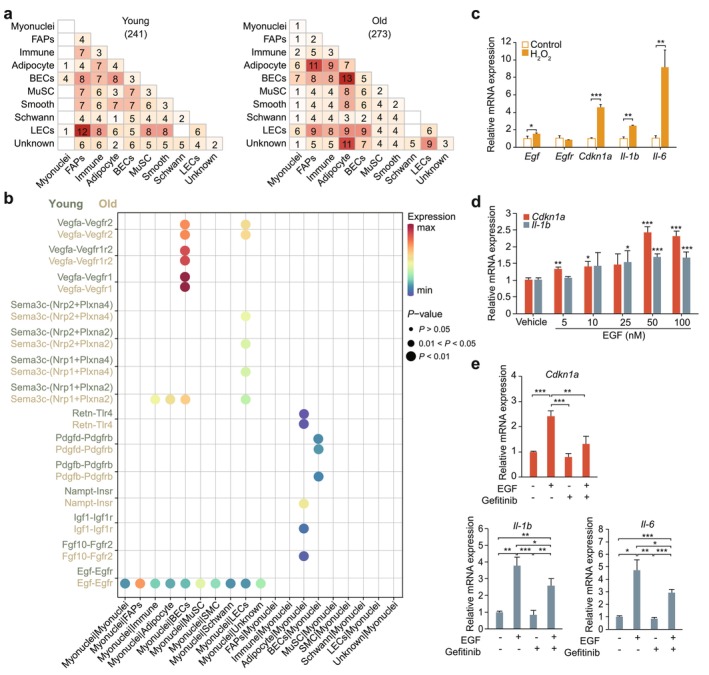
Potential ligand‐receptor interactions were analyzed between myonuclei and other cell types. (a) Heatmap showing the number of inter‐population communications in young (left) and old (right) groups. (b) Ligand‐receptor pairs showing significant changes in specificity between young and old groups, with myonuclei acting as a ligand or receptor in interactions with other populations. (c) Relative expression of *Egf*, *Egfr*, *Cdkn1a*, *Il‐1b*, and *Il‐6* validated by qRT‐PCR in control and H_2_O_2_‐treated cells. Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. (d) Relative expression of inflammatory (*Cdkn1a*) and aging (*Il‐1b*) marker genes validated by qRT‐PCR in the cells treated with EGF at different concentrations for 3 days. Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. (e) Relative expression of *Cdkn1a*, *Il‐1b*, and *Il‐6* validated by qRT‐PCR in the control group and after treatment with EGF, Gefitinib, or both.

With aging, the total number of interactions increased, particularly in myonuclei, where the percentage of interactions increased nearly fourfold, indicating more intensive intercellular communication in aged skeletal muscle (Figure S11a,b). Compared to the young group, aged myonuclei exhibited a significant increase in interactions between the Egf ligand and the Egfr receptor (Figure 6b). Studies have demonstrated that EGF is the primary ligand for EGFR, and EGFR activation induces cellular senescence while promoting the secretion of inflammatory cytokines through the Ras signaling pathway (Shang, Han, et al. 2020). This aligns with the upregulation of inflammatory pathways observed at the tissue level. These findings suggest that aging enhances the secretion of EGF from myonuclei, which interacts with EGFR, a transmembrane receptor distributed on the surface of other cell types, to induce the expression of inflammatory cytokines in the tissue.

To verify EGF expression changes in aging muscle fibers, C2C12 cells were treated with 485 μM H_2_O_2_ to establish a cellular aging model. Compared to the control group, the H_2_O_2_‐treated group exhibited reduced cell differentiation and smaller myotube formation (Figure S11c). Quantitative results showed that *Egf*, *Cdkn1a*, *Il‐1b*, and *Il‐6* were significantly upregulated in the H_2_O_2_ group, while Egfr remained unchanged (Figure 6c). These findings confirm the successful establishment of the aging model and the upregulation of Egf and inflammatory markers.

To further investigate the mechanism by which EGF induces inflammatory factor expression, C2C11 cells were treated with different concentrations of EGF (0, 5, 10, 25, 50, and 100 nM). As shown in Figure 6d, the expression levels of *Cdkn1a* and *Il‐1b* were highest at 50 nM EGF. Compared to the vehicle, the expression of *Cdkn1a* and *Il‐1b* nearly doubled, indicating that 50 nM EGF significantly induces senescence in C2C11 cells.

Gefitinib, a small‐molecule EGFR inhibitor, was used to investigate the interaction between EGF and EGFR. Compared to the control group (EGF‐ + Gefitinib‐), the addition of EGF alone significantly upregulated *Cdkn1a*, *Il‐1b*, and *Il‐6* gene expression (Figure 6e). However, this upregulation was significantly inhibited when EGF and gefitinib were simultaneously added (Figure 6e). Interestingly, the addition of gefitinib alone resulted in a significant downregulation of *Il‐1b* expression compared to the control group (Figure 6e). Additionally, the myogenic factor *Myog* was quantified, showing the opposite trend to inflammatory markers (Figure S11d). EGF alone significantly inhibited *Myog* expression, while the simultaneous addition of EGF and gefitinib significantly increased *Myog* expression (Figure S11d). These results suggest that EGF not only regulates inflammatory responses through the EGFR signaling pathway but may also influence the expression of muscle growth factors.

Overall, the study results demonstrated that EGF plays a crucial role in the aging process by activating the EGFR signaling pathway. EGF induced the expression of the cellular senescence marker *Cdkn1a* and the inflammatory factor *Il‐1b* while inhibiting the expression of the muscle growth factor Myog. The EGFR inhibitor gefitinib partially reversed these effects, further confirming the key regulatory role of the EGF/EGFR axis in aging‐related inflammation.

## 3 Discussion

Aging‐induced skeletal muscle atrophy is characterized not only by a reduction in muscle mass but also by fiber‐type switching, diminished muscle contractile function, and increased inflammation (Marzetti et al. 2024). Previous studies have often used a single skeletal muscle as a representative of the entire muscle family (Terry et al. 2018). However, more than 50% of transcripts are differentially expressed across skeletal muscles, indicating that distinct skeletal muscle groups exhibit unique aging responses (Terry et al. 2018). This variation underscores the need to investigate site‐specific changes in skeletal muscles to fully understand the mechanisms underlying muscle‐related diseases.

As expected, fiber‐type composition, specifically the proportion of fast‐twitch and slow‐twitch muscle fibers, contributes to the observed diversity in gene expression. Consistent with previous studies, ventricular (cardiac) muscle differs significantly from skeletal muscle, while skeletal muscle tissues with higher *Myh4* expression cluster more closely together (Terry et al. 2018). However, DEG analysis did not reveal a clear trend associated with muscle fiber classification and instead appeared to be largely tissue‐specific, particularly in the hindlimb muscles, which exhibited a greater number of differentially expressed genes. A similar pattern is observed in Duchenne muscular dystrophy (DMD), where contraction‐induced injuries primarily affect the calf and respiratory muscles, including the soleus, gastrocnemius, and diaphragm (Crupi et al. 2018; Denti et al. 2006; Klingler et al. 2012; Tsuda 2018; Villalta et al. 2014). Notably, the soleus, a slow‐twitch muscle, demonstrates a stronger anti‐aging capability. Specifically, although the diameters of both type I and type II muscle fibers decrease similarly compared to fast‐twitch muscles, the proportion of type I muscle fibers significantly increases. Such compensatory shifts in fiber composition may help preserve mitochondrial respiration in the soleus muscle, consistent with studies suggesting that oxidative skeletal muscles better maintain mitochondrial function during aging due to fiber composition and enhanced mitochondrial homeostasis (Elmansi and Miller 2024; Rodriguez et al. 2024).

By comparing multiple skeletal muscle tissues from young (3‐month‐old) and old (24‐month‐old) mice, we observed age‐related damage phenotypes across all muscle groups. Aging skeletal muscles exhibit varying degrees of inflammatory responses, with the diaphragm displaying a particularly pronounced inflammatory response among 11 muscles analyzed (Pan et al. 2021). Recent studies suggest that fast/glycolytic fibers tend to express inflammation‐related genes associated with aging (Zhang et al. 2024). Given that diaphragm IIx/IIb muscle fibers primarily function in short‐term, high‐intensity activities such as airway clearance, the selective atrophy of these fibers may reduce airway clearance capacity (Fogarty et al. 2019; Greising et al. 2013). We hypothesize that this decline leads to an accumulation of foreign particles, pathogens, and inflammatory mediators, thereby exacerbating inflammation‐related gene expression in the diaphragm. It is important to emphasize that the correlations observed between gene expressions in different pathways do not imply causation or direct transcriptional linkage. Further experimental validation, such as functional assays, will be necessary to confirm these relationships.

snRNA‐seq revealed significant age‐related functional changes across various cell types, including stem cell exhaustion, FAP functional imbalance, and an increased proportion of immune cells (Antuña et al. 2022; Lopez‐Otin et al. 2023; Theret et al. 2021). We selected LDM and PMM, which do not exhibit a clear metabolic bias, to compare age‐related differences in the same type of muscle nuclei (e.g., type II muscle nuclei) across different tissues. With aging, the overall composition of the fundamental cell types in LDM and PMM remains relatively stable. Notably, major cell subtypes exhibited significant expansion with age. Consistent with prior research, the number of type II muscle nuclei decreased with age, whereas type I muscle nuclei increased relatively (Murgia et al. 2017). Notably, the RNA splicing pathway is significantly enriched in myonuclear subtypes. Consistent with this, we identified some known gene isoforms, such as *Ryr1* (associated with skeletal muscle atrophy (Tang et al. 2015)), *Tnnt3* (related to aging (Coble et al. 2015)), and *Mef2c* (linked to myogenic activity (Zhang et al. 2015)), and also observed alternative splicing in other gene isoforms, including *Atp2a1*, *Gapdh*, and *Slc25a4*, which are associated with mitochondrial function. This highlights the critical role of alternative splicing in the muscle aging process, particularly in the regulation of gene expression related to energy metabolism and muscle function.

Our study also identified rare cellular states, such as the depletion of IIb‐2 and IIb‐3 muscle nuclei subtypes. IIb‐2 muscle nuclei marker genes were significantly enriched in the PI3K/AKT signaling pathway, a key regulatory axis in phosphatidylinositol (PI) signaling that promotes protein synthesis and muscle cell growth. This pathway is necessary for muscle hypertrophy and preventing muscle atrophy, aligning with findings that aging‐induced atrophy primarily affects fast‐twitch muscle fibers (Akasaki et al. 2014; Liu et al. 2023; Mishra et al. 2022; Purves‐Smith et al. 2014; Shi et al. 2023). Furthermore, we identified atrophy‐related genes such as *Cdkn1a*, *Ankrd1*, and *Gadd45a*, which were uniquely significantly upregulated in aging type IIb‐2 myonuclei (Reedich et al. 2021; Wu et al. 2024; Xu et al. 2024). This suggests that type IIb‐2 myonuclei may play a key role in age‐related muscle atrophy.

IIb‐3 myonuclei, in contrast, exhibited high metabolic activity. Previous studies classified this subtype as the IIx‐b cell population, characterized by high expression of *Myh1* and *Myh4*, rather than a transitional state between cluster IIx and IIb (Chemello et al. 2020). Consistent with this classification, we identified IIb‐3 at the terminal stage of the IIB myonuclear dynamic trajectory, with a significant downregulation of oxidative phosphorylation‐related genes during aging. High oxidative phosphorylation levels are typically associated with better mitochondrial function in myofibers, whereas mitochondrial function in glycolytic (type II) muscle fibers declines significantly with aging (Crupi et al. 2018; Mishra et al. 2015; Sin et al. 2016). Our results indicate that the oxidative phosphorylation downregulation in type II myofibers is primarily concentrated in IIb‐3, as evidenced by the decreased percentage of IIb‐3 myonuclei and the downregulation of oxidative phosphorylation‐related genes. These findings highlight the myonuclear subclusters as potential targets for therapeutic interventions aimed at mitigating muscle aging. Notably, the IIb‐type myonuclear subpopulations (IIb‐1, IIb‐2, IIb‐3) identified in the mouse model do not directly correspond to human muscle fiber types. Therefore, the translational relevance of these findings to human aging processes is limited.

The differential responses of skeletal muscle tissues to aging are not entirely dependent on fiber‐type composition, suggesting that other cell types may contribute to aging‐related changes (Lai et al. 2024; Ma et al. 2020). With aging, non‐muscle cell populations within the skeletal muscle microenvironment undergo significant transcriptional shifts, exhibiting high heterogeneity. Notably, adipocytes transition from a lipid metabolism‐related subtype to one characterized by pathways involved in cell adhesion and neurodegenerative diseases, accompanied by the emergence of a small cluster of *Ucp1*‐positive adipocytes. This aligns with studies showing that aging induces myosteatosis, a pathological fat accumulation in skeletal muscle, leading to lipid infiltration (Wang, Valencak, and Shan 2024). Interestingly, *Ucp1*‐positive adipocytes are typically found in brown adipose tissue, where they promote thermogenesis and counteract obesity (Lundgren et al. 2023). However, our findings reveal an increase in *Ucp1*‐positive adipocyte clusters within aging skeletal muscle. Other studies confirm that intermuscular adipose tissue (IMAT) in both humans and mice contains adipocytes with characteristics similar to *Ucp1*‐positive brown fat cells (Almind et al. 2007; Crisan et al. 2008; Zhang et al. 2023). Furthermore, mice engineered to ectopically express *Ucp1* in skeletal muscle exhibit extended lifespans and resistance to metabolic dysfunction, suggesting a potential role in promoting healthy aging (Keipert et al. 2010; Masania et al. 2023). Our results highlight that ectopic *Ucp1* expression in skeletal muscle is closely related to adipocyte plasticity and functional changes, which may contribute to maintaining metabolic health during aging.

FAPs play crucial roles in muscle fibrosis and steatosis, with fibrosis specifically characterized by excessive accumulation of extracellular matrix (ECM) proteins (Wang et al. 2023). Our results indicate that myofibroblasts are located at the end of the trajectory, and studies have shown that myofibroblasts exhibit contractility similar to that of smooth muscle cells, participating in the fibrotic process (Plikus et al. 2021). Consistent with this, several fibrosis‐related genes, such as *Fbn1* and procollagen genes (*Col1a1*, *Col1a2*, and *Col3a1*), exhibited significant changes (Li et al. 2024; Miyauchi et al. 2024). In contrast, we did not observe any significant changes in the expression of adipogenic‐related genes. This suggests that during muscle aging, FAPs are more inclined towards fibrosis than adipogenesis. Additionally, the ECM pathway is significantly enriched in both *Lum* + FAP and *Fbn1* + FAP, indicating an increase in ECM protein deposition, which may further lead to skeletal muscle stiffness or fibrosis during the injury repair process, impairing the repair and regeneration of skeletal muscle (Lukjanenko et al. 2019).

Aging was associated with an increase in B cells and T cells, consistent with previous findings in the aging mouse brain, liver, and adipose tissue, as well as with age‐related immune infiltration (Dulken et al. 2019; Mangiola et al. 2023; Schaum et al. 2020). In addition, we identified the characteristics of four macrophage subpopulations, with immune activation pathways significantly enriched in PVM and NPVM, the two predominant subpopulations. PVM expressed high levels of *Lyve1* and exhibited M2‐type characteristics, contributing to tissue repair (Cui et al. 2023; Sárvári et al. 2021). NPVM was identified as non‐vascular‐associated macrophages (Sárvári et al. 2021). These findings suggest that PVM and NPVM play important roles in immune regulation and tissue repair, particularly during aging, potentially influencing muscle degeneration and repair through modulation of inflammation and promotion of tissue remodeling.

Dysregulated intercellular communication (ICC) is a hallmark of aging, often characterized by an overrepresentation of inflammatory factors (Lagger et al. 2023; Lopez‐Otin et al. 2023; Miller et al. 2020). In this study, aged skeletal muscle exhibited increased intercellular communication, consistent with previous findings of heightened cell–cell interactions in aging skeletal muscle, particularly in inflammatory pathways (Lai et al. 2024). Notably, we observed a significant increase in interactions between Egf ligands from aged myonuclei and EGFR receptors on other cell types, leading to elevated secretion of *Il‐1b* (an inflammatory cytokine) and *Cdkn1a* (a senescence marker). Prior studies have demonstrated that EGF induces cellular senescence in IMR90 cells (normal human lung fibroblasts) via EGFR‐Ras signaling (Shang, Han, et al. 2020). Consistent with this, 50 nM EGF significantly increased the secretion of inflammatory factors and senescence markers in C2C12 cells while inhibiting myogenic factor expression. These results suggest that aging enhances intracellular communication in skeletal muscles, amplifying inflammatory factor expression in myonuclei, which may contribute to aging‐induced muscle atrophy. It is important to note that the H_2_O_2_‐induced oxidative stress model used in this study, while widely employed for investigating age‐related cellular damage, does not fully replicate the natural aging process or all its physiological aspects. These limitations should be considered when interpreting the findings.

Currently, most research on muscle aging mechanisms focuses on male animal models (De Masi et al. 2024; Petrany et al. 2020; Zhang et al. 2023). However, skeletal muscle structure and function exhibit a high degree of sex specificity, with nearly 3000 genes showing differential expression between sexes (Oliva et al. 2020). Therefore, it is inappropriate to generalize findings from male studies to female populations without considering the sex‐specific aspects of skeletal muscle aging. In fact, females generally have a longer lifespan than males (Murtagh and Hubert 2004). Although the processes of muscle aging in both males and females are similar, the extent of changes in these pathways differs between the sexes (de Jong et al. 2023). Therefore, we believe that exploring the aging mechanisms of different muscle tissues in female mice provides a clearer foundation for future research, particularly in the area of sex‐specific muscle aging mechanisms.

We acknowledge that the lack of a comprehensive sex comparison is a limitation of this study. By focusing exclusively on female mice, we aimed to minimize confounding variables, such as sex‐specific hormone levels, which could complicate result interpretation. However, this may limit the generalizability of our findings across both sexes. Future studies will include male mice for a comparative analysis to better understand the impact of sex on muscle aging mechanisms.

## 4 Conclusions

In conclusion, our study underscores the complex and tissue‐specific nature of skeletal muscle aging. By revealing age‐related changes across distinct skeletal muscle types and cellular subpopulations, we provide new insights into the molecular mechanisms driving muscle aging and its associated pathologies. These findings establish a foundation for future therapeutic strategies aimed at combating muscle aging and improving the quality of life in aging populations.

## 5 Methods

### 5.1 Animals and Sample Collection

All animal experiments were approved by the Institutional Animal Care and Use Committee of the College of Animal Science and Technology, Sichuan Agricultural University, China (Approval number: 20230625). Female C57BL/6J mice were housed under a 12‐h light/dark cycle with ad libitum access to standard laboratory chow. All experimental mice were of specific pathogen‐free (SPF) grade. Mice were sacrificed at 3 and 24 months of age, and 11 tissues were collected, including ventricle, diaphragm, extensor digitorum longus (EDL), masseter, soleus, gastrocnemius, quadriceps, tibialis anterior (TA), longissimus dorsi muscle (LDM), psoas major muscle (PMM), and semitendinosus (ST). The tissues were immediately flash‐frozen in liquid nitrogen. To minimize variation, the sample collection process was carefully optimized.

### 5.2 RNA Sequencing and Analysis

PolyA‐enriched RNA‐seq libraries were constructed and sequenced on the Illumina NovaSeq 6000 platform, generating an average of ~43 million 150‐bp paired‐end raw reads per library, with ~41 million high‐quality reads retained. Sequencing reads were aligned to the mouse reference genome (GRCm39) using STAR (version 2.5.3a) and mRNA expression levels were quantified with Kallisto (version 0.44.0). Genes with TPM (Transcripts per million) > 0.5 in at least one sample are considered detectable, yielding 16,945 qualified genes across the examined tissues. DEG analysis was conducted using the edgeR package in R, with DEGs defined as those with |Log_2_FC| > 1 and a significance false discovery rate (FDR) < 0.05.

### 5.3 Total RNA Extraction and Quantitative Reverse Transcription PCR (RT‐qPCR)

Total RNA was extracted using TRIzol reagent (Invitrogen) following the manufacturer's protocol. Reverse transcription was performed using a HiScript III RT SuperMix for qPCR (+gDNA wiper) kit (Vazyme) according to the manufacturer's instructions. RT‐qPCR was conducted on at least three independent biological samples using ChamQ Universal SYBR qPCR Master Mix (Vazyme) on a CFX96 Real‐Time PCR System (Bio‐Rad). Relative gene expression levels were calculated using the 2^−ΔΔCt^ method, with β‐actin as the internal control. The primer sequences used in this study are listed in Table S6.

### 5.4 Immunofluorescence, Succinate Dehydrogenase (SDH) Staining, and Hematoxylin and Eosin (HE) Staining

For immunofluorescence, tissue sections were air‐dried at 37°C for 10–20 min, fixed in fixative for 30 min, and washed with PBS (pH 7.4). Antigen retrieval was performed under standard conditions, followed by cooling and washing. Endogenous peroxidase activity was blocked with 3% hydrogen peroxide for 25 min, and non‐specific binding was blocked with 10% rabbit serum or 3% BSA for 30 min. Sections were incubated overnight at 4°C with primary antibodies, followed by a 50‐min incubation with HRP‐conjugated secondary antibodies. TSA amplification was performed, followed by microwaving for antigen retrieval. A second round of antibody incubation was conducted using fluorescent secondary antibodies, and nuclei were counterstained with DAPI. Fluorescence images were captured using appropriate excitation and emission wavelengths.

For SDH staining, muscle tissues embedded in OCT were sectioned into 10 μm thick frozen sections. Sections were stained using a SDH Staining Kit (Solarbio, Cat# G2000) at 37°C for 20 min, followed by a deionized water wash. Stained sections were imaged under a microscope, and muscle fiber diameters were measured using ImageJ software.

For HE staining, tissue sections were dewaxed and rehydrated using Dewaxing Solution I and II for 20 min each, followed by sequential dehydration in anhydrous ethanol I and II (5 min each) and 75% ethanol (5 min), with a final water rinse. After rinsing, sections were differentiated, blued, and rinsed again. Eosin staining was performed for 15 s following a 95% ethanol wash. Samples were dehydrated through a graded series of anhydrous ethanol, tert‐butanol, and xylene (2 min each) and mounted with neutral resin. Microscopic observation and imaging were then conducted.

The antibodies used for immunofluorescence are listed in Table S7.

### 5.5 Hanging Test

The hanging time was measured according to the method described by Shang, Sun, et al. (2020). A 45 × 45 cm grid (rod diameter: 2 mm; grid spacing: 18 mm) was mounted on a frame 55 cm above the ground, with a 5 cm thick cushion placed underneath. The distance between the grid and the cushion was maintained at 50 cm. Each mouse was placed in the center of the grid, which was then inverted, positioning the mouse head‐down. The duration for which the mouse was able to hold on before falling was recorded. Each mouse underwent three trials with a 30‐min interval between tests. The average hanging time was calculated.

### 5.6 Skeletal Muscle Nuclei Isolation

Fresh skeletal muscle was stored in GEXSCOPE Tissue Preservation Solution (Singleron Biotechnologies, Nanjing, China) at 4°C until library preparation. Nuclei were isolated using the GEXSCOPE Nuclear Isolation Solution (Singleron Biotechnologies, Nanjing, China) following the manufacturer's instructions. Nuclei from the same tissue (*n* = 6) were pooled and resuspended to a concentration of 10^6^ nuclei per 400 μL in PBSE, filtered through a 40 μm cell strainer, and counted using trypan blue. Nuclei were enriched in PBSE and stained with DAPI (1:1000 dilution, Thermo Fisher Scientific, D1306), with DAPI‐positive singlets defined as nuclei.

### 5.7 Single‐Nucleus RNA‐Sequencing Library Preparation

The concentration of the single nucleus suspension was adjusted to 3–4 × 10^5^ nuclei/mL in PBS. This suspension was then loaded onto a microfluidic chip (GEXSCOPE Single Nucleus RNA‐seq Kit, Singleron Biotechnologies), and snRNA‐seq libraries were constructed following the manufacturer's instructions. The libraries were sequenced using paired‐end 150 bp sequencing mode on the DNBSEQ‐T7 platform.

### 5.8 Data Processing, Dimensional Reduction, Cell Type Identification, and Differential Expression Genes Analysis

Raw reads from snRNA‐seq were processed to generate gene expression matrices using the CeleScope pipeline (https://github.com/singleron‐RD/CeleScope). The environmental RNA background for each library was assessed and corrected using the R package SoupX (Young and Behjati 2020). Subsequent visualizations, clustering, and differential expression analyses were performed in R (v4.1.3) using Seurat (v4.4.0). Quality control was aligned to retain cells with > 200 and < 5000 nFeature RNA, > 500 and < 10,000 total counts, and < 5% mitochondrial gene content. After filtering, a total of 73,170 nuclei were obtained, with an average of approximately 700–800 genes expressed per nucleus. The expression matrix was then integrated, and dimensionality was reduced using the RunUMAP function for clustering in two‐dimensional space. The FindAllMarkers function in Seurat was used for unbiased marker gene identification. Cluster identities were annotated based on known marker gene expression patterns described in the literature. DEGs were identified using the FindMarkers function, with |Log_2_FC| > 0.25 and an adjusted *p*‐value < 0.01 considered statistically significant. Marker genes for each cell type are listed in Table S4.

### 5.9 Pseudotime Analysis

Pseudotime analysis was performed using Monocle3 to infer developmental trajectories. After dimensionality reduction with UMAP, Monocle3's trajectory inference algorithm was applied with default parameters to order cells along pseudotime. CytoTRACE was used to define the dynamic trajectory starting point. CytoTRACE scores were calculated based on gene expression profiles, with values ranging from 0 to 1‐higher scores indicating a more stem‐like (less differentiated) state and lower scores indicating greater differentiation. Based on the annotated cell types, the differentiation results helped identify the root cell for the pseudotime trajectory.

### 5.10 Intercellular Interactions

Cell–cell interaction analysis was performed using the CellChat package (v1.6.1), which infers communication networks from single‐cell RNA sequencing data. The input data consisted of the normalized gene expression matrix from the snRNA‐seq. CellChat identified signaling pathways by analyzing ligand‐receptor interactions and visualized significant communication networks within the cellular microenvironment. Cell types were annotated based on known markers, and all analyses were conducted using CellChat's default parameters.

### 5.11 Transcription Factor Analysis

Transcription factor activity was assessed using the SCENIC (Single‐Cell Regulatory Network Inference and Clustering) package (v0.12.1). The SCENIC workflow was applied to infer gene regulatory networks and evaluate transcription factor activity at the single‐cell level. Input data consisted of the normalized gene expression matrix from snRNA‐seq. SCENIC identified co‐expressed gene modules and their corresponding transcription factors, generating potential regulons—transcription factors regulating specific gene sets. The SCENIC output was analyzed to determine transcription factor activity variations across different cell states.

### 5.12 Alternative Splicing Analysis

We performed alternative splicing analysis at single‐cell resolution using the MARVEL package (MARVEL: an integrative alternative splicing analysis platform for single‐cell RNA sequencing data). This tool supports both droplet‐based and plate‐based single‐cell splicing analysis. We utilized gene expression and splice junction count matrices generated by STARsolo as inputs for MARVEL. The software quantified the Percent Spliced‐In (PSI) values for all seven major types of exon‐level alternative splicing events and identified differentially spliced events. All analyses were conducted using MARVEL's default parameters.

### 5.13 Cell Culture and Drug Treatment

The C2C12 myoblast cell line was obtained from the Cell Bank of the Chinese Academy of Sciences, Shanghai (https://www.cellbank.org.cn/). Control cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin–streptomycin at 37°C in a 5% CO_2_ incubator. When cells reached 60%–70% confluence, the medium was replaced with DMEM containing 2% horse serum to induce differentiation. The differentiation medium was refreshed every other day, and cells were collected for further experiments on Day 6 when distinct myotube formation was observed.

For the treatment group, cells (5 × 10^4^) were seeded in 12‐well flat‐bottomed plates. On the second day of differentiation induction, the medium was replaced with a differentiation medium containing various concentrations of reagents. Cells were cultured for 4 days, with medium changes every 2 days. The reagents included H_2_O_2_ (485 μM/mL), gefitinib (100 ng/mL), and different concentrations of EGF. All experiments were performed using cells passaged no more than eight times to prevent false positives caused by high‐passage effects (Rahman et al. 2024).

## Author Contributions

C.L., D.Z., and R.Z. contributed equally to this work. L.J. designed the experiments. X.T., Y.S., C.W., and D.L. performed animal work and prepared biological samples. Y.W., G.Z., H.C., and Z.R. conducted phenotypic experiments. D.Z. and H.L. designed the bioinformatics analyses. C.L. and D.Z. performed the data analysis. R.Z. conducted cell culture experiments. S.W. conducted the gene quantification experiment. C.L. drafted the paper. L.J., X.L., and M.L. revised the paper. L.J. acquired the funding. All authors have read and agreed to the published version of the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Appendix S1.

Appendix S2.

## Data Availability

The RNA‐seq data supporting the findings of this study have been deposited in NCBI's GEO under accession number GSE287451, and the snRNA‐seq data is available in the Sequence Read Archive under accession number PRJNA1211289.

# Supplementary material for: Transcriptional Diversity in Response to Aging Across Skeletal Muscles
**Source:** Aging Cell. 2025 Jul 9;24(9):e70164. doi: 10.1111/acel.70164
**Supplement:** Supplementary file 1 — Appendix S1.

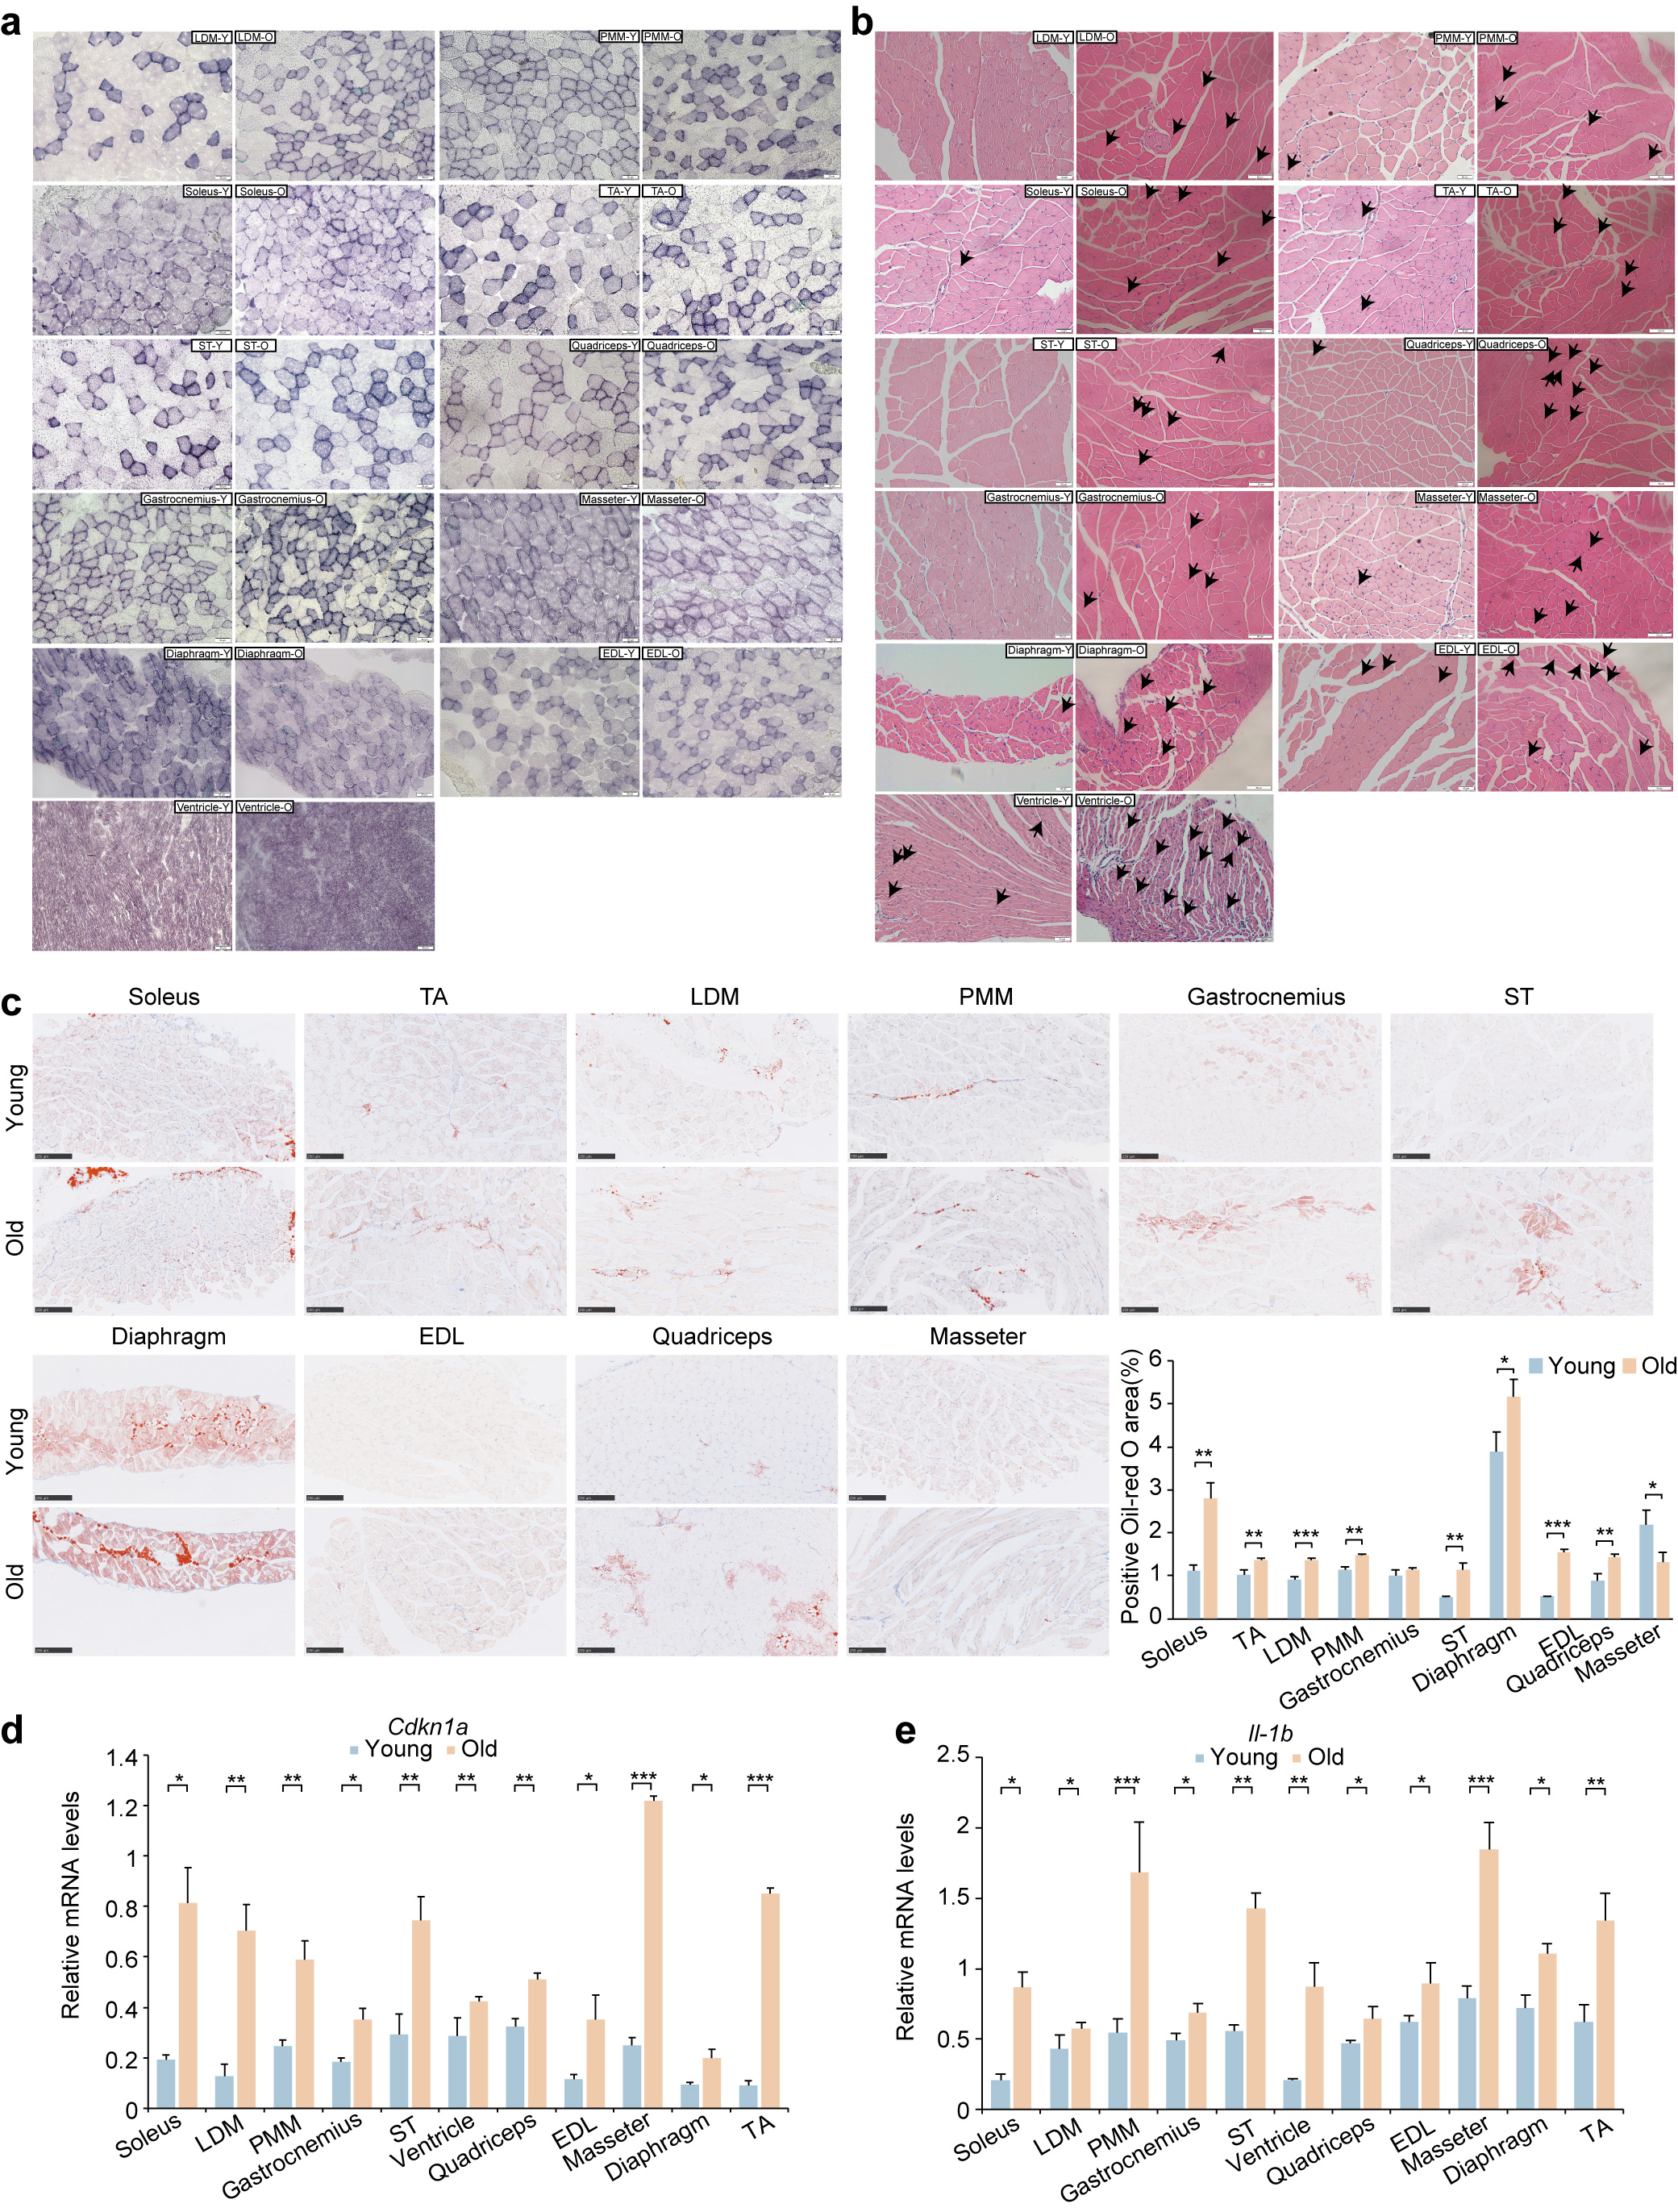

**Figure S1. Phenotypic and PCR analysis of skeletal muscle in young and old mice**

**(a)** Representative images of SDH staining demonstrating muscle fiber diameter in various tissues. Scale bar = 50 μm.

**(b)** Hematoxylin-eosin staining (HE) shows a muscle fiber with a central nucleus (arrows). Scale bar = 50 μm.

**(c)** Oil Red O staining shows muscle fat infiltration. Positive Oil Red O area presented as mean ± SD. **p < 0.05,* ***p < 0.01,* ****p < 0.001.*

**(d, e)** Relative expression of inflammatory (*P21*) **(c)** and aging (*IL-1β*) **(d)** marker genes validated by qRT-PCR in 11 tissues. Data are presented as mean ± SD. **p < 0.05,* ***p < 0.01,* ****p < 0.001.*

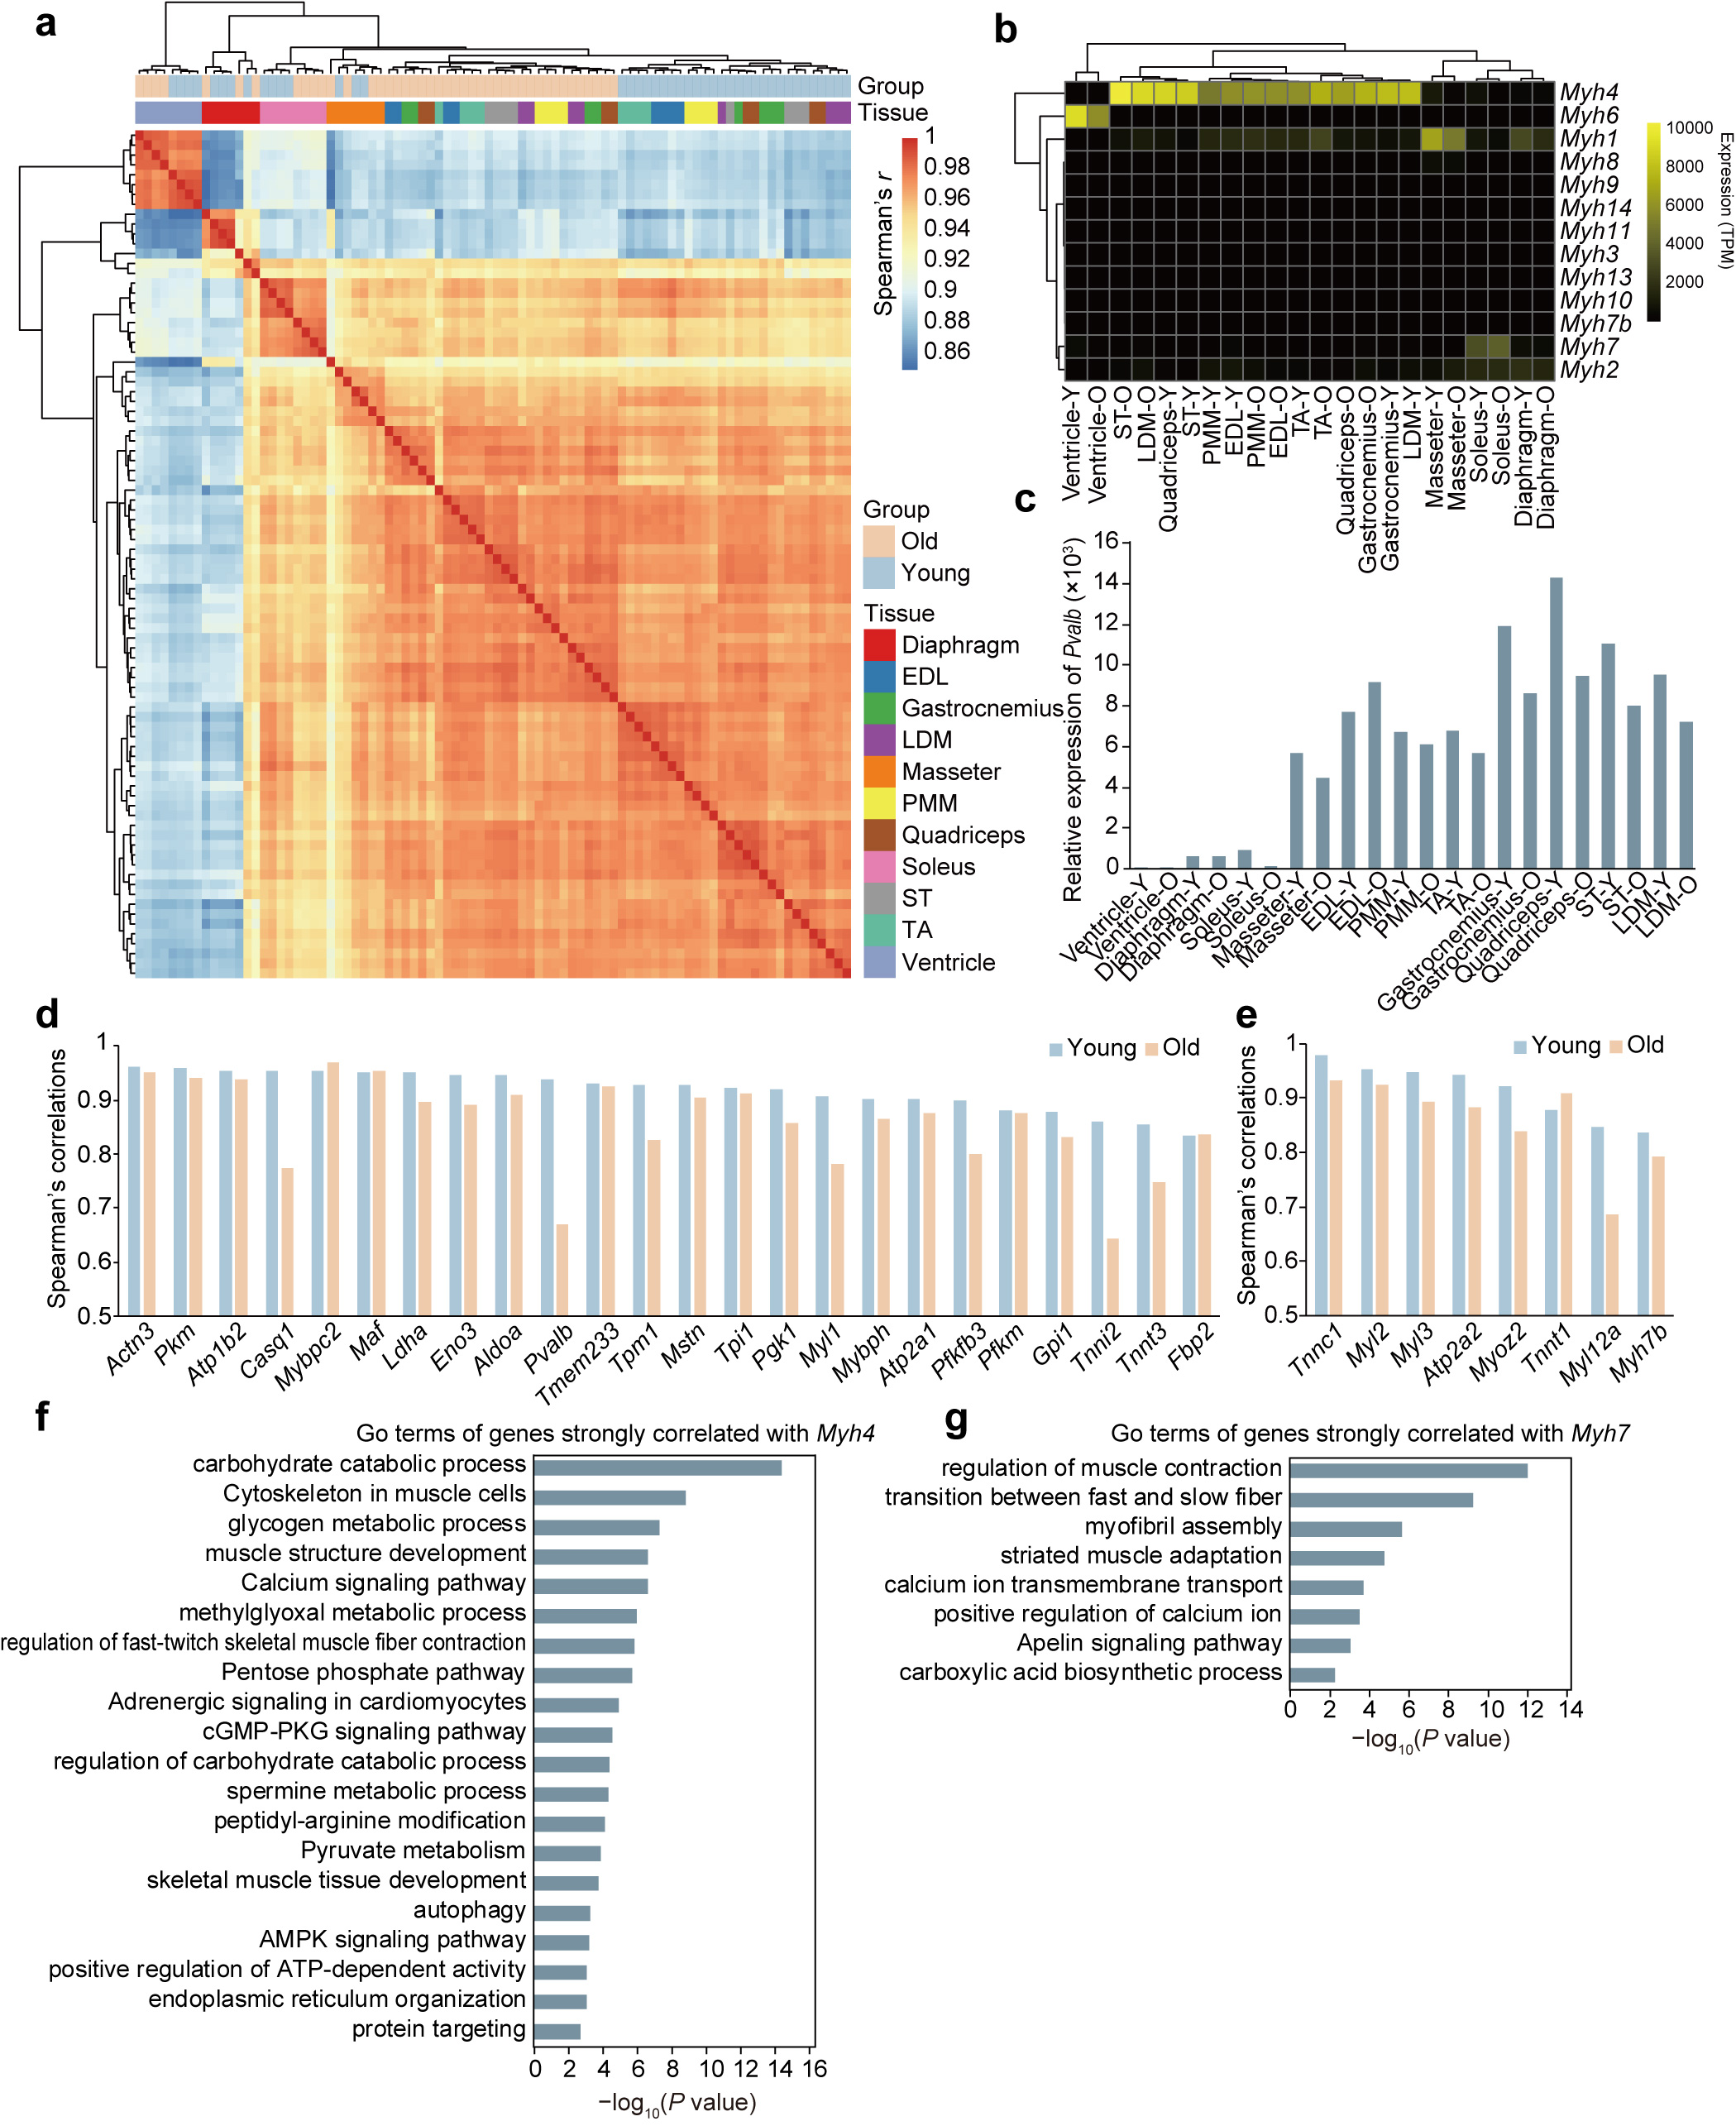

**Figure S2. Gene expression correlation and functional analysis in skeletal muscles of young and old mice**

**(a)** Correlation (Spearman) heatmap of mRNA expression across 11 different tissues in young and old mice.

**(b)** Clustering heatmap of the absolute expression of Myosin heavy chain (Myh) transcripts across 11 skeletal muscle tissues in young and old mice.

**(c)** The TPM expression of *Pvalb* is shown as a bar graph.

**(d, e)** Bar graph showing correlation coefficients of *Myh4* **(d)** and *Myh7* **(e)** with other genes. Only genes with an *R* > 0.8 are shown.

**(f, g)** GO and KEGG enrichment analysis of genes correlated with *Myh4* (*R* > 0.8) and *Myh7* (*R* > 0.8), separately.

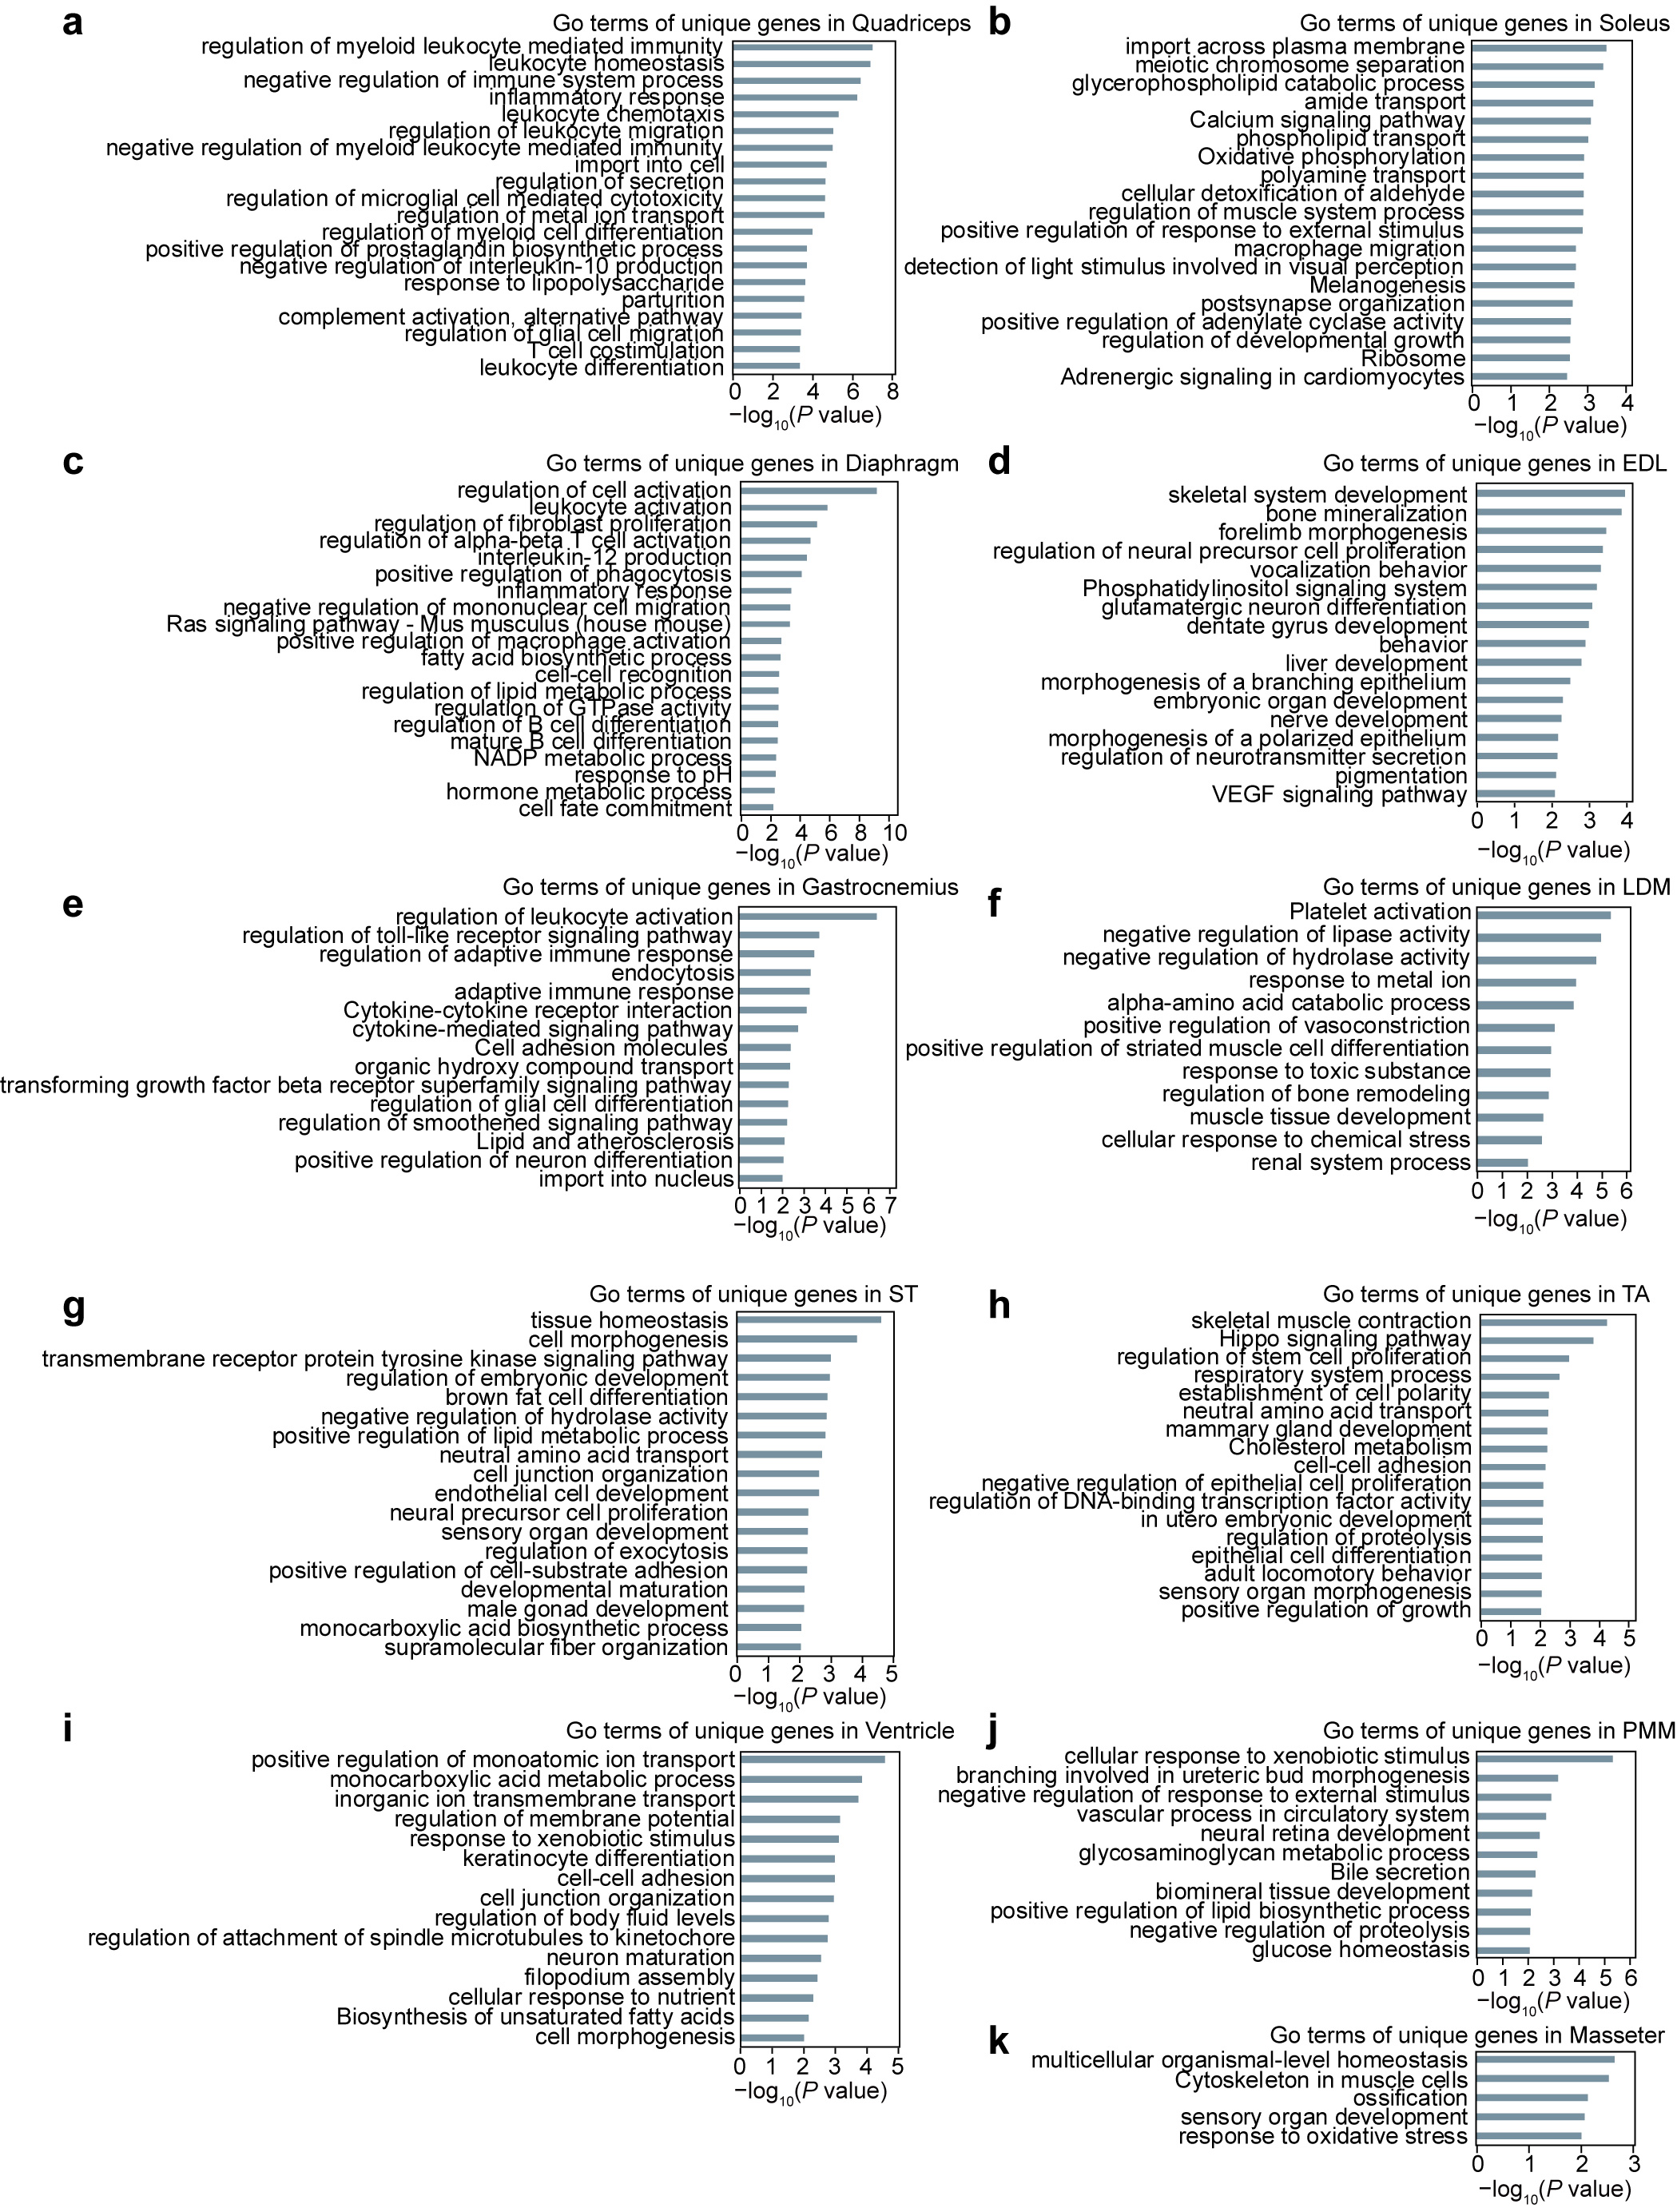

**Figure S3.** **GO and KEGG enrichment analysis of unique genes across 11 tissues**

(a-k) Enrichment analysis of genes specific to each tissue, showing significant GO and KEGG pathways.

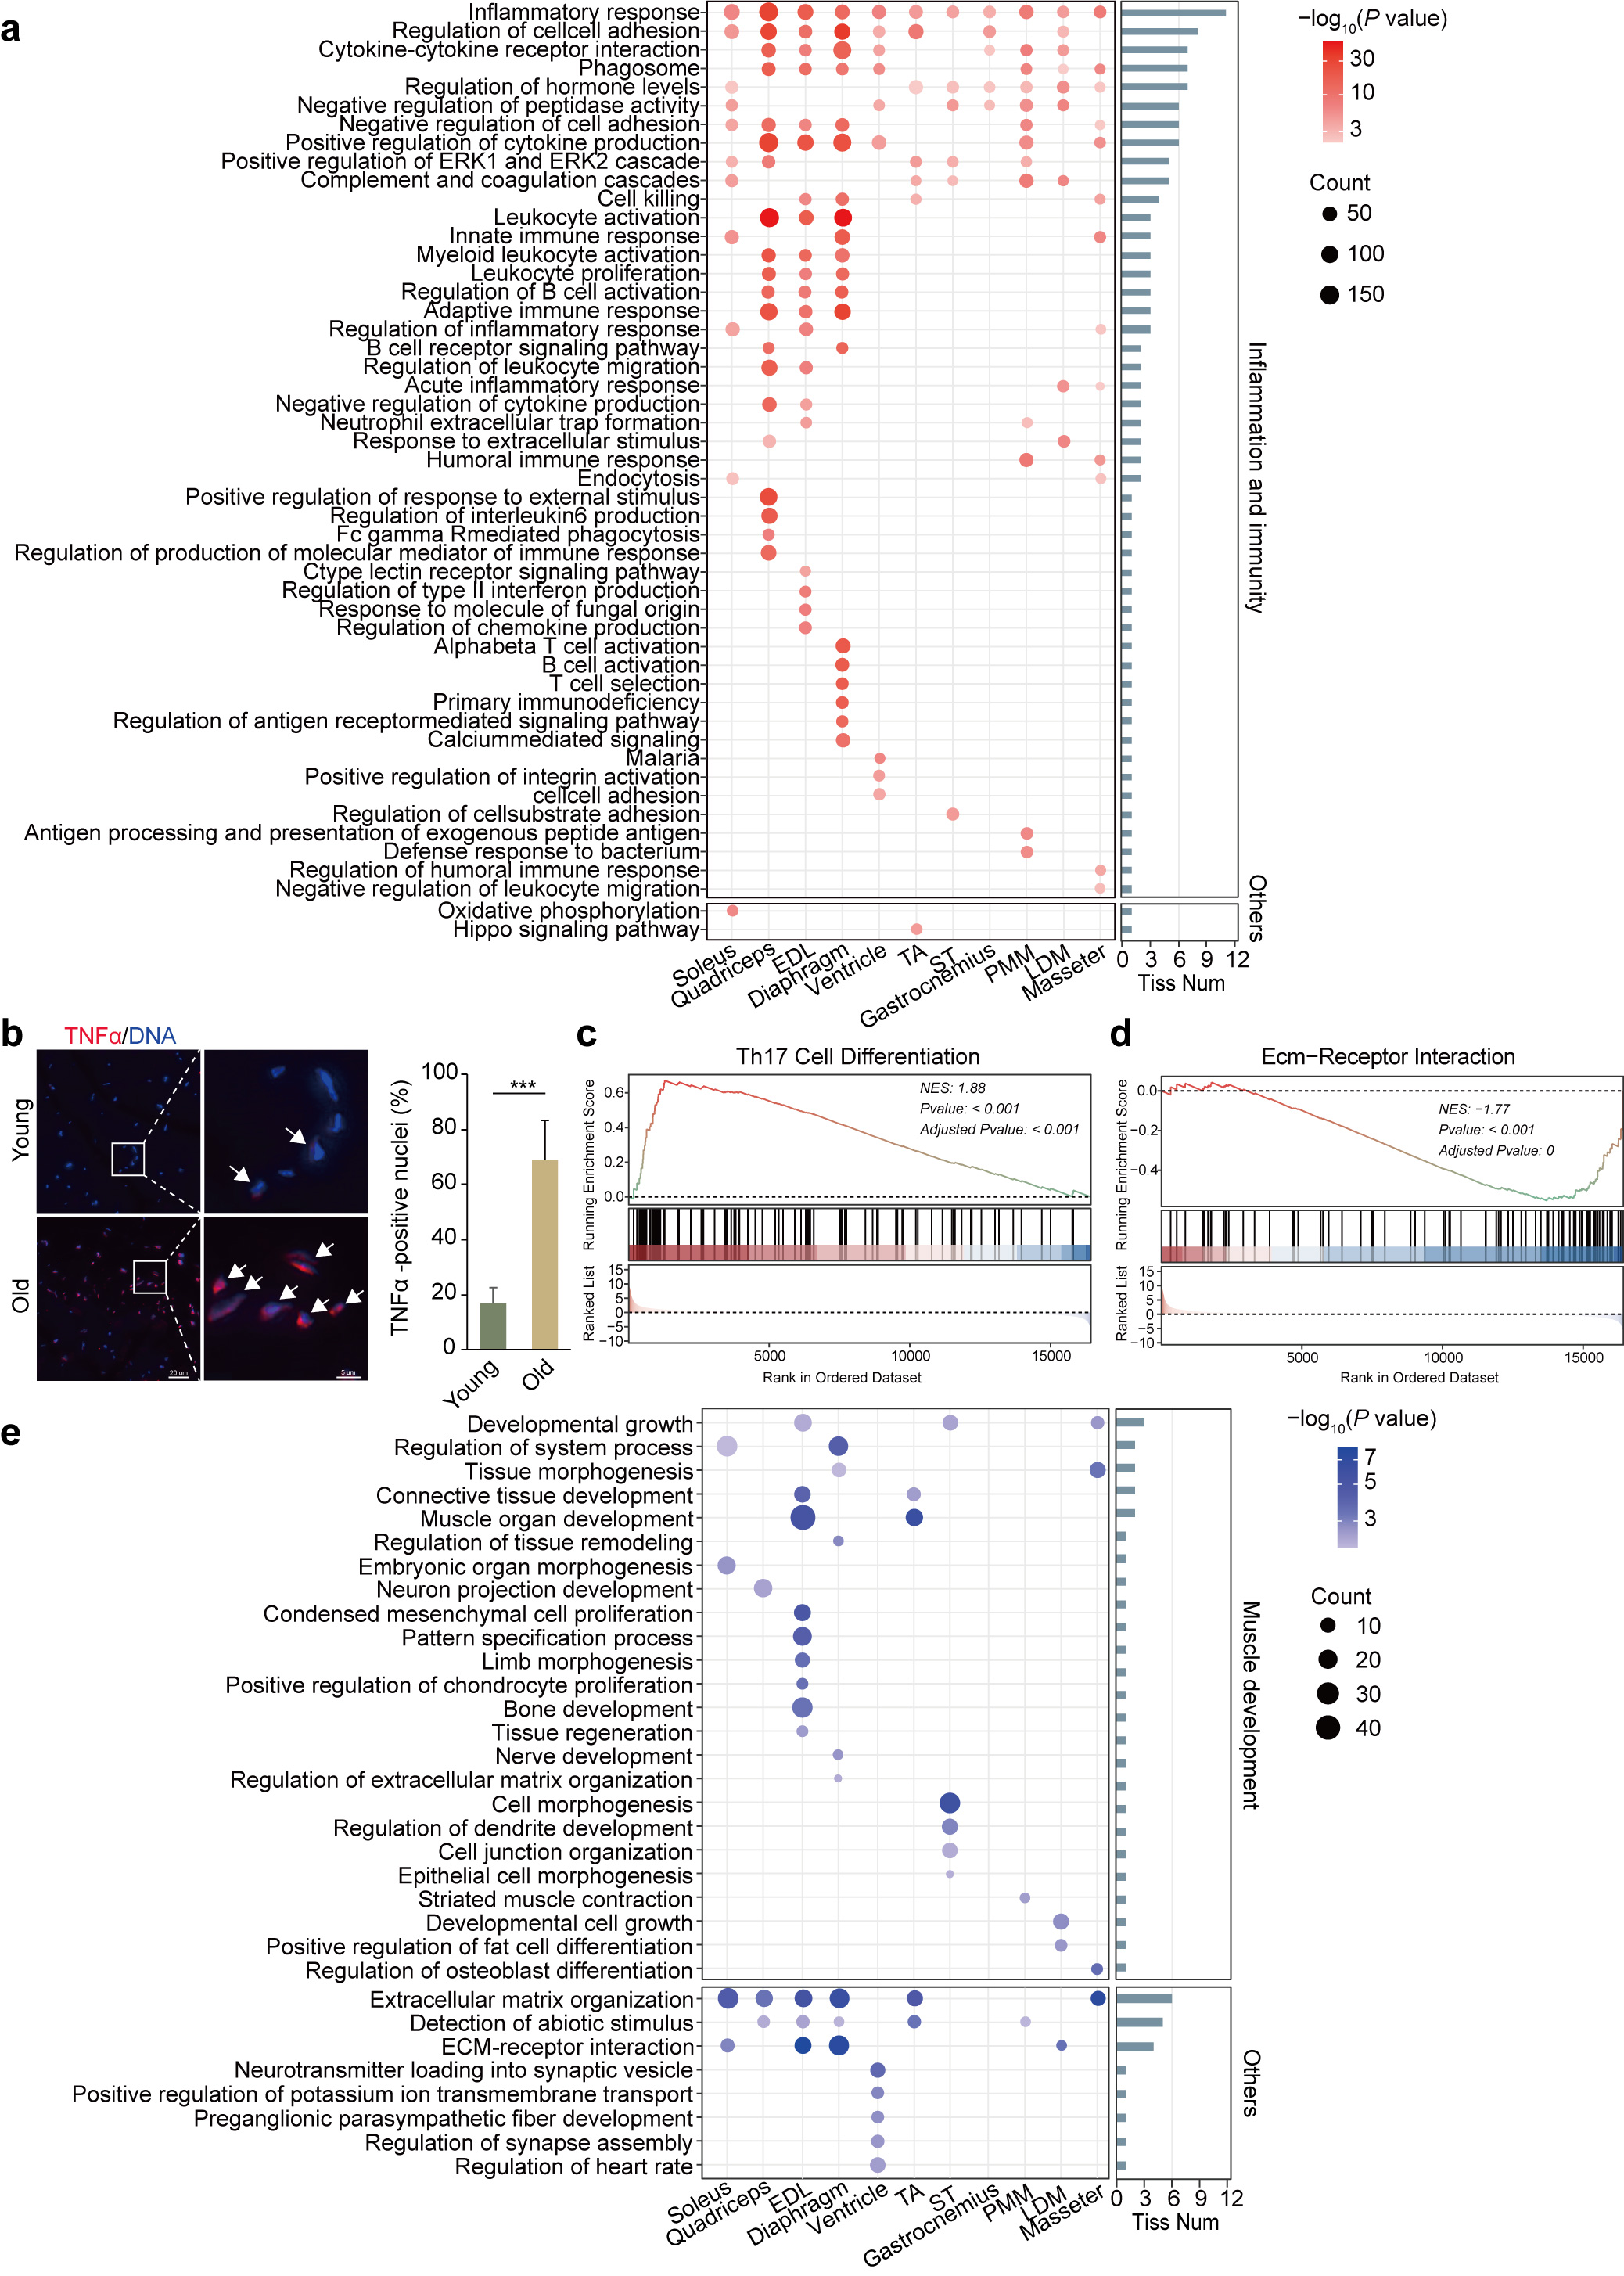

**Figure S4** **Functional analysis of gene expression and pathways in different tissues**

**(a)** Representative GO terms and KEGG pathways of up-regulated genes across all tissues. Histogram indicates the number of tissues with the same enrichment pathway.

**(b)** Representative immunostaining images of TNFa in the young and old groups are shown on the left. Scale bar, 20 and 10 μm (zoomed-in image). Gene immunofluorescence intensities were quantified and presented as mean ± SD on the right. ****p* < 0.001.

**(c, d)** Gene set enrichment analysis (GSEA) of the **(c)** Th17 cells differentiation and ECM-receptor interaction **(d)** in Dia. NES: normalized enrichment score.

**(e)** Representative GO terms and KEGG pathways of down-regulated genes across all tissues. Histogram indicates the number of tissues with the same enrichment pathway.

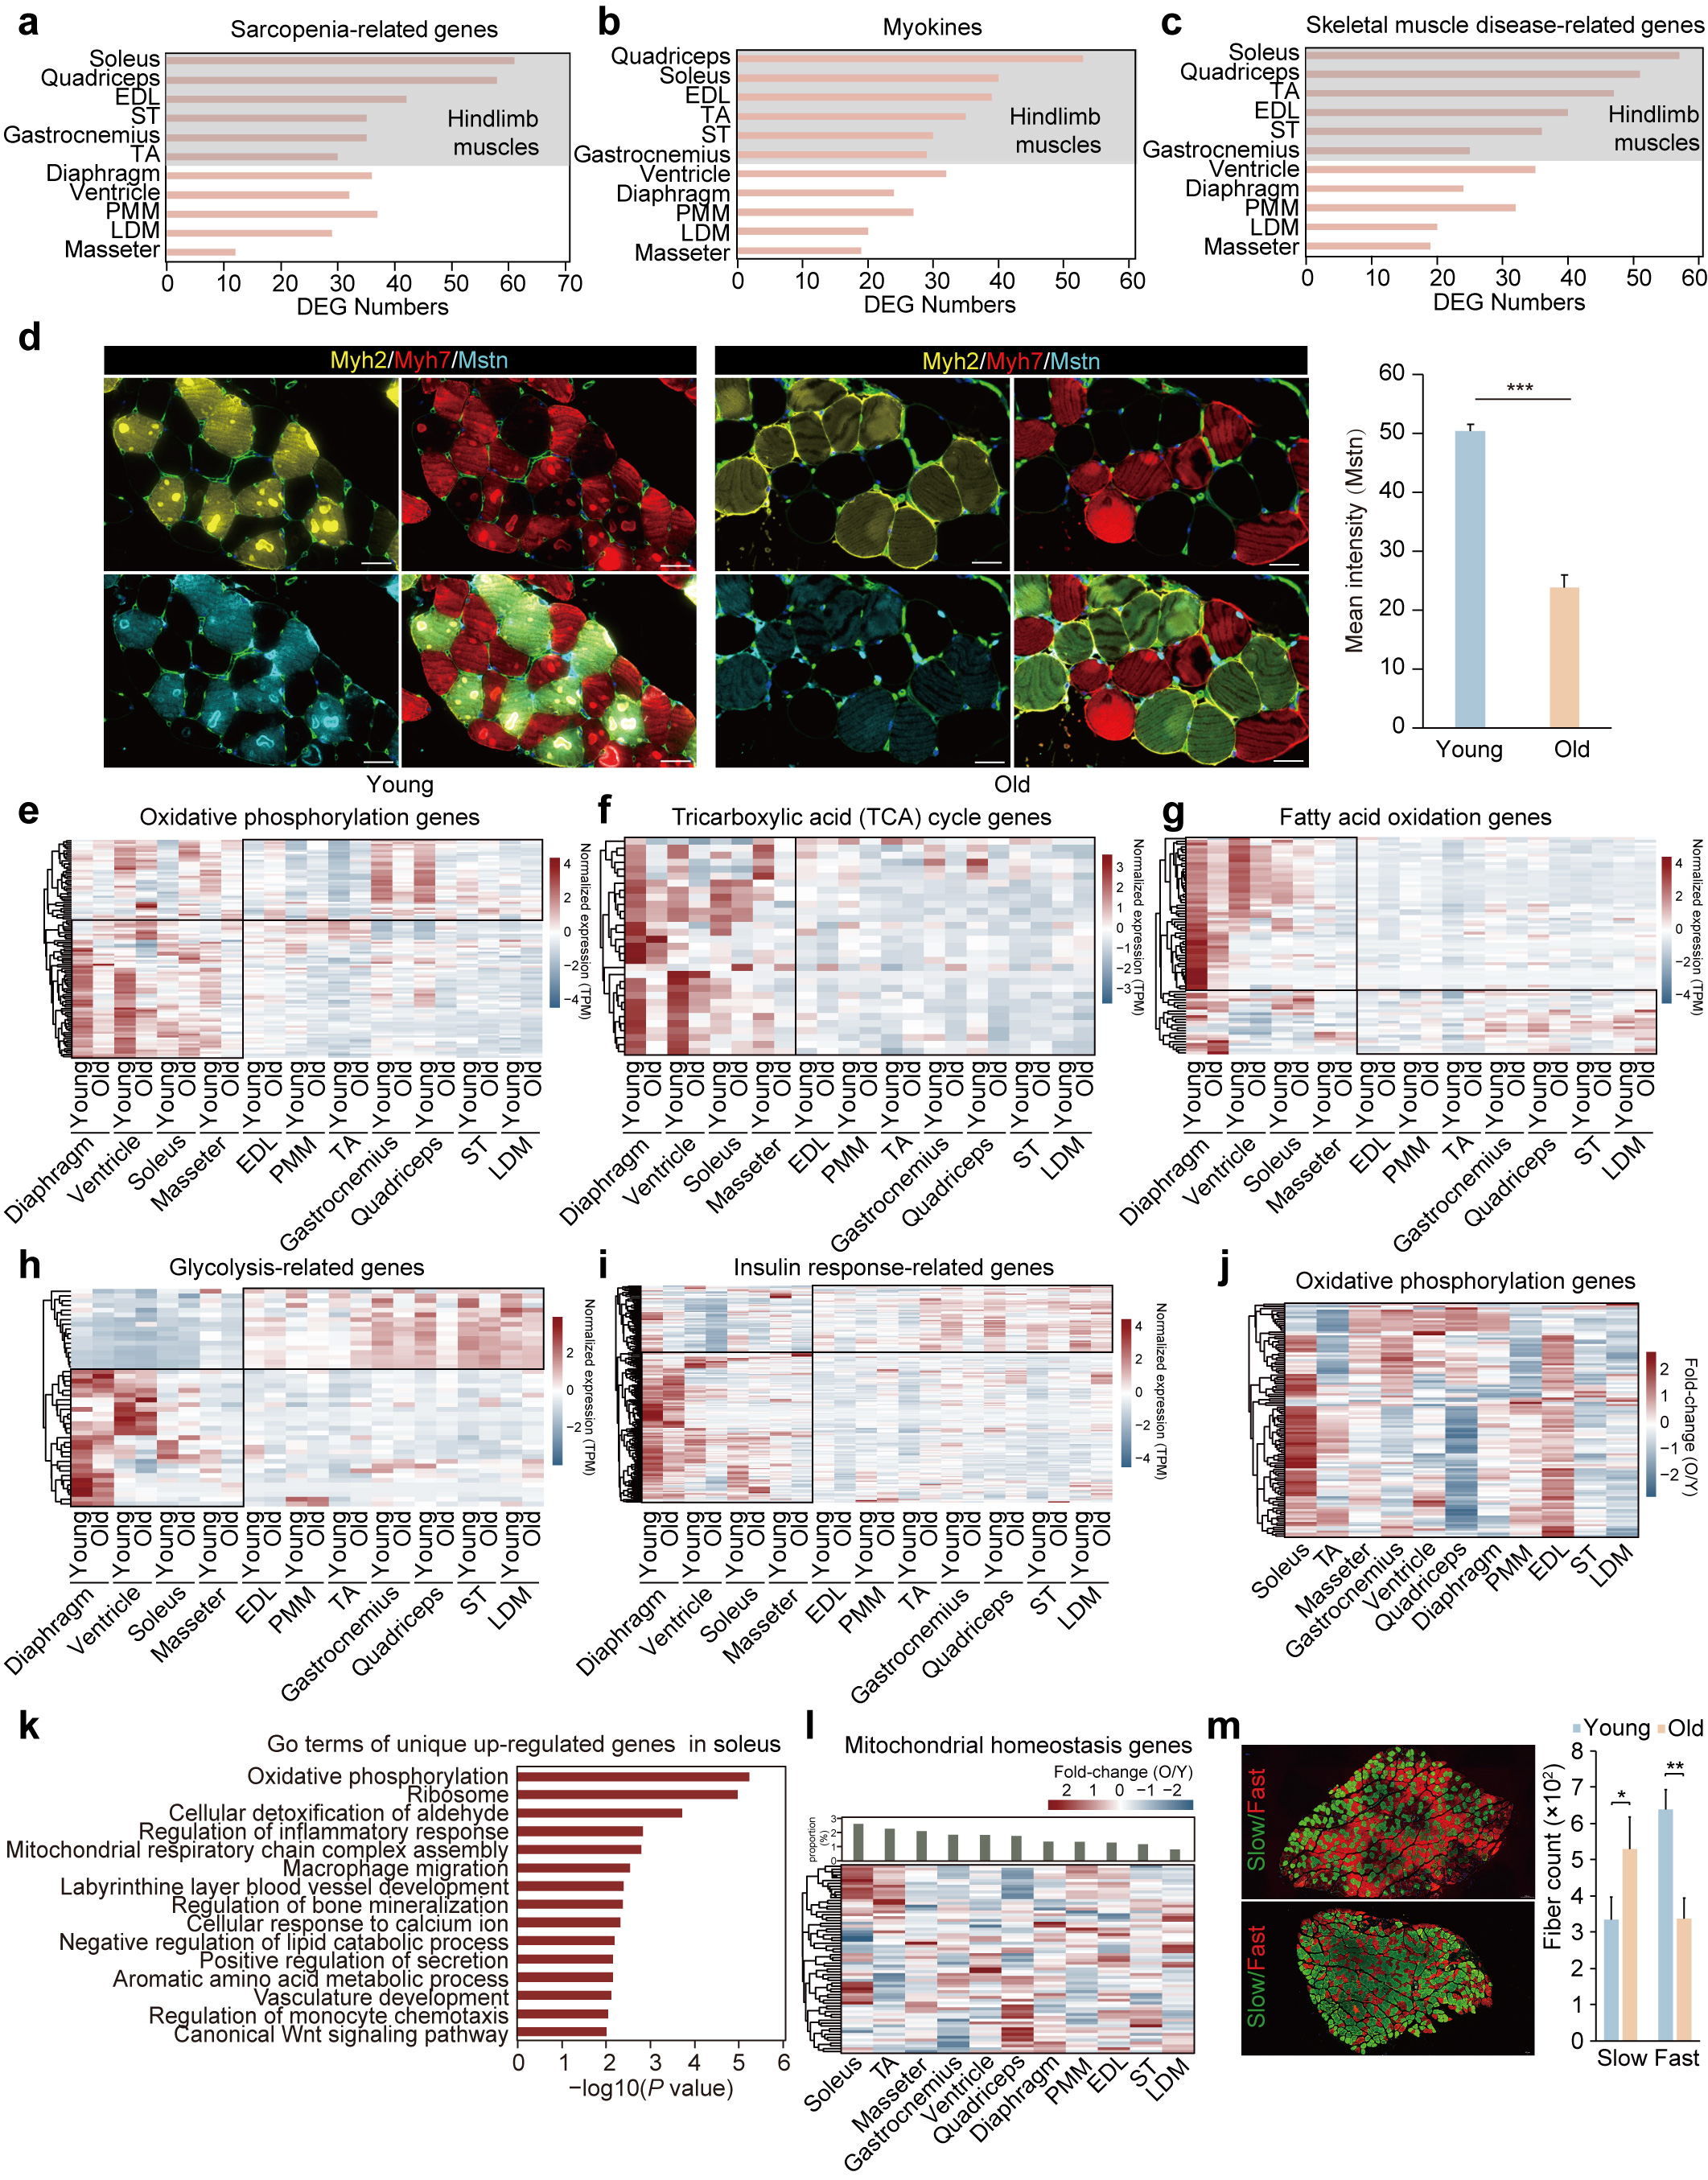

**Figure S5. Tissue-specific alterations of DEGs related to muscle diseases and metabolism**

**(a-c)** Bar graph depicting the number of differentially expressed genes (DEGs) related to sarcopenia **(a),** myokines **(b)** and skeletal muscle disease **(c)** across various tissues.

**(d)** Representative immunostaining images of Myh2, Myh7 and Mstn in the young and old groups. Scale bar = 20 μm. Mstn immunofluorescence intensities were quantified and presented as mean ± SD on the right. ****p* < 0.001.

**(e-i)** Normalized expression of gene transcripts involved in oxidative phosphorylation **(e)**, TCA cycle **(f)**, fatty acid oxidation **(g)**, glycolysis **(h)**, and response to insulin **(i)**, represented as a heatmap. The overall similarity in gene expression across tissues is represented as a dendrogram (left).

**(j)** A heatmap illustrating fold changes in gene expression related to oxidative phosphorylation.

**(k)** Representative GO terms and KEGG pathways of unique up-regulated genes in soleus.

**(l)** A heatmap showing fold changes in gene expression linked to mitochondrial homeostasis. The bar chart (top) represents the percentage distribution of mitochondrial homeostasis-related genes among DEGs in various tissues.

**(m)** Cross-sections of skeletal muscle stained with immunofluorescence-specific antibodies for fast II and slow I muscle fibers. Representative images are shown on the left, with the scale bar indicating 100 μm. The number of fast II and slow I muscle fibers is shown on the right as mean ± SD. **p* < 0.05, ***p* < 0.01.

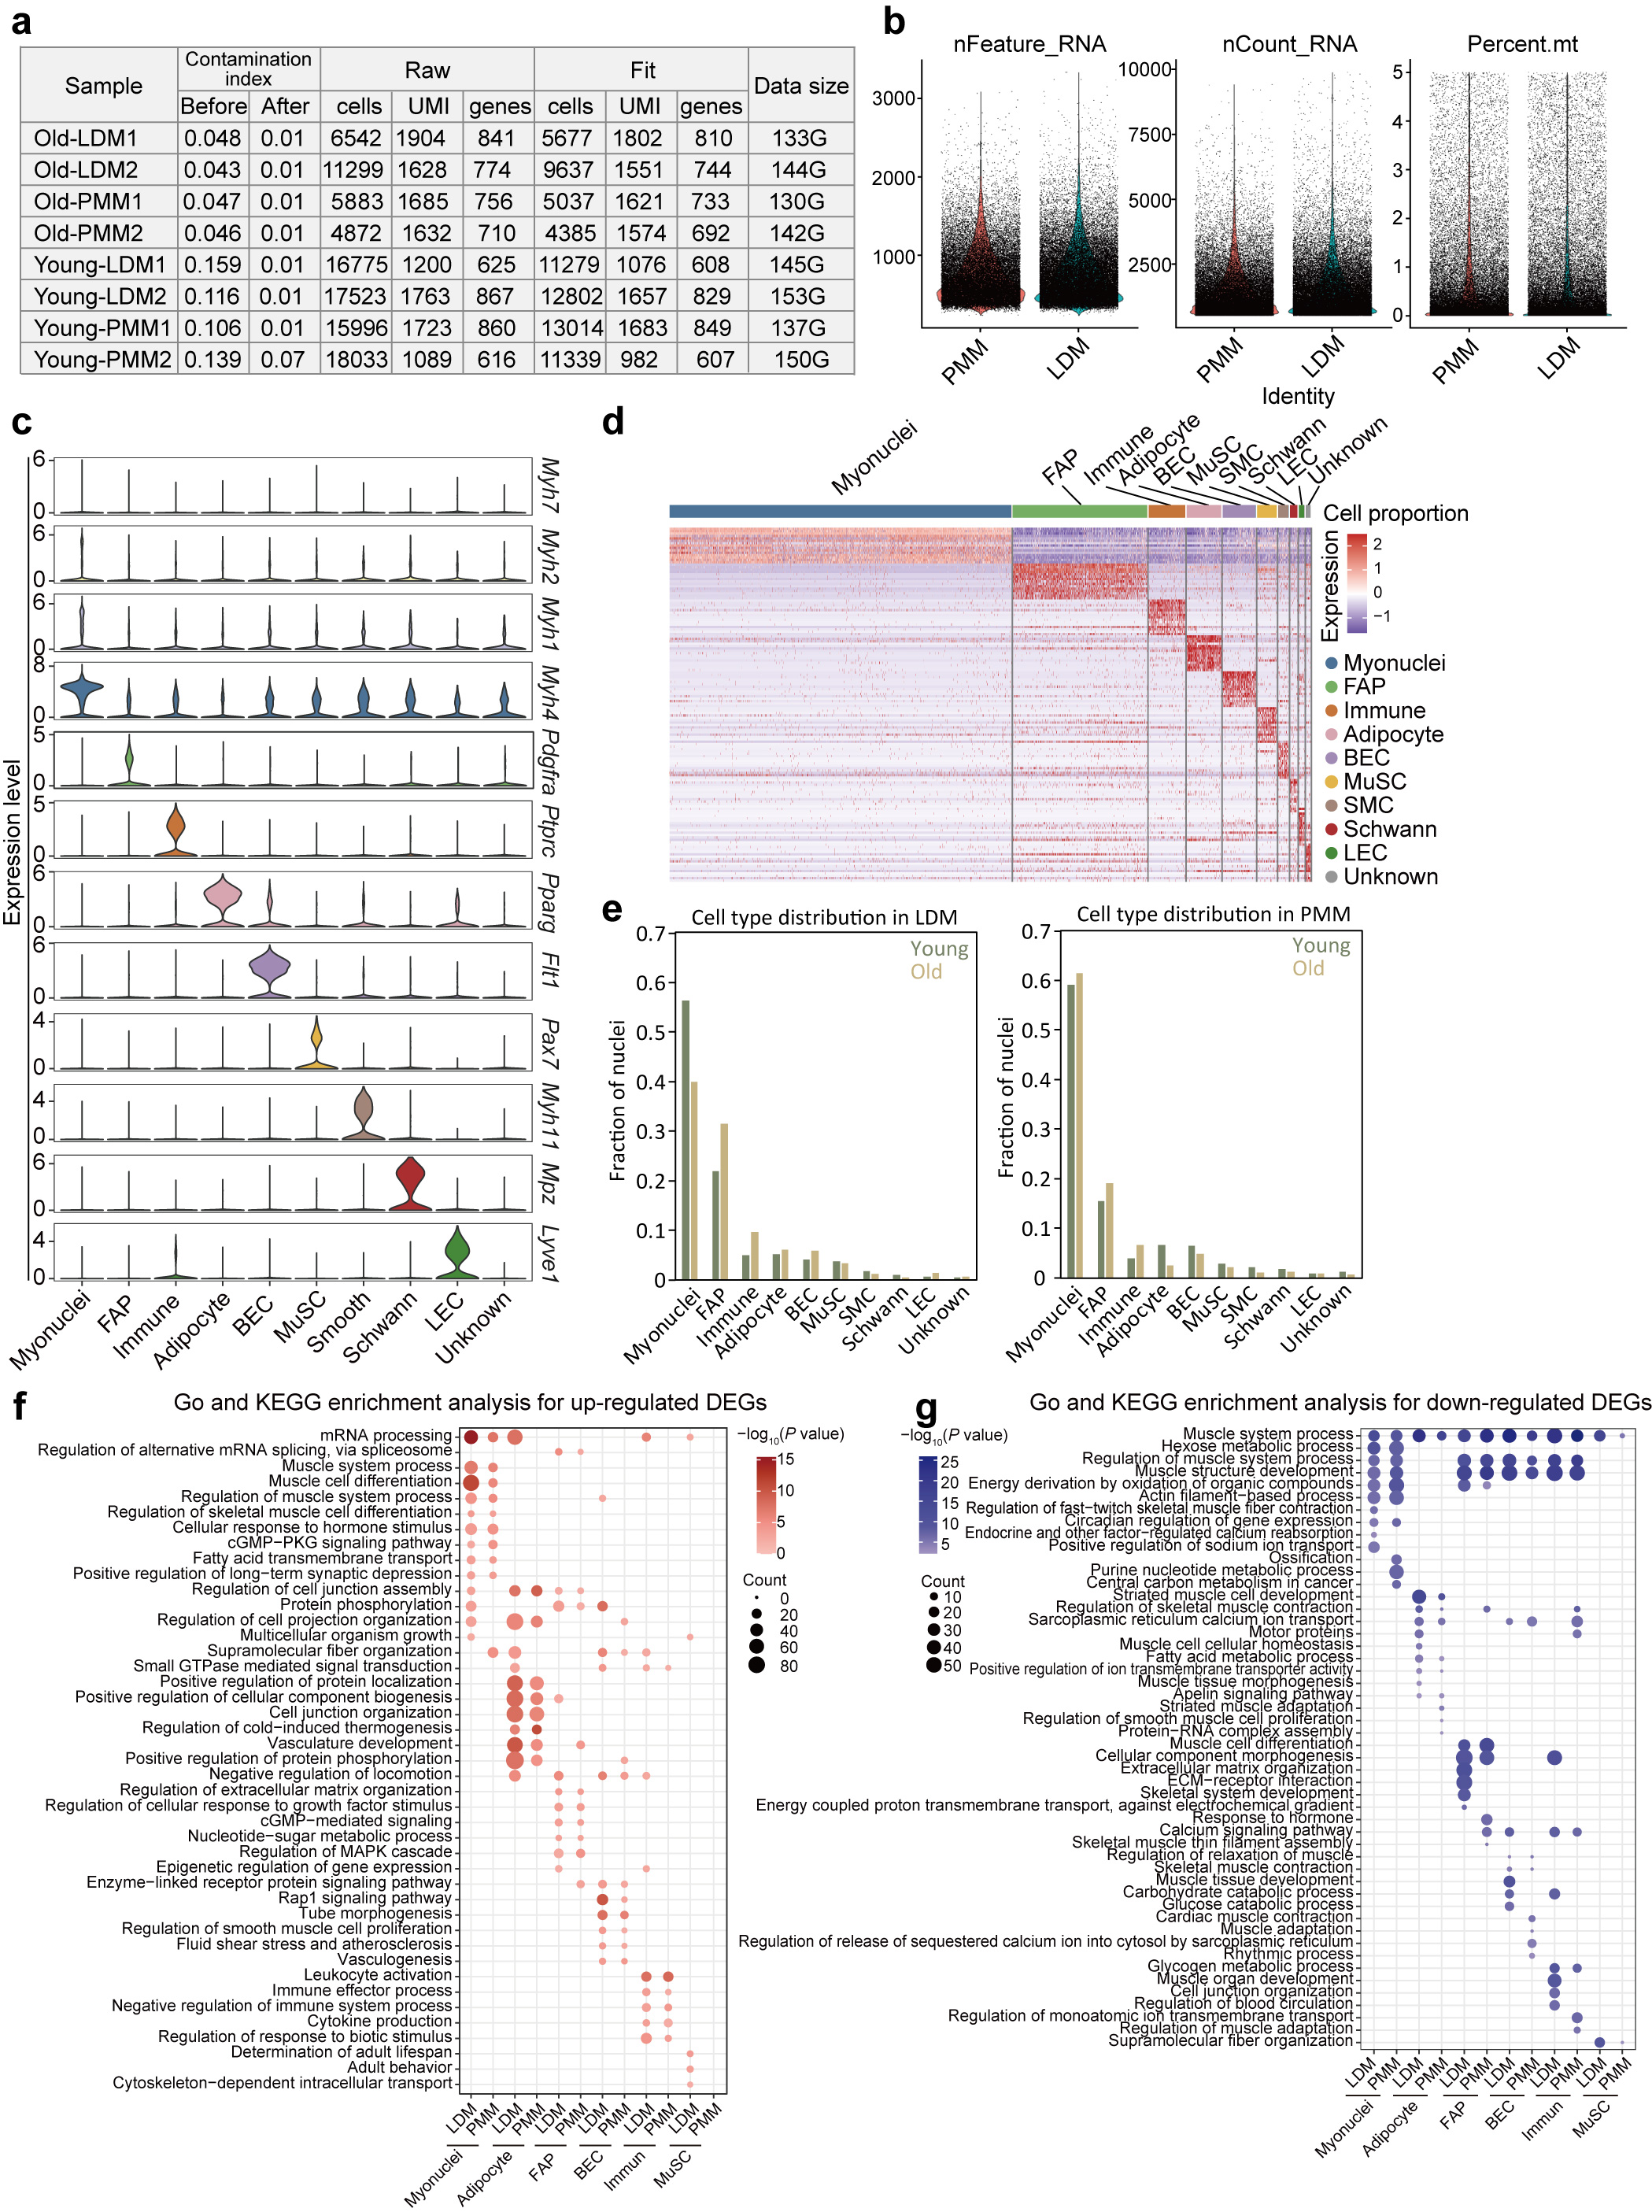

**Figure S6 Comprehensive analysis of sequencing quality, gene expression, and cell-type-specific pathways**

**(a)** Mapping statistics of sequencing results of each sample before and after quality control.

**(b)** Violin plots showing the number of detected genes (nFeature), total reads (nCount), and the Percentage of mitochondrial genes (percent_mt) in each tissue.

**(c)** Violin plots showing the expression of marker genes in the different cluster.

**(d)** Normalized expression heatmap showing the top 15 marker genes for each cluster of nuclei.

**(e)** Distribution of cell types in LDM (left) and PMM (right) for young and old groups, with the fraction (relative to the total number of nuclei) of each cell type shown on the y-axis.

**(f, g)** Dot plot summarizing common GO terms and KEGG pathways enriched among up-regulated (F) and downregulated (G) DEGs in major cell types of LDM and PMM.

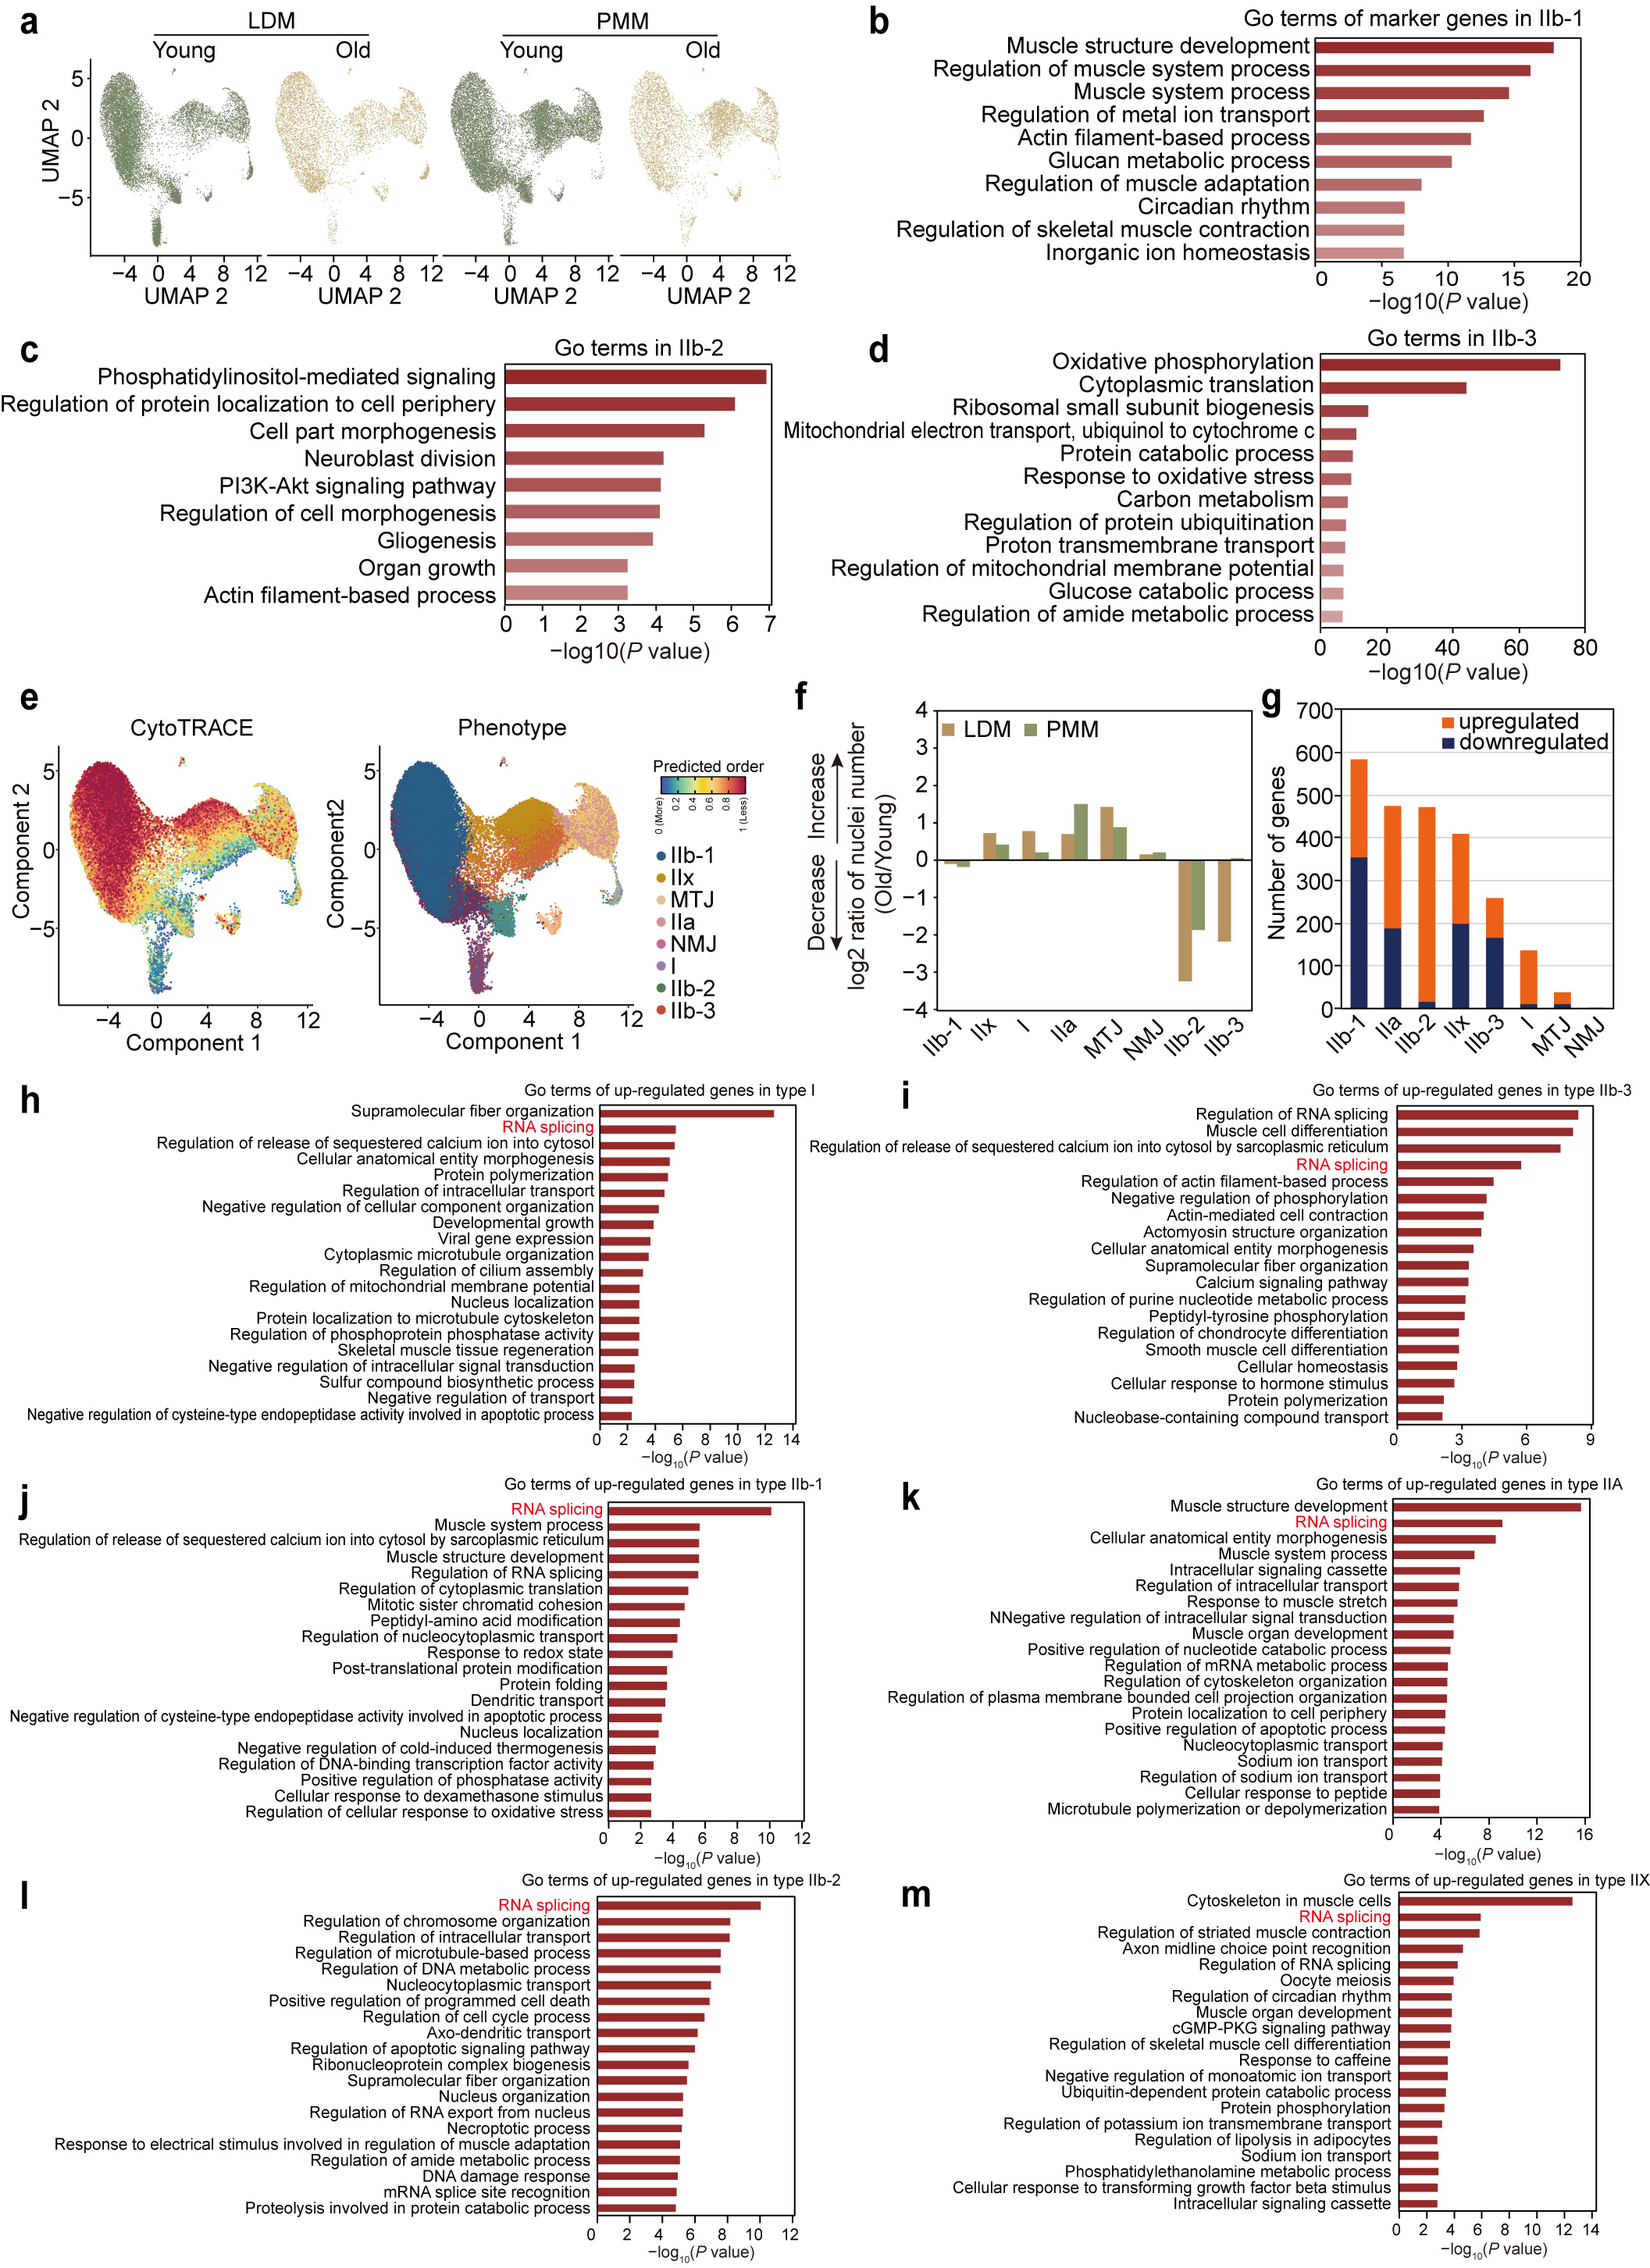

**Figure S7 Cellular heterogeneity and functional analysis across young and old mouse skeletal muscles**

**(a)** UMAP diagram visualized nuclear cluster of different tissues in the young and old groups.

**(b-d)** Representative GO terms and KEGG pathways of marker genes in type IIb subclusters.

**(e)** CytoTRACE pseudotime differentiation trajectory (left), UMAP visualization showing the mapped phenotype information (right).

**(f)** The bar chart shows the log2 ratio of the fraction (Old/Young) for each muscle fiber type, calculated as the proportion of each cell type relative to the total number of nuclei in LDM and PMM. Positive values indicate an increased fraction of the cell type in the old group compared to the young group, while negative values represent a decreased fraction.

**(g)** The number of upregulated and downregulated DEGs across all cell clusters. Cell types are ranked by the total number of DEGs.

**(h-m)** GO terms and KEGG pathways of up-regulated genes in major myonuclei subclusters.

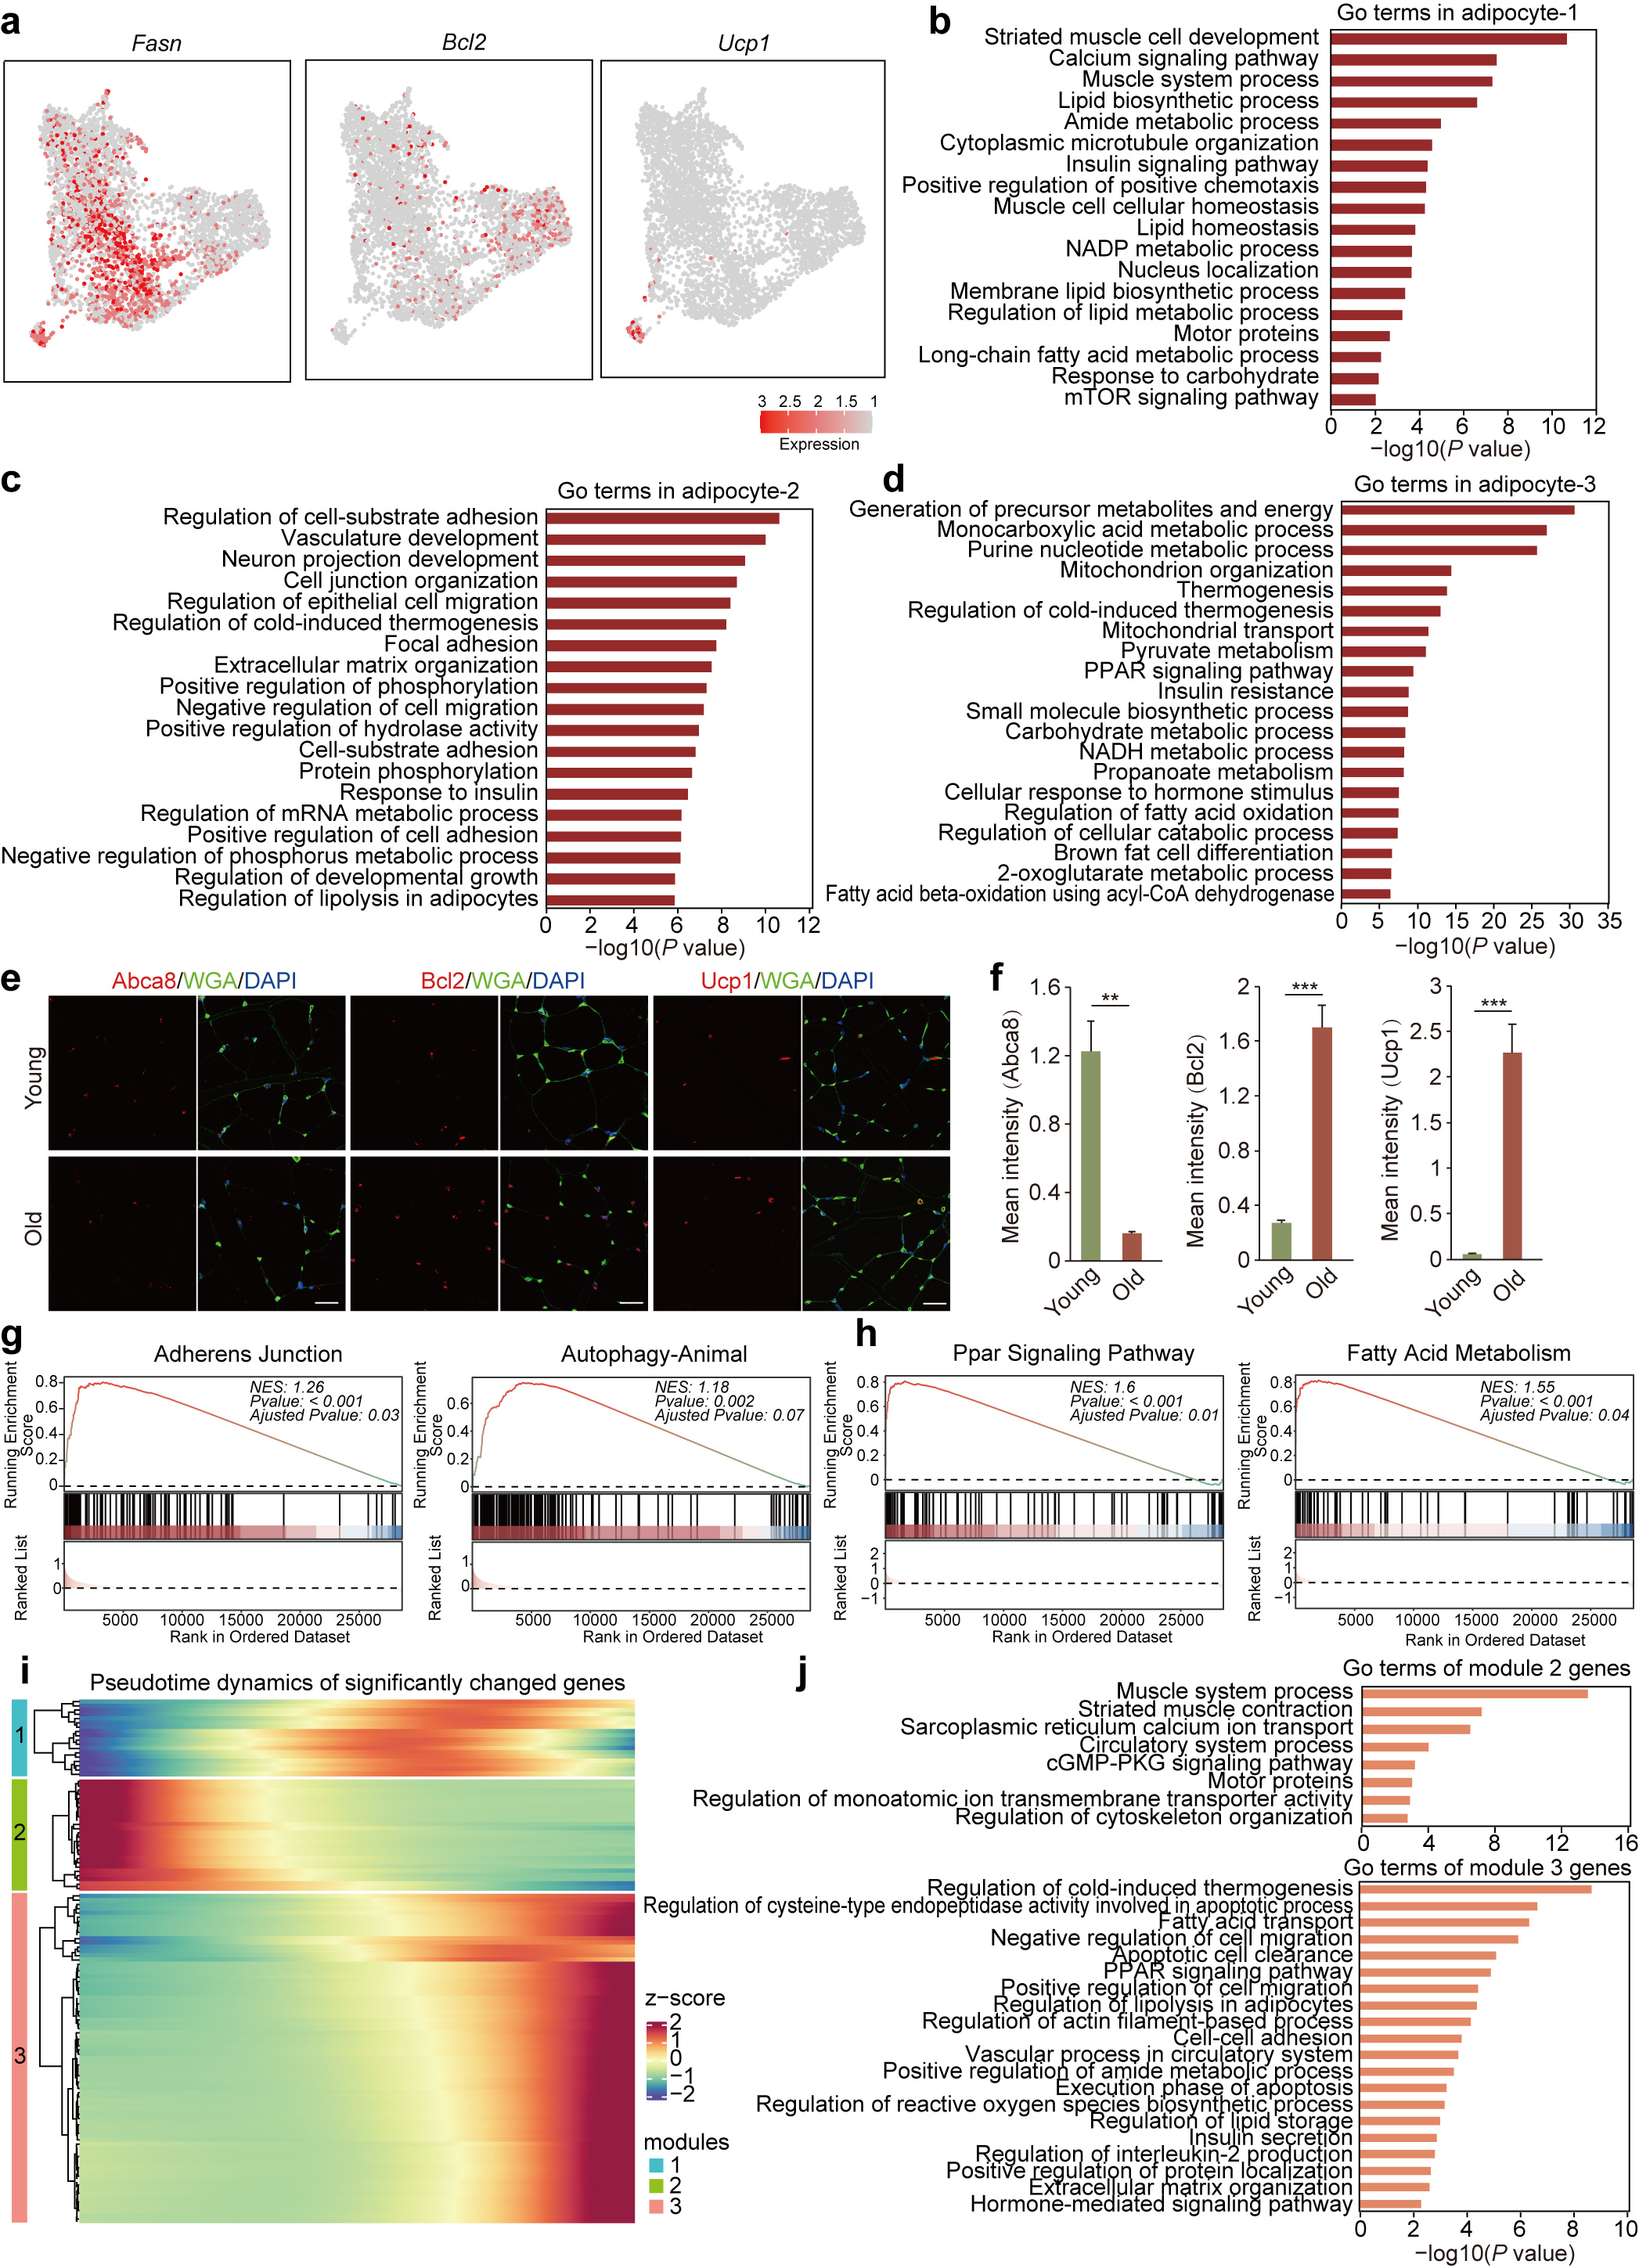

**Figure S8 Adipocyte subcluster characterization and functional pathway analysis in young and old mice**

**(a)** Umap Plots showing the expression of marker genes of adipocyte subclusters.

**(b-d)** GO terms and KEGG pathways of marker genes in major adipocyte subclusters.

**(e)** Representative immunostaining images of marker genes for adipocyte 1 (Abca8), adipocyte 1 (Bcl2) and adipocyte 3 (Ucp1) in the young and old groups. Scale bar = 20 μm.

**(f)** Marker gene immunofluorescence intensities were quantified and presented as mean ± SD. ***p* < 0.01, ****p* < 0.001.

**(g, h)** Gene set enrichment analysis (GSEA) in adipocyte2 (G) and adipocyte3 (H), NES: normalized enrichment score.

**(i)** Pseudotemporal heat map showing gene expression dynamics for significant marker genes.

**(j)** GO terms and KEGG pathways of genes in Modules 2 and 3.

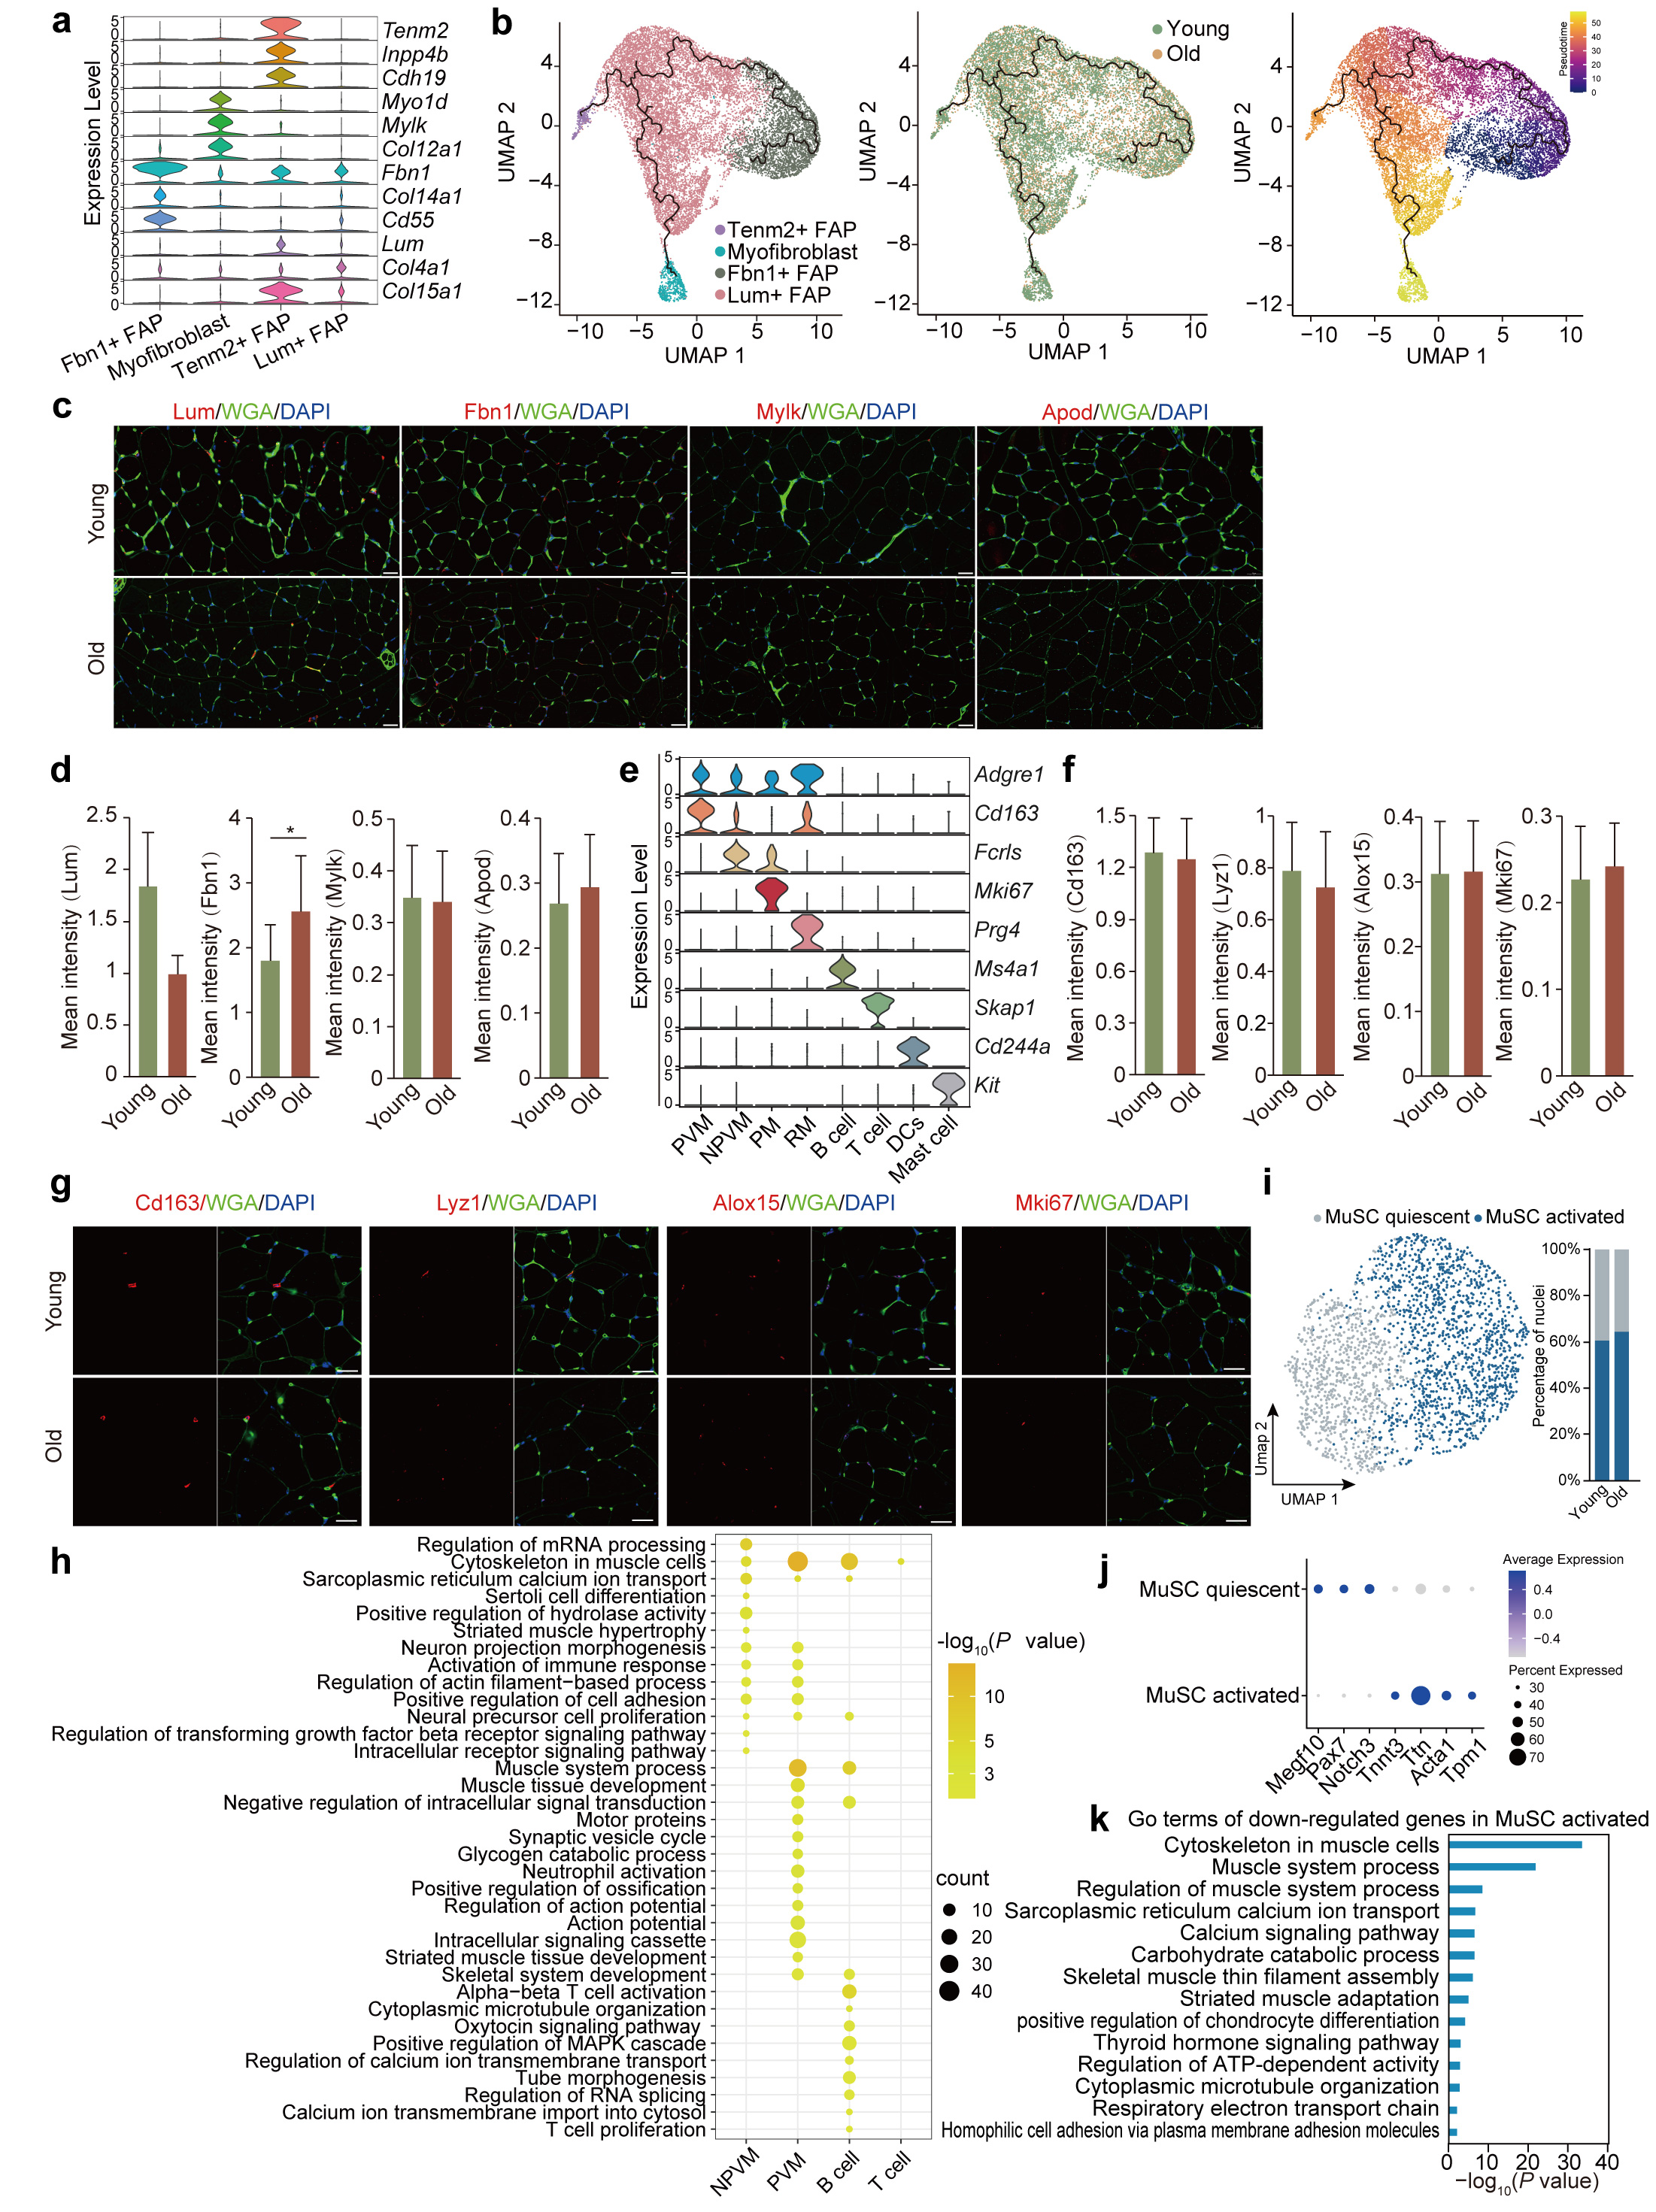

**Figure S9 Characterization and functional analysis of immune and FAP subclusters in young and old mice**

**(a)** Violin plots showing the expression of marker genes in the different cluster.

**(b)** UMAP showing the trajectory of FAP subclusters obtained from young and old groups (left). The nuclei are colored according to groups (middle) and pseudotime (right).

**(c)** Representative immunostaining images of marker genes for Lum^+^ FAP (Lum), Fbn1^+^ FAP (Fbn1), Myofibroblast (Mylk) and Tenm2^+^ FAP (Apod) in the young and old groups. Scale bar = 20 μm.

**(d)** Marker gene immunofluorescence intensities were quantified and presented as mean ± SD on the right. **p* < 0.05.

**(e)** Violin plots showing the expression of marker genes in the different cluster.

**(f)** Marker gene immunofluorescence intensities were quantified and presented as mean ± SD.

**(g)** Representative immunostaining images of marker genes for PVM (Cd163), NPVM (Lyz1), RM (Alox15) and PM (Mki67) in the young and old groups. Scale bar = 20 μm.

**(h)** Dot plot of GO terms and KEGG pathways enriched in major Immune cell subcluster.

**(i)** Umap diagram of MuSC subclusters (left). The proportion of each MuSC subclusters in young and old groups (right).

**(j)** Dotplot of marker genes in MuSC subclusters.

**(k)** GO terms and KEGG pathways of down-regulated genes in the MuSC activated subcluster.

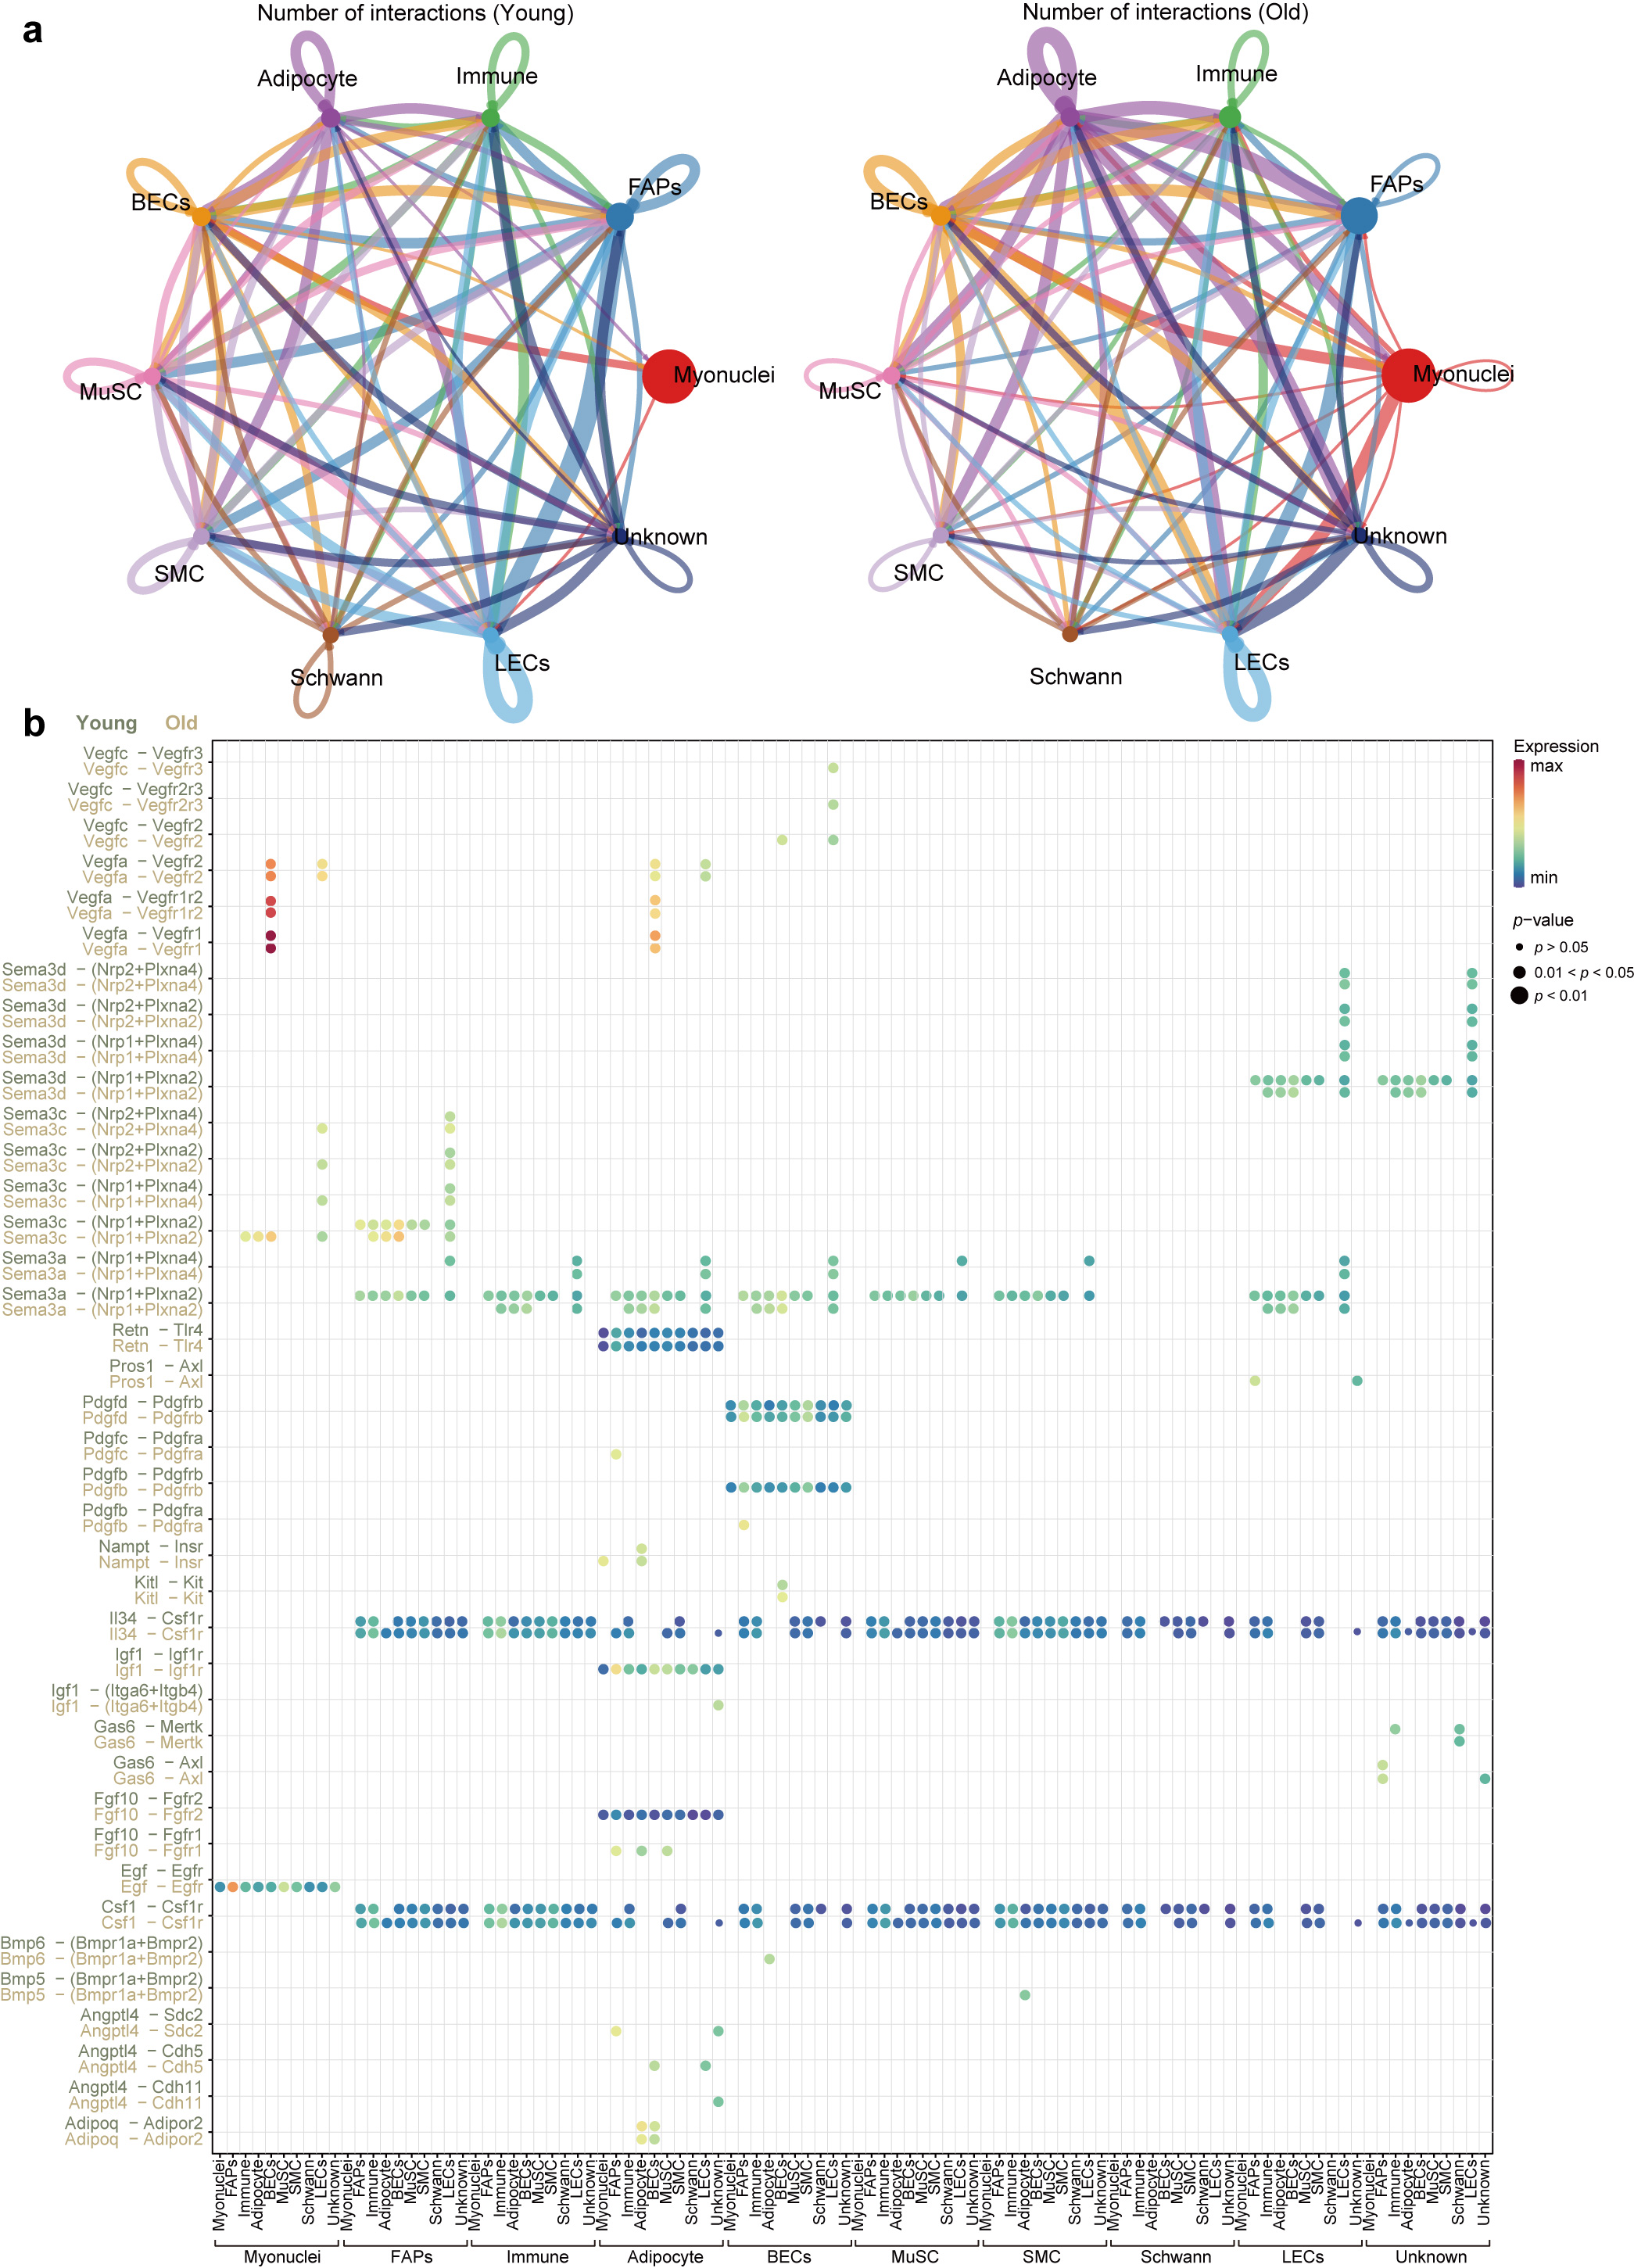

**Figure S10 Cell-cell interaction network and ligand-receptor specificity changes between young and old groups**

**(a)** Circle network plots displaying the number of interactions between cells based on the “Cellchat” package (left, young; right, old). The thickness of the lines is proportional to the number of interactions between cells. The size of the nodes is proportional to the number of different cell types.

**(b)** The ligand-receptor pairs showing significant changes in specificity between young and old groups across all cell types.

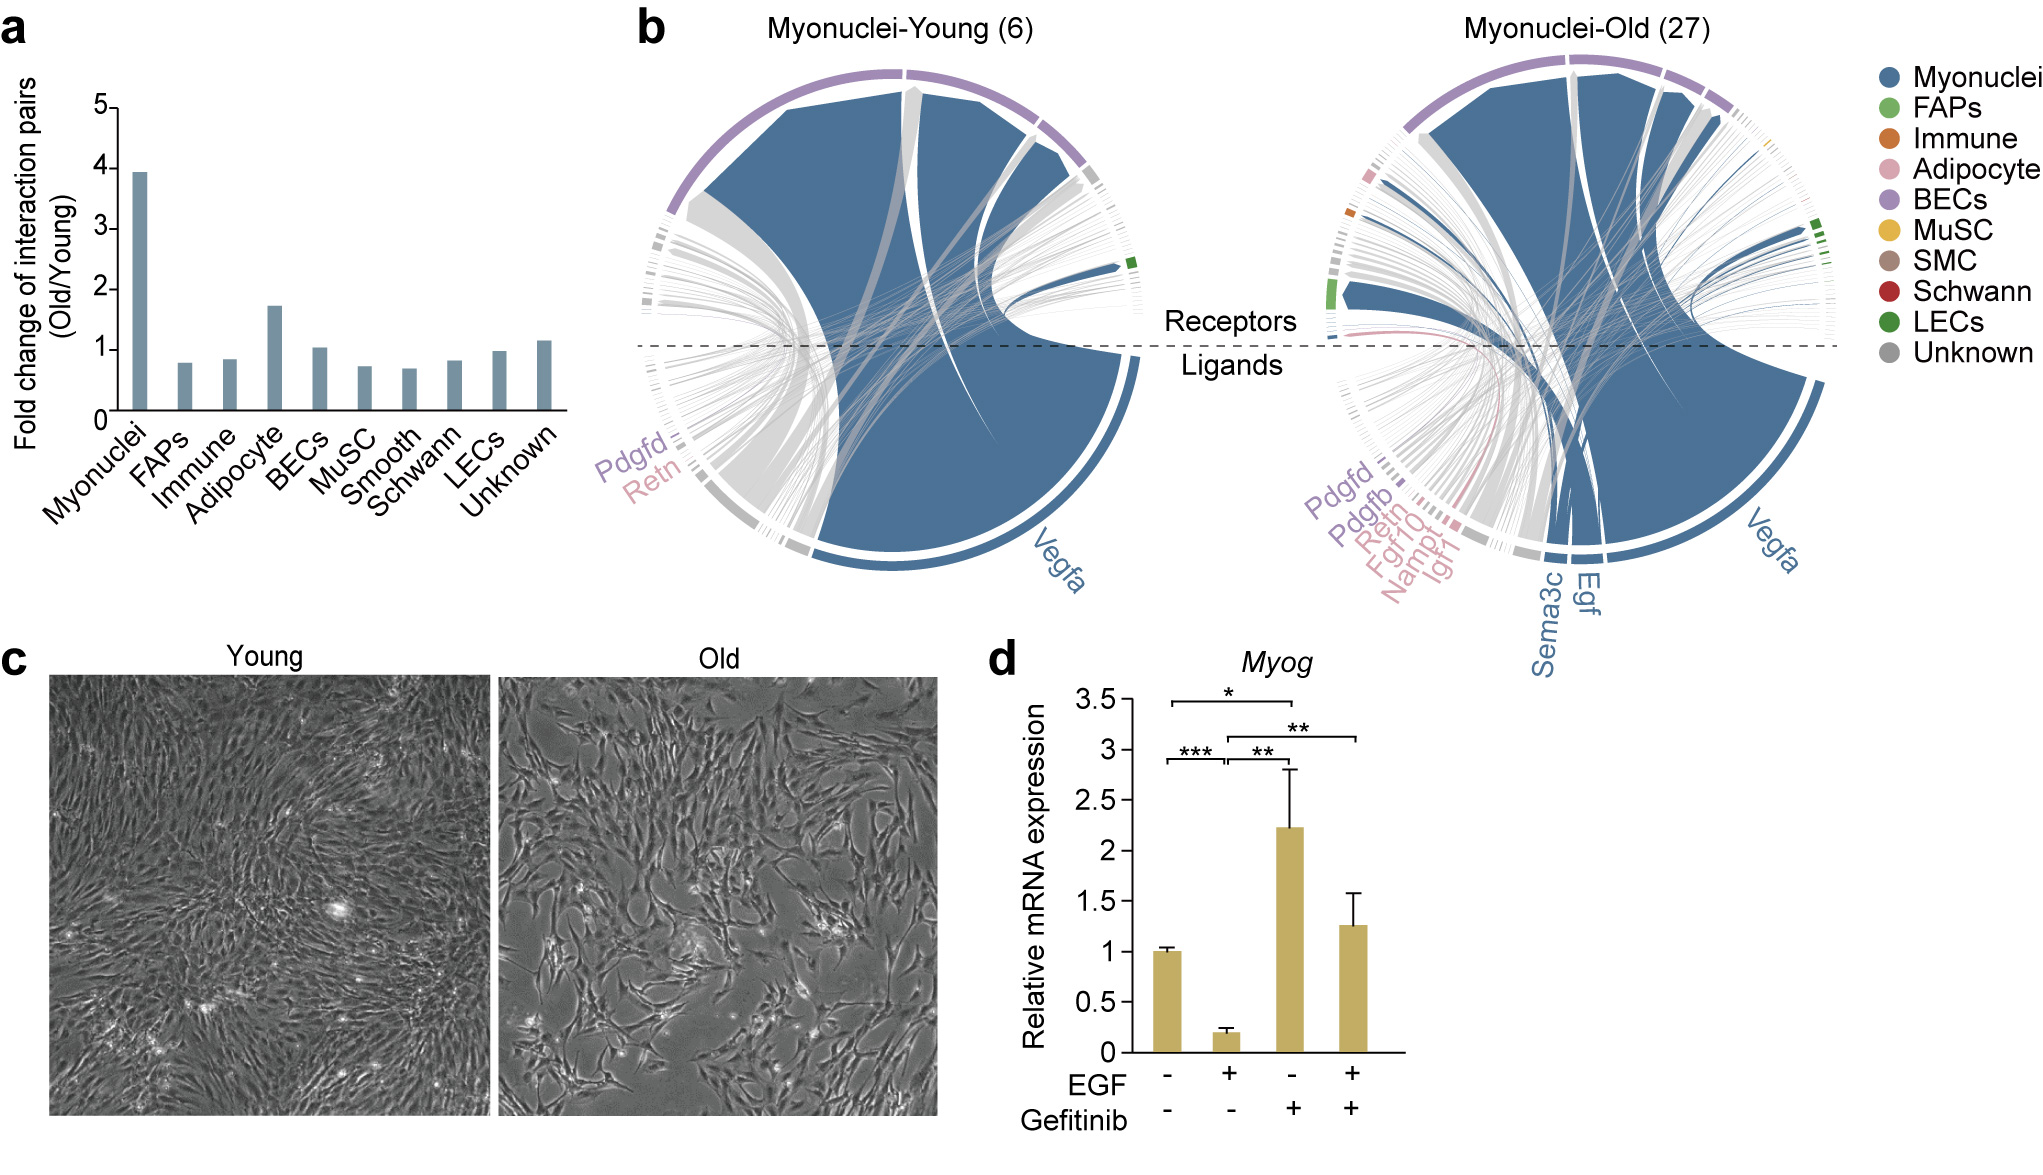

**Figure S11 Cell interaction dynamics and H₂O₂ inhibition of C2C12 differentiation**

**(a)** The vertical axis represents the fold change, indicating the ratio of the percentage of the number of interaction pairs for each cell type to the total number of interactions in the old group, divided by the same percentage in the young group.

**(c)** Chrod plot displaying intercellular ligand-receptor (L-R) interactions between myonuclei and nonmuscle nuclei in young (left) and old (right panel) groups.

**(c)** Hydrogen peroxide (H₂O₂) inhibits C2C12 differentiation, as shown by the morphological changes observed under phase contrast microscopy.

**(d)** Relative expression of *Myf5.* validated by qRT-PCR in the control group and after treatment with EGF, Gefitinib, or both.

How the deposited data were processed for this re-analysis (not part of the article)

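RNA was measured by the authors in 11 tissues of young (3 months) and old (24 months) C57BL/6J mice, with 4 samples per tissue and age except for 3 in old diaphragm and young masseter. The authors made polyA libraries, aligned reads with STAR, quantified transcripts with Kallisto, and deposited TPM per gene, a value that is relative to all transcripts of a library. The deposited table was the only processed file, and all values were computed from it. The paper used edgeR and does not state its inputs. The table holds no counts, and TPM cannot be turned back into counts. The steps before TPM are included in the values and were not repeated. The paper gives an average depth over libraries, and depth per sample cannot be read from the table, so no counting error was computed and precision was taken from the replicates.

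Genes were named from GENCODE release M39 for GRCm39, in which 98 of the 16436 identifiers were absent. Each tissue was fitted alone with limma 3.58.1 in R 4.3.3, by linear models with a trended variance on log2(TPM + 1). The test's p-values were adjusted with the Benjamini-Hochberg method over all genes of the table, and DEGs had an adjusted p below 0.05 and an absolute log2 fold change above 1. Single measures were compared between ages with two-sided exact permutation tests in scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9. Correlations were tested with 100000 permutations, and differences between ages by permuting ages within tissues. Both treat samples of different tissues as independent, which does not hold if they come from the same mice. Principal components were computed on centred and scaled log2 values. Both the test of single genes and that of lists were tested on simulated data. Normal values were drawn independently for each gene, with its mean and SD, for the samples of soleus, diaphragm, and masseter. Among genes with a mean of at least 5 TPM, 200 were changed 4-fold, and smaller changes were not simulated. The calls recovered 198, 189, and 191 of them, with 0, 2, and 2 unchanged genes called. Of 200 unchanged lists, 16, 15, and 7 had an unadjusted p below 0.05 by fry, where 5% would by chance. Fry may thus be somewhat liberal in soleus and diaphragm, but this excess was not tested against chance. The unchanged lists held random, independent genes, so the simulation cannot show how fry behaves on lists of genes that vary together.

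Gene lists of at least 5 genes were tested with fry and, as alternatives, with camera at a preset correlation of 0.01 and at an estimated one, adjusted over lists and tissues. The lists covered oxidative phosphorylation (nuclear), mitochondrially encoded mRNA, glycolysis, TCA cycle, fatty acid oxidation, sarcomere, extracellular matrix, inflammatory mediators, Th17 differentiation, B cells, T cells, plasma cells, lymphoid stroma, macrophages, adipocytes, brown fat, cartilage and bone, tendon, Schwann cells and nerve, blood (erythroid), liver, skin, salivary gland, atrium, mesothelium, denervation, clock genes of the Dbp phase, clock genes of the opposite phase, glucocorticoid and stress response, C57BL/6 substrain genes, type IIB fibre markers, and type I fibre markers. The metabolic lists were written from general knowledge and are not those of the paper. The list of lung genes was added after the values were seen. The fibre markers are those of the paper's Figure S2d and Figure S2e, which chose them on these samples. Named genes were every gene the paper names for the bulk RNA in its tissue, apart from a few left out of this text, up to 5 genes in each direction called in the most tissues, and up to 2 genes in each direction of largest change in a tissue without overlap between ages.

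Alternatives were a pseudocount of 0.1, genes with a mean of at least 1 TPM in the tissue, TPM rescaled by the median ratio to the geometric mean sample, TPM without mitochondrially encoded genes rescaled to equal totals, a single fit of all samples, sample quality weights, the number in the library name as a block, and each replicate left out in turn. Scores of liver, salivary gland, and B-cell genes as covariates, an unadjusted p, and a few subsets were added after the values were seen. Histology, quantitative PCR, and single-nucleus data have no values in the table and were left out, as were counts of DEGs in the gene lists of Tables S1 to S5, which were not available. Functional enrichment over a full ontology was not repeated.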

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

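The tests of liver, lung, salivary gland, and lymph node RNA, and that of rescaling for the difference between soleus and the other tissues, were chosen after the result was seen.

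The share of Myh4 in the summed Myh TPM, in percent, was 0.361 in young ventricle replicate 4, against 0.0127 to 0.0434 in the other 3 samples. The same share was 63.1 in young PMM replicate 4, against 69.6 to 69.8 in the other 3 samples. The mean log2(TPM + 1) of inflammatory mediators was 1.84 in old quadriceps replicate 2, against 1.39 to 1.44 in the other 3 samples. Mt2 in TPM was 94.5 in old quadriceps replicate 2, against 40.7 to 44.9 in the other 3 samples. The mean of the extracellular matrix genes was 3.16 in old soleus replicate 2, against 3.54 to 3.62 in the other 3 samples. The mean of the oxidative phosphorylation genes was 8.86 in young ST replicate 3, against 8.35 to 8.43 in the other 3 samples. That mean was 8.00 in old PMM replicate 3, against 8.55 to 8.58 in the other 3 samples. In each case one sample stood far from the others of its group. These are 7 of 120 tests, of 6 measures in 20 groups of 4 samples, where 6 would arise by chance, and no explanation was tested for them. Old quadriceps replicate 2 stood apart for both inflammatory mediators and Mt2. Its mean log2(TPM + 1) of B-cell genes was also the highest of its group, 2.64 against 0.414 to 0.787.

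The oxidative phosphorylation genes changed otherwise in soleus than in the other tissues, by 0.423 on the log2 scale (permutation p = 0.00083). Under both rescalings its permutation p stayed below 0.05, the higher being 0.033, so scaling of TPM did not account for all of it. With each replicate number left out in turn it was between 0.353 and 0.555. The rise within soleus alone is less certain. The median log2 fold change of the list was 0.219 as deposited. It was 0.127 without mitochondrially encoded genes and 0.337 after rescaling by the median ratio. The exact permutation p after these rescalings were 0.0571 and 0.0857, so a rise and an effect of scaling cannot be told apart with 4 samples against 4. A change in fibre composition with age, which the design does not separate, stays open and untested. The permutation p of the difference between tissues may be too small if tissues come from the same mice.

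Alb, a liver gene, reached 4837 TPM in diaphragm, where the lowest sample had 5.6, and the 79 samples of other tissues had a median of 0.225 and a highest value of 568 in old masseter. The paper does not report it. The other 13 liver genes followed Alb over the 7 diaphragm samples with a median Spearman correlation of 0.893, from 0.714 to 1.00. Of the 14 genes of the list, 8 have a mean above 1 TPM in the other tissues. Liver tissue attached to the diaphragm at dissection is a candidate source. The liver list had a median log2 fold change of -2.43 in diaphragm, and its score tended to be lower in old samples (correlation with age -0.41). The difference of the score between ages had an exact permutation p of 0.286. With 7 samples this test cannot show that liver RNA was balanced between the ages. With the liver score as a covariate, 69.4% of the 268 DEGs in diaphragm stayed called, 186 of the 220 called in that fit, so liver RNA does not explain most of them.

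Sftpc, a lung surfactant gene, reached 63.2 TPM in diaphragm and at most 0.205 in the other tissues, and Sftpb reached 10.9 against 1.68. Both were higher in young mice and are among the DEGs of largest decrease. Of the 7 other lung genes with a mean below 1 TPM elsewhere, 6 were higher in young diaphragm than in old diaphragm and in the other tissues of young mice, and their mean differed between ages by -0.92 (exact permutation p = 0.0286). Lung RNA in the young diaphragm samples is a candidate explanation, and a difference of the diaphragm with age was not tested apart from it. The whole list of 14 lung genes, of which 5 have a mean above 1 TPM in the other tissues, had a median log2 fold change of -0.49 in diaphragm (adjusted p = 0.067 by fry).

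Pip, a salivary gland gene, reached 2445 TPM in masseter, with a lowest sample of 0.336, and at most 5.37 in the other tissues. The 7 genes of the list other than Amy1 went together over the 7 masseter samples, with a median Spearman correlation of 0.788, and gland tissue next to the masseter is a candidate source. Over the samples of the 10 tissues other than masseter, 2 of the 8 genes of the list have a mean above 1 TPM. With the score of these genes as a covariate, 0 genes were called in masseter, and 2814 had an unadjusted p below 0.05. A difference of the muscle itself with age stays open.

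Cd79a, a B-cell gene, reached 16.6 TPM in gastrocnemius with a lowest sample of 0.0773, and other tissues reached 50.8 in old diaphragm. B-cell, T-cell, and lymphoid stroma genes rose together over the 8 gastrocnemius samples, with a lowest Spearman correlation of 0.762 between these scores, while none correlated above -0.405 with the macrophage score. Some young samples may hold lymph node tissue, and 10 of the 12 B-cell genes have a mean above 1 TPM over the samples of the 10 tissues other than gastrocnemius. With the B-cell score as a covariate, 4 genes were called in gastrocnemius in place of 72, and 1728 had an unadjusted p below 0.05. The score itself went with age (correlation -0.64), so that fit also removes part of the age difference.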

How the results depend on the processing

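The alternatives were fixed before the data were examined, apart from the covariates, the unadjusted p, the block and left-out samples in the list tests, the rescaling without mitochondrial genes for differences between tissues, and the 7 muscles of high type IIB content, which were chosen after seeing the data. Of 38 results, 7 kept their direction and side of the threshold under each alternative that was run. Dropping the filter on detection was not run, since every gene of the table passes it. The cause was not tested for the changes below, except where the text says so.

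With a pseudocount of 0.1 the DEGs numbered 600 in soleus, 547 in quadriceps, 220 in EDL, 569 in diaphragm, 747 in ventricle, 263 in TA, 253 in ST, 121 in gastrocnemius, 133 in PMM, and 2338 in total. The smaller pseudocount widens log2 fold changes of genes with low TPM by construction. Among genes with a mean of at least 1 TPM in the tissue there were 200 in EDL, 231 in TA, 134 in gastrocnemius, 135 in PMM, 116 in LDM, and 75 in masseter. The shares were 64.7% for higher genes in a single tissue, 14.2% for higher genes in more than 3 tissues, 66.8% for lower genes in a single tissue, and 7.69% for lower genes in more than 3 tissues. Rescaling by the median ratio gave 156 in ventricle and 26 in masseter, and 10.4% for higher genes in more than 3 tissues and 7.26% for lower genes in more than 3 tissues. Without mitochondrially encoded genes there were 478 in soleus, 511 in quadriceps, 124 in PMM, and 7 in masseter, and 76.2% for lower genes in a single tissue.

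With all samples in a single fit, which has more degrees of freedom, there were 216 in EDL, 671 in diaphragm, 231 in TA, 177 in gastrocnemius, 155 in PMM, 138 in LDM, 208 in masseter, and 1756 in total. The shares were 12.1% for higher genes in more than 3 tissues and 78.8% for lower genes in a single tissue, and the difference between hindlimb and other tissues reversed to -43.8. Sample quality weights gave 211 in TA, 108 in PMM, 192 in LDM, and 66 in masseter, and 65.7% for higher genes in a single tissue, 11% for higher genes in more than 3 tissues, and 7.73% for lower genes in more than 3 tissues. With the library number as a block there were 78 in quadriceps, 0 in EDL, 0 in diaphragm, 0 in TA, 3 in ST, 0 in gastrocnemius, 2 in PMM, 1 in LDM, 0 in masseter, and 521 in total, and 89% for higher genes in a single tissue, 0.46% for higher genes in more than 3 tissues, 89.2% for lower genes in a single tissue, and 0% for lower genes in more than 3 tissues. At an unadjusted p below 0.05 that fit had 3199 genes in EDL, 4414 in diaphragm, 3298 in TA, 3561 in gastrocnemius, and 3012 in masseter. Young and old mice are different animals and their numbers do not pair them, so this block spends degrees of freedom by construction. An unadjusted p gave 229 in EDL, 241 in TA, 180 in gastrocnemius, 177 in PMM, 165 in LDM, and 169 in masseter. With a covariate, masseter had 0 and gastrocnemius 4.

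The split of the DEGs moved by more than 10 percentage points in several tissues. Rescaling by the median ratio gave 216 higher and 117 lower in soleus (64.9%, reported 50.5%), 70 higher and 55 lower in EDL (56%, reported 36.8%), 195 higher and 27 lower in diaphragm (87.8%, reported 48.1%), 96 higher and 60 lower in ventricle (61.5%, reported 18.9%), 59 higher and 54 lower in TA (52.2%, reported 83.2%), 51 higher and 19 lower in gastrocnemius (72.9%, reported 52.8%), 22 higher and 9 lower in LDM (71%, reported 91.9%), and 20 higher and 6 lower in masseter (76.9%, reported 27.3%). Without mitochondrially encoded genes it was 159 higher and 319 lower in soleus (33.3%, reported 50.5%), 482 higher and 29 lower in quadriceps (94.3%, reported 67.6%), 176 higher and 57 lower in diaphragm (75.5%, reported 48.1%), 105 higher and 101 lower in ventricle (51%, reported 18.9%), 81 higher and 51 lower in TA (61.4%, reported 83.2%), 46 higher and 10 lower in gastrocnemius (82.1%, reported 52.8%), and 5 higher and 2 lower in masseter (71.4%, reported 27.3%). Which direction prevails among the DEGs therefore depends on the scaling in soleus, EDL, diaphragm, ventricle, and masseter, while in quadriceps, TA, gastrocnemius, and LDM higher genes prevail in the reported fit and under both rescalings.

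With each replicate left out in turn, DEGs ranged from 208 to 331 in soleus, 159 to 256 in quadriceps, 46 to 186 in EDL, 142 to 432 in diaphragm, 196 to 377 in ventricle, 4 to 254 in TA, 68 to 216 in ST, 21 to 51 in gastrocnemius, 18 to 99 in PMM, 0 to 66 in LDM, and 0 to 6 in masseter. The total ranged from 745 to 1309. TA had 4 without young replicate 1, LDM 0 without young replicate 3, masseter 0 without young replicate 1, without old replicate 1, and without old replicate 4, EDL 46 without young replicate 3, and diaphragm 432 without young replicate 4. Beside the counts of 0, 1526 genes in LDM and 2032, 3019, and 4242 in masseter, in that order, had an unadjusted p below 0.05. Fewer samples lower the power of each fit. The shares ranged from 70.8 to 77.6% for higher genes in a single tissue, 4.58 to 5.7% for higher genes in more than 3 tissues, 71.4 to 81.4% for lower genes in a single tissue, and 2.08 to 4.76% for lower genes in more than 3 tissues. The hindlimb difference ranged from -41.9 to 31.7 with a replicate left out, and reversed without young replicate 4 (-41.9) and without old replicate 4 (-3.73). It was 127 without mitochondrially encoded genes, 66.4 after rescaling by the median ratio, 58.3 with a mean of at least 1 TPM, 33.8 with a pseudocount of 0.1, 29.2 with quality weights, and 3.77 with the block, and no exact permutation p was below 0.251.

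For the gene lists, camera with the preset correlation gave an adjusted p of 1.61e-08 for oxidative phosphorylation in soleus (median 0.219), 0.00367 for sarcomere genes in TA (median -0.0407), and 6.41e-09 for Th17 differentiation in diaphragm (median 0.0816), all past the threshold. It called inflammatory mediators higher in 8 tissues, and extracellular matrix genes lower in 6 and higher in 1. With the estimated correlation it gave 0.491 for inflammatory mediators (median 0.258) and 0.496 for extracellular matrix genes (median -0.478) in diaphragm, and 0 calls in both counts. That setting called no list in any tissue, so it cannot decide about single lists. Rescaling by the median ratio gave -0.289 for sarcomere genes in TA and 0.354 for Th17 differentiation in diaphragm. It gave 7 tissues with inflammatory mediators higher, 2 with extracellular matrix genes lower, and 1 with extracellular matrix genes higher. The block gave 0.281 for inflammatory mediators in diaphragm (adjusted p = 0.141) and 0 tissues with them higher. With each replicate left out in turn, the medians ranged from 0.0923 to 0.285 for oxidative phosphorylation in soleus, -0.104 to 0.0208 for sarcomere genes in TA (reversed without young replicate 2 (-0.00162) and without old replicate 1 (0.0208), by the direction of fry), 0.188 to 0.363 for inflammatory mediators in diaphragm (adjusted p above 0.05 in 5 of 7 fits), 0.0812 to 0.229 for Th17 differentiation, and -0.547 to -0.434 for extracellular matrix genes. Tissues with inflammatory mediators higher ranged from 0 to 5, with 0 without young replicate 1 and without young replicate 3, and 1 had extracellular matrix genes lower each time. The difference of soleus ranged from 0.353 to 0.555 and that of diaphragm from 0.124 to 0.24.

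Centred but unscaled genes gave 32.5% and 19.6% on the first components, and TPM without the logarithm 13.4% on the second. Spearman correlation between ages was 0.958 over genes with at least 1 TPM in every sample. The markers of type IIB fibres with a lower correlation in old mice were 13 by Pearson's r (permutation p = 0.928), 12 by tissue means (p = 0.85), 22 without the ventricle (p = 0.0353), 22 in the 7 muscles of high type IIB content (p = 0.00594), and 16 to 21 with a replicate number left out, where permutation p were 0.0953 without number 3 and 0.156 without number 4. Type I markers were 8 without the ventricle (permutation p = 0.0969), 7 in the 7 muscles of high type IIB content (p = 0.103), and 7 with any number left out. Old rho of Pvalb and Myh4 was 0.211 without ventricle, diaphragm, and soleus (permutation p = 0.245). With a number left out, rho ranged from 0.916 to 0.961 in young and 0.664 to 0.682 in old mice, and their difference from -0.279 to -0.252. Genes correlated with Myh4 above 0.8 numbered 576 by tissue means and 301 to 419 with a number left out.

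For the named genes there were 2811 values over 192 pairs of gene and tissue: 2375 unchanged, 264 weaker, 160 stronger, and 12 reversed. The reversals fell in 7 pairs, none with a reported adjusted p below 0.637. Their log2 fold changes were Ccl5 in soleus -0.0603 without young replicate 2 and -0.106 without old replicate 4 (-0.106 to 0.343 over samples left out), Ccl8 in soleus -0.0273 with sample quality weights and -0.126 without old replicate 2 (-0.126 to 0.485 over samples left out), Ccl8 in TA 0.31 with sample quality weights and 0.338 without young replicate 2 and 0.319 without old replicate 3 (-0.254 to 0.338 over samples left out), Ccl8 in masseter -0.148 without old replicate 2 (-0.148 to 0.783 over samples left out), Cox5a in soleus -0.0287 without mitochondrially encoded genes and -0.0761 without old replicate 2 (-0.0761 to 0.164 over samples left out), mt-Nd3 in ventricle -0.0113 without young replicate 2 (-0.0113 to 0.102 over samples left out), and Lep in ventricle 0 without old replicate 4 (0 to 0.0100 over samples left out). Depth is unknown from TPM, which limits genes near 1 TPM such as Ccl3, Tbx21, Ifng, Hpgds, and Bub1b, whose fold changes rest on the pseudocount.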

Differences from the paper's values

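Counts and shares are said to close a gap when they are within 1.5 times of the paper's value. The fits gave 1050 DEGs over all tissues against the paper's 3615. None of the alternatives set before the data were examined closed the gap, and the highest was 2338 with a pseudocount of 0.1. An unadjusted p, chosen after seeing the values because the legend of Figure 2f names it, gave 1385. The paper's numbers per tissue were read by eye from Fig. 2a. There were 307 DEGs in soleus against the paper's about 1200, 241 DEGs in quadriceps against the paper's about 1100, and 106 DEGs in EDL against the paper's about 710. There were 119 DEGs in TA against the paper's about 620, 143 DEGs in ST against the paper's about 600, and 72 DEGs in gastrocnemius against the paper's about 490. There were 70 DEGs in PMM against the paper's about 450 and 37 DEGs in LDM against the paper's about 370. For these 8 muscles none of the alternatives set before the data were examined closed the gap, nor did an unadjusted p. There were 268 DEGs in diaphragm against the paper's about 660, read by eye from Fig. 2a, and a pseudocount of 0.1 (569) or a single fit of all samples (671) closed the gap while the others did not. There were 264 DEGs in ventricle against the paper's about 660, where of these a pseudocount of 0.1 (747) did. There were 11 DEGs in masseter against the paper's about 190, where of these a single fit (208) did, and so did an unadjusted p (169), which was chosen after seeing the values.

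The share of higher genes in more than 3 tissues was 7.4% against the paper's 12.8%, which Fig. 2c assigns to more than 3 tissues and the text to at least 3. Of the alternatives set before the data were examined, a mean of at least 1 TPM (14.2%), rescaling by the median ratio (10.4%), removing mitochondrially encoded genes (9.03%), a single fit (12.1%), and quality weights (11%) came within 1.5 times of the paper's value, and the others did not. Counted as at least 3 tissues, the share was 14.3% of the higher and 11.3% of the lower genes, for which the paper's value is 5.9%. The median Spearman correlation between ages was 0.973 against the paper's about 0.96 in Fig. 1m, read by eye. Over genes with at least 1 TPM in every sample it was 0.958, within 1 SD over pairs of samples (0.0117) of the paper's value, and Pearson's r on log2 values was not.

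The paper states that Hpgds fell in PMM, and here it rose by 0.61 on the log2 scale (adjusted p = 0.13, and 0.00448 to 0.186 over the other processing choices). The paper places the highest share of inflammation response genes in diaphragm, counting its own genes among its own DEGs. The list of 87 inflammatory mediators used here may differ from those genes, so the shares are not the same measure. By this list EDL (3.77%), quadriceps (3.32%), PMM (2.86%), and LDM (2.7%) were above diaphragm (2.61%). The shares of PMM and LDM rest on 2 and 1 inflammatory genes. Counted over the list instead of the DEGs, 8.05% of its genes were called higher in diaphragm, 9.2% in quadriceps, and at most 4.6% elsewhere. The paper describes hindlimb muscles as more affected, and here the difference in DEGs had an exact permutation p of 0.587. Nnt and Mt2 are stated to change in all tissues. Nnt was called in 8, and in 11 with a single fit or a mean of at least 1 TPM. Mt2 was called in 5, and in 10 with a single fit. Aplnr was called in 2 of the tissues and in 6 with a pseudocount of 0.1. The paper lists mt-Nd3, Inhbb, and Prkcz among genes altered in many tissues, and here they were called in 0, 0, and 2. For each gene, the highest count over the other processing choices follows. The count of mt-Nd3 reached 4 with a single fit or a mean of at least 1 TPM, that of Inhbb 4 with a pseudocount of 0.1, and that of Prkcz 5 without mitochondrially encoded genes. Sncg, Cd163, and Nfil3, stated to change in the majority of muscles, were called in 5, 5, and 3 tissues and at most in 7, 7, and 5 under another processing choice. Of the chemokines stated to change in at least 6, Ccl5 was called in 1, Ccl8 in 4, and Ccl9 in 0, or 3 with a single fit.

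The paper states that Ifng and Irf8 rose in diaphragm and names Ccl3 and Tbx21 among its inflammation response genes, and none of the 4 was called here. Ccl3 was called with a pseudocount of 0.1 (2.47, adjusted p = 0.021) and mitochondrially encoded genes removed (1.29, adjusted p = 0.0226), in a range of adjusted p of 1.57e-10 to 0.124 over the other processing choices, and Irf8 with median-ratio rescaling (1.14, adjusted p = 0.0418), in a range of 0.00713 to 0.154. No other processing choice called Tbx21 or Ifng. In TA, Chrnd (0.91), Myh14 (1.02), Hspb1 (-0.94), and Hspb6 (-0.88) went in the paper's direction and were not called. Myh14 was called with a mean of at least 1 TPM (1.02, adjusted p = 0.0359) and a single fit (1.02, adjusted p = 0.00184), in a range of adjusted p of 0.00184 to 0.144, and Hspb6 with median-ratio rescaling (-1.12, adjusted p = 0.0102) and mitochondrially encoded genes removed (-1.08, adjusted p = 0.0104), in a range of 6.23e-06 to 0.106. No other processing choice called Chrnd or Hspb1. In soleus, Mstn (-1.52, adjusted p = 0.187) was called with a single fit (-1.52, adjusted p = 3.03e-05), in a range of 3.03e-05 to 0.19, and Ndufb3 (0.97) with median-ratio rescaling (1.08, adjusted p = 0.0199), in a range of 0.00294 to 0.0344. Bub1b, Cox8a, Uqcr11, Ndufa1, and Cox5a were not called here or with any other processing choice. The paper reports oxidative phosphorylation higher in soleus, Th17 differentiation higher in diaphragm, and the extracellular matrix lower in the majority of the tissues. By fry the adjusted p were 0.169 and 0.159, and the matrix list was lower in 1 tissue. Camera with the preset correlation gave 1.61e-08, 6.41e-09, and 6 tissues, with the matrix list higher in 1 other tissue. For Th17 differentiation, rescaling by the median ratio gave 0.00647, and leaving out old replicate 1, chosen after seeing the data, gave 0.0279. Over all alternatives the adjusted p ranged from 1.61e-08 to 0.664 in soleus and 6.41e-09 to 0.555 in diaphragm.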

Other observations

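The tests of Dynlt1b, of Nnt without a pseudocount, of the numbers in the library names, of genes correlated with Myh7, and of splits for the total over tissues were chosen after the result was seen. The other tests of this part were set before.

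Old and young samples of each tissue were regrouped in all other ways. Among the 35 splits of a tissue, 1, the real one, gave as many DEGs in soleus, quadriceps, EDL, ventricle, TA, ST, gastrocnemius, PMM, and LDM. In diaphragm 2 of the 35 did, and a split with old replicates 2 and 3 and young replicate 4 on one side, the samples poorest in liver genes, gave 458. In masseter 2 of the 35 did, and old replicates 1 and 4 with young replicates 1 and 3, poorest in salivary gland genes, gave 33. So the DEG numbers of these 2 tissues also arise from splits that follow another tissue's RNA. For the total, 1 of 100 splits, the real one and drawn others, gave as many genes, and the highest of the others was 530.

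Nnt, which is in the list of 8 C57BL/6 substrain genes, fell in all 11 tissues. A variant of the locus that differs between the mice might give the same fold in each tissue. The variance over tissues of its log2 fold change was 5.73 times that expected from the standard errors, but the pseudocount compresses a fold more at low TPM. Without a pseudocount the variance was 5.04 times that expected, above the bound of 3.04 that a constant factor allows in 95% of 20000 simulated sets, which argues against an allele that acts by the same factor in every tissue. An allele whose effect differs between tissues and an effect of age cannot be told apart, since the sample labels give no genotype of the locus. For the other genes of the substrain list, the tissues without overlap between ages ranged from 0 for Crb1 to 8 for Entpd4b. Dynlt1b also fell in all 11 tissues, from -1.48 to -1.11 on the log2 scale, with a variance of 1.42 times that expected, and 1.65 times without a pseudocount, so a constant factor, as from an allele, may apply. Reads shared with its 3 paralogs do not account for the fall, since the summed TPM of the 4 genes fell as well, with a highest log2 fold change of -0.89 over the tissues. An effect of age stays open and untested.

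Dbp fell and Nfil3 rose in many tissues. In 10 of 11 tissues the other clock genes of the Dbp phase fell and those of the opposite phase rose, with 4 and 2 tissues at an exact permutation p below 0.05. After adjustment over both lists and all tissues the lowest of these p was 0.105. Dissection at another time of day could give this, and so could a shift of the clock with age. These cannot be told apart, since neither the paper nor the sample labels give the time of dissection. Mt2 rose in all tissues, and in 10 of 11 the mean of the other stress genes rose, 4 of them with an exact permutation p below 0.05. Mt1 rose in 8. A stress response at dissection and an effect of age cannot be told apart, since the samples give no measure of handling apart from age.

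Inflammatory mediators rose in old diaphragm. Lymphoid tissue in only some of the old samples would leave the others at the young level, but the lowest B-cell score among the 3 old samples was 0.477 above the highest of the 4 young samples, and the T-cell score had a gap of 0.691. A rise of lymphoid cells in every old diaphragm stays open. Genes chosen for a high correlation in one age tend to fall in the other. Those chosen in old mice for Myh4 fell by 0.0411 in young mice, and those chosen in young mice by 0.0546 in old mice, a difference of 0.0135 (permutation p = 0.73 over 100 regroupings), so the choice of genes may account for the fall. For Myh7 the falls were 0.0235 and 0.166, with a difference of 0.143 (permutation p = 0.200). For Myh7 the choice of genes and an effect of age cannot be told apart, as the fall was larger for genes chosen in young mice but differences of this size arose under permuted ages.

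Samples of one age with the same number in the library name deviated from their groups in the same way over tissues, with a median correlation of 0.0684 against -0.023 for other numbers in young and 0.233 against -0.107 in old mice. The higher one-sided permutation p of the ages was 0.000100, the smallest that 10000 permutations can give. The number may mark the mouse, in which case tissues of one age come from the same 4 mice and are not independent. Ddx3y, the gene of chromosome Y in the table, reached 0.581 TPM at most.

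In soleus the share of Myh7 in the summed Myh TPM was 50.2% ± 12.2 in young and 61.4% ± 6.25 in old mice (SD, n = 4 each, exact permutation p = 0.200), and that of Myh1 was 13.1% ± 2.4 and 7.09% ± 1.1 (exact permutation p = 0.0286). Cdkn1a was higher in 11 tissues and called in 2, Il1b was called in 0 with a lowest adjusted p of 0.253, Egf was lower in 9 and called in 0, and Egfr was called lower in 1, the diaphragm.

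By fry, adjusted over lists and tissues, the gene lists gave the following counts of tissues with a change in old mice and ranges of median log2 fold changes. There were 0 tissues higher and 1 lower for oxidative phosphorylation (nuclear) (medians -0.42 to 0.22), 2 tissues higher and 0 lower for mitochondrially encoded mRNA (medians -0.19 to 0.55), and 0 tissues higher and 1 lower for glycolysis (medians -0.29 to 0.32). The fits gave 0 tissues higher and 4 lower for TCA cycle (medians -0.45 to 0.03), 0 tissues higher and 2 lower for fatty acid oxidation (medians -0.48 to 0.22), and 0 tissues higher and 1 lower for sarcomere (medians -0.36 to 0.20). There were 0 tissues higher and 1 lower for extracellular matrix (medians -0.48 to 0.36), 4 tissues higher and 0 lower for inflammatory mediators (medians -0.07 to 0.31), and 0 tissues higher and 1 lower for Th17 differentiation (medians -0.33 to 0.25). The fits gave 1 tissue higher and 1 lower for B cells (medians -1.27 to 0.98), 2 tissues higher and 0 lower for T cells (medians -0.75 to 1.19), and 2 tissues higher and 0 lower for plasma cells (medians -0.11 to 1.22). There were 0 tissues higher and 0 lower for lymphoid stroma (medians -0.91 to 0.81), 8 tissues higher and 0 lower for macrophages (medians 0.23 to 1.16), and 1 tissue higher and 0 lower for adipocytes (medians -0.09 to 1.06). The fits gave 1 tissue higher and 0 lower for brown fat (medians -0.07 to 0.45), 0 tissues higher and 1 lower for cartilage and bone (medians -0.35 to 0.01), and 0 tissues higher and 3 lower for tendon (medians -0.96 to 0.28). There were 0 tissues higher and 1 lower for Schwann cells and nerve (medians -0.47 to 0.27), 3 tissues higher and 0 lower for blood (erythroid) (medians 0.34 to 1.75), and 0 tissues higher and 0 lower for liver (medians -2.43 to 1.47). The fits gave 0 tissues higher and 0 lower for skin (medians -0.50 to 0.93), 7 tissues higher and 0 lower for salivary gland (medians -0.02 to 2.20), and 1 tissue higher and 0 lower for atrium (medians -0.14 to 0.33). There were 0 tissues higher and 0 lower for mesothelium (medians -0.20 to 0.03), 0 tissues higher and 2 lower for denervation (medians -0.22 to 0.92), and 0 tissues higher and 2 lower for clock genes of the Dbp phase (medians -1.10 to -0.05). The fits gave 2 tissues higher and 0 lower for clock genes of the opposite phase (medians 0.11 to 0.80), 2 tissues higher and 0 lower for glucocorticoid and stress response (medians -0.17 to 0.86), and 0 tissues higher and 5 lower for C57BL/6 substrain genes (medians -0.48 to 0.04). There were 0 tissues higher and 3 lower for type IIB fibre markers (medians -0.48 to 0.29), 2 tissues higher and 1 lower for type I fibre markers (medians -1.33 to 1.77), and 0 tissues higher and 0 lower for lung (medians -0.49 to 0.04).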
